# Fine Tuning of the UPR by the Ubiquitin Ligases Siah1/2

**DOI:** 10.1371/journal.pgen.1004348

**Published:** 2014-05-08

**Authors:** Marzia Scortegagna, Hyungsoo Kim, Jian-Liang Li, Hang Yao, Laurence M. Brill, Jaeseok Han, Eric Lau, David Bowtell, Gabriel Haddad, Randal J. Kaufman, Ze'ev A. Ronai

## Abstract

The endoplasmic reticulum (ER) responds to changes in intracellular homeostasis through activation of the unfolded protein response (UPR). Yet, it is not known how UPR-signaling coordinates adaptation versus cell death. Previous studies suggested that signaling through PERK/ATF4 is required for cell death. We show that high levels of ER stress (i.e., ischemia-like conditions) induce transcription of the ubiquitin ligases Siah1/2 through the UPR transducers PERK/ATF4 and IRE1/sXBP1. In turn, Siah1/2 attenuates proline hydroxylation of ATF4, resulting in its stabilization, thereby augmenting ER stress output. Conversely, ATF4 activation is reduced upon Siah1/2 KD in cultured cells, which attenuates ER stress-induced cell death. Notably, *Siah1a^+/−^::Siah2^−/−^* mice subjected to neuronal ischemia exhibited smaller infarct volume and were protected from ischemia-induced death, compared with the wild type (WT) mice. In all, Siah1/2 constitutes an obligatory fine-tuning mechanism that predisposes cells to death under severe ER stress conditions.

## Author Summary

Maintaining a balanced level of stress (protein folding, reactive oxygen radicals) is important for keeping cellular homeostasis (the ability of a cell to maintain internal equilibrium by adjusting its physiological processes). The accumulation of stress (external or internal) will trigger a well-orchestrated machinery that attempts to restore homeostasis, namely, the unfolded protein response (UPR). The UPR either restores balance to the cells or induces a cell death program, which clears the damaged cell. How this machinery activates cell survival versus cell death is not entirely clear. Here we identify a new layer in the regulation of the UPR, which determines the magnitude of this response. We demonstrate the importance of this newly identified regulatory component for cell death commitments, in response to the more severe conditions (ischemia, lack of oxygen and nutrients). Our findings highlight an undisclosed mechanism that is important for the cell death decision following severe stress conditions, while pointing to the ability to fine tune cellular response to stress.

## Introduction

The endoplasmic reticulum (ER) plays a central role in the folding, assembly, and modification of secretory and cell membrane proteins [1], [2]. Deregulated protein folding affects diverse cellular processes, including transcription, translation, cell cycle, and cell death [3], [4]. The ER responds to exogenous and endogenous stressors that can disrupt protein folding by increasing its protein folding capacity through specialized signaling pathways that are collectively known as the unfolded protein response (UPR) [3]–[6]. The UPR increases transcription of many genes encoding functions in protein folding and secretion, and thus constitutes a coordinated regulatory mechanism that restores protein-folding fidelity in the ER and reestablishes normal cellular homeostasis [1]–[4], [7].

The UPR is coordinated by three main ER-proximal sensors that respond to increased levels of unfolded proteins: ATF6α (activating transcription factor 6), IRE1α (inositol-requiring protein 1), and PERK (PKR-like ER kinase) [3], [4], [7]. ATF6α is proteolytically cleaved upon trafficking to the Golgi to generate the soluble active product, which initiates a transcriptional program to relieve ER stress [8], [9]. IRE1 undergoes autophosphorylation, which activates its intrinsic RNase activity and leads to splicing of XBP1 mRNA to produce the active transcription factor sXBP1 [10], [11]. Activated PERK phosphorylates the eukaryotic initiation factor 2 on the alpha subunit (eIF2α), resulting in an overall attenuation of mRNA translation [12], [13]. Although global protein production is reduced following UPR, the translation of a select group of mRNAs, including the transcription factor ATF4, is increased following PERK activation, via alternative AUG initiation codon selection that occurs when eIF2α is inactivated by phosphorylation [13]–[15].

ATF4 counters the UPR by inducing the expression of genes that improve ER protein folding capacity, facilitate amino acid biosynthesis and transport, and reduce oxidative stress, as well as the pro-apoptotic factor C/EBP homologous protein CHOP [14], [16]–[19].

ER stress response, as part of the UPR, can facilitate the restoration of cellular homeostasis, via the concerted activation of ERAD and the respective transcriptional program (i.e., chaperones) induced by the ATF4, sXPB1 and ATF6α [4], [7]. However, severe ER stress often results in the activation of the cell death program, which is mediated by the UPR transducers CHOP and PUMA [20], [21]. Notably, the mechanism underlying the ability of the UPR to divert cellular survival to death pathways is not well understood. Here we identify the ubiquitin ligases Siah1/2 as important regulatory components in the UPR, which serves as rheostats that can dial up the degree of ER stress response to induce cellular changes that promote cell death. Our data establish the role of Siah1/2 ubiquitin ligases in fine-tuning of the cellular UPR.

Siah1/2 are RING finger ubiquitin ligases that are evolutionarily conserved from *Drosophila melanogaster* to vertebrates [22]. The two human isoforms, *Siah1* and *Siah2*, and the three murine homologues (*Siah1a, Siah1b*, and *Siah2*) are implicated in ubiquitin-dependent degradation of proteins that play key roles in hypoxia and MAPK signaling pathways [23]–[25]. Siah1/2 controls the Ras/Raf signaling pathways and contributes to tumorigenesis by controlling the regulatory protein Sprouty2 [26], [27]. Regulation of the scaffolding protein AKAP121 by Siah2 controls mitochondrial fission under low oxygen conditions, which contributes to ischemia in a mouse myocardial infarction model [28]. Siah1/2 plays an important role in the control of the overall hypoxia response through its effects on the stability of HIF1α, as by affecting the level of HIPK2 (homeodomain-interacting protein kinase 2) and FIH (factor-inhibiting hypoxia-inducible factor), which controls HIF1α own transcription and activity, respectively [29], [30]. HIF1α degradation requires prolyl hydroxylation by the PHD enzymes that enable its recognition and subsequent degradation by pVHL [31], [32]. Whereas PHD2 plays key roles in HIF1α hydroxylation under normoxia, PHD3 and PHD1, which are regulated by Siah2, contribute to the control of HIF1α availability under physiological hypoxic conditions (3–6% O_2_) [25], [33], [34]. Correspondingly, *Siah1/2* mutant mice exhibit phenotypes resembling those seen in HIF1α heterozygous animals [33]. *Siah1/2* deletion in mice attenuates the growth or progression of prostate or melanoma tumors, in a HIF1α-dependent manner [27], [35] and attenuates breast, lung, and pancreatic cancer development [36]–[38]. Genetic inactivation of Siah1/2 also protects from acute myocardial infarction in mice, and affects life span in worms [28]. Mechanisms underlying the regulation of Siah1/2 transcription are confined to Siah1 (but not Siah2), which is transcriptionally induced by p53 following DNA damage [39]–[42]. Here, we identify a mechanism that establishes Siah ubiquitin ligases as integral components of the ER stress response, which fine-tunes the magnitude of UPR, directing cell death programs in response to severe ER stress conditions.

## Results

### UPR induces Siah1/2 transcription via ATF4/sXBP1/ATF6

To identify physiological conditions that affect Siah1/2 transcription, we examined cellular responses to key stimuli that are known to influence Siah1/2 substrates or Siah1/2-dependent processes. We considered the UPR as one such condition, given that the Siah1/2 substrates TRAF2, Sprouty2 and PHD3 are implicated in the UPR as part of the ER stress response [43]–[45]. To determine whether conditions that induce UPR also affect Siah2 regulation, we examined Siah2 transcription and protein expression following exposure of cells to the glycosylation inhibitor tunicamycin (TM), which is commonly used to induce UPR. Siah2 protein is barely detectable under normal growth conditions, due to its efficient self-degradation [33], [46]. TM treatment increased Siah2 protein expression in mouse embryo fibroblasts (MEFs) from WT but not *Siah1a^−/−^::Siah2^−/−^* knockout (KO) mice (Figure 1A). Similarly, Siah2 protein expression was increased following treatment of 293T cells with TM (not shown). Since Siah1 is often found to augment Siah2 activity, we also monitored the possible induction of Siah1 by UPR. Siah1 protein expression was found to increase following treatment of MEF cells with TM (Figure 1B). Noteworthy are the levels of ATF4, which appear to correspond to Siah1/2 expression, implying a possible regulatory link between Siah1/2 and ATF4.

**Figure 1:**
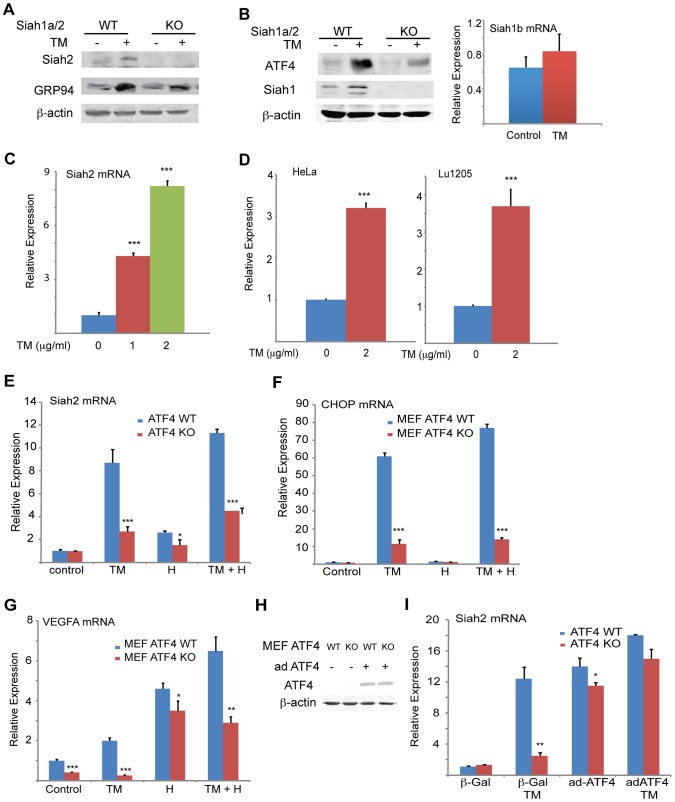
UPR induction of Siah1/2 RNA and protein is ATF4-dependent. (A) TM induces Siah2 protein levels. Litter-matched MEF WT and *Siah1a^−/−^::Siah2^−/−^* cells were treated with TM (1 µg/ml) for 10 h. Whole cell lysates were prepared and analyzed by immunoblotting with the indicated antibodies. (B) TM induces Siah1 protein. Litter-matched MEF WT and *Siah1a^−/−^::Siah2^−/−^* cells were treated with TM (1 µg/ml) for 10 h. Whole cell lysates were prepared and analyzed by immunoblotting with the indicated antibodies. Right panel: ER stress does not induce Siah1b mRNA levels. MEFs from *Siah1a^−/−^::Siah2^−/−^* cells were treated with TM (2 µg/ml) for 6 h and the relative expression of Siah1b mRNA was measured by quantitative real time PCR (qPCR). (C) ER stress induces Siah2 mRNA levels. MEFs from WT animals were treated with the indicated concentrations of TM for 6 h and the relative expression of Siah2 mRNA was measured by qPCR. (D) HeLa and Lu1205 cells were treated with the indicated concentrations of TM for 6 h and the relative expression of Siah2 mRNA was measured by qPCR. (E) ER-stress induction of Siah2 mRNA is attenuated in *Atf4^−/−^* MEFs. Littermate-matched MEFs of the indicated genotypes were subjected to treatment with TM (2 µg/ml), hypoxia (H), or both. RNA prepared 6 h later was used for qPCR to quantify Siah2 transcripts, relative to levels of H3.3A mRNA. (F) CHOP mRNA levels are ATF4 but not hypoxia dependent. MEFs from *Atf4* WT and *Atf4^−/−^* genotypes were subjected to TM or hypoxia or combined treatment and RNA prepared for qPCR analysis of CHOP transcripts. (G) VEGFA mRNA levels are ATF4 dependent under normoxia. Experiment was performed as indicated in panel E, except that qPCR analysis used the VEGFA primers. (H) *Atf4* WT and *Atf4^−/−^* MEFs were infected with ATF4-expressing adenovirus. Cell lysates were prepared and the level of ATF4 protein was detected in immunoblots with the respective antibody. β-actin served as the loading control. (I) Ectopic ATF4 expression rescues Siah2 mRNA levels in TM-treated *Atf4^−/−^* MEFs. MEFs of the indicated genotypes were infected with control (β-Gal) or with ATF4 adenoviruses for 24 h, followed by 6 h exposure to TM (2 µg/ml), as indicated. Relative expression of Siah2 mRNA was quantified by qPCR. *** p<0.0005, ** p<0.005, * p<0.05 compared to non treated (C–D) or to ATF4 WT in the same condition (student's t test). The Western blot experiments were repeated three times and the qPCR results are shown as the means ± S.E. of three independent experiments.

We observed a dose-dependent increase in levels of Siah2 mRNA in both MEFs (>4-fold; Figure 1C) and 293T cells (not shown) following TM treatment. Addition of TM also caused a notable increase in Siah2 mRNA levels in several other cell lines including HeLa, and the melanoma cell line LU1205 (>3-fold; Figure 1D). Collectively, these results indicate that conditions that induce the UPR stimulate Siah2 expression at the RNA and protein levels. Siah1 transcription was also induced following treatment by TM, but to a lower degree (∼2.5-fold) compared with that of Siah2 (∼12-fold, Figure 2A). Of note, murine Siah1 consists of two isoforms (Siah1a and Siah1b), which share 93% homology at the mRNA level. Thus, the ability to distinguish between the two Siah1 murine isoforms, at the protein or RNA levels is limited. To determine whether Siah1a or Siah1b (or both) are induced following TM treatment, MEFs from *Siah1a^−/−^::Siah2^−/−^* KO mice (where Siah1a gene is deleted) were treated with TM. Addition of TM did not cause any induction of Siah1 in *Siah1a^−/−^::Siah2^−/−^* KO cells, implying that Siah1b transcription is not induced after TM treatment (Figure 1B). We therefore concluded that the changes we monitor in the WT MEFs are likely to be of the Siah1a isoform (data shown below, Figure 2A).

**Figure 2:**
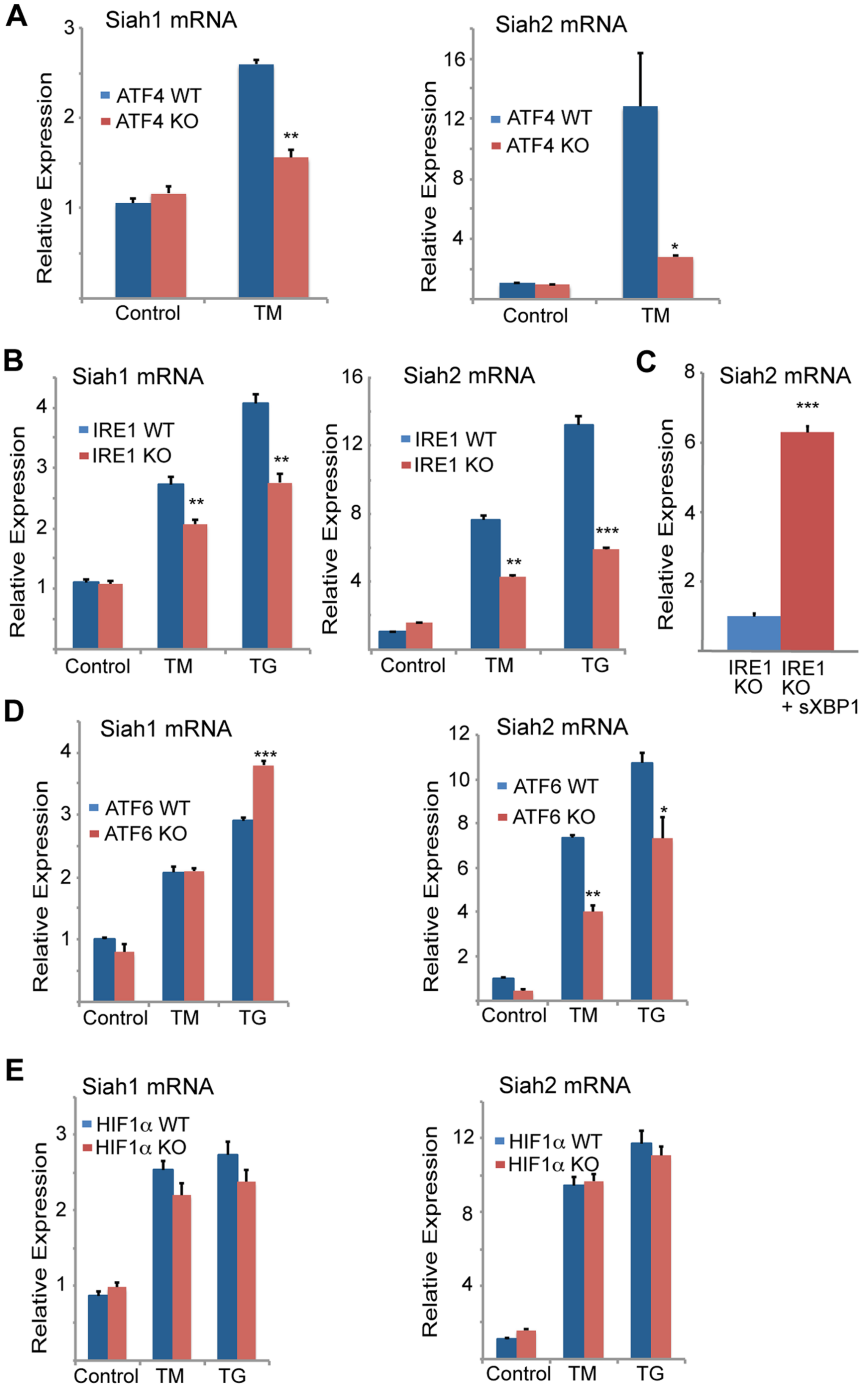
Siah1/2 transcription is induced by ATF4 and sXBP1 upon UPR. (A,B) ER-stress induction of both Siah1 and Siah2 mRNA is attenuated in *Atf4^−/−^* MEFs (A) and *Ire1α^−/−^* MEFs (B). Littermate-matched MEFs of the indicated genotypes were subjected to treatment with TM (2 µg/ml) or TG (1 µM) for 6 h and the relative expression of Siah1 and Siah2 mRNA was measured by qPCR. (C) IRE1α is required for ER-induced Siah2 mRNA levels. Ectopic expression of sXBP1 restores TM-induction of Siah2 mRNA in *Ire1α^−/−^* MEFs. *Ire1α^−/−^* MEFs were infected either with adenovirus encoding either β-gal or sXBP1. After 24 h, RNA was prepared and quantified using qPCR for the relative levels of Siah2 mRNA. (D) ER-stress induction of Siah2 mRNA levels but not of Siah1 mRNA are attenuated in *Atf6α^−/−^* MEFs. Littermate-matched MEFs of the indicated genotypes were subjected to treatment with TM (2 µg/ml) TG (1 µM) for 6 h and the relative expression of Siah1 and Siah2 mRNAs were measured by qPCR. (E) ER Stress induction of Siah1/2 transcripts is not HIF1-dependent. WT and HIF1α KO MEFs were subjected to TM (2 µg/ml) or TG (1 µM) treatment and RNA prepared 6 h later was subjected to analysis of Siah1 or Siah2 transcripts. *** p<0.0005, ** p<0.005, * p<0.07 compared to Ire1 KO (C) or to WT under the same condition (student's t test). The results are shown as the mean values ± S.E. of three independent experiments.

To explore the newly identified link between the UPR and Siah2 expression we asked whether Siah2 transcription was regulated by transducers of the UPR. ATF4 is one of several key UPR transcriptional activators [14], [47], [48], suggesting it may play a role in Siah2 transcription. Indeed, we found that TM-stimulated Siah2 transcription was reduced from 8-fold in WT MEFs to ∼2.2-fold in MEFs from *Atf4^−/−^* mice (Figure 1E). These findings provide genetic evidence for a role of ATF4 in the regulation of Siah2 transcription in response to UPR. Hypoxia, which was previously shown to stimulate Siah2 transcription [33], elicited a less pronounced effect than TM on Siah2 transcription (2.2-fold vs. 8-fold; Figure 1E). Corresponding changes in ATF4 transcriptional targets, CHOP and VEGFA were observed under these conditions (Figures 1F,G).

To confirm that ATF4 is critical for Siah2 transcription in response to UPR, we re-expressed ATF4 in *Atf4^−/−^* cells. Indeed, forced expression of ATF4 (Figure 1H) enhanced induction of Siah2 transcription following treatment with TM (Figure 1I), suggesting that ATF4 is required for induction of Siah2 transcription following UPR stimuli, mediated here by TM.

To determine the degree of ATF4-dependent activation of Siah1 and Siah2 following UPR stimuli, MEFs from ATF4 WT and KO genotypes were subjected to TM treatment. TM induced Siah2 mRNA to a greater degree than Siah1, and ATF4^−/−^ MEFs exhibited a more pronounced reduction of Siah2 transcription (Figure 2A). These data indicate that the Siah1 and Siah2 genes are transcriptionally induced by the UPR through ATF4, with Siah2 being the primary responder to the UPR.

We next determined whether other major UPR transducers, IRE1α/sXBP1 and ATF6α, another key UPR transcription factor [49], play a role in the activation of Siah transcription. Whereas TM- and more effectively thapsigargin (TG)-induced Siah2 transcription to a greater degree (8- and ∼13-fold, respectively) than Siah1 transcription (∼2.7–5 and ∼4-fold, respectively), in *Ire1α^−/−^* MEFs Siah2 activation was attenuated to a greater degree, compared with Siah1 (Figure 2B). Notably, re-expression of sXBP1 in *Ire1α* ^−/−^ cells effectively rescued expression of Siah2 (Figure 2C). Similar analysis in *Atf6α^−/−^* MEFs revealed a role of ATF6α in Siah2 transcription (Figure 2D, right panel), albeit lower than was observed for ATF4 and IRE1α. In contrast, ATF6α did not have an effect on Siah1 transcription (Figure 2D, left panel). Collectively these data suggest that the UPR induced Siah2 transcription to a greater degree than the transcription of Siah1, and that among the UPR sensors, ATF4 is the most potent mediator of this activation, followed by sXBP1, and to lesser degree ATF6α.

Since hypoxia was also found to affect Siah2 transcription, albeit to lower degree, we assessed whether the activation of Siah1/2 transcription upon UPR may be mediated by HIF1α. To this end we assessed the degree of TM/TG activation of Siah1/2 in WT versus HIF1α^−/−^ MEFs. Notably, the lack of HIF1α did not elicit a marked effect on the level of Siah1/2 transcriptional activation in response to UPR stimuli (Figure 2E), suggesting that the induction of Siah1/2 transcription under these conditions is HIF1α-independent.

We next asked whether the effect of ATF4 on Siah2 transcription was reflected in Siah2 ubiquitin ligase activity. Overexpression of ATF4 increased the protein levels Siah2, with concomitant decrease in the protein levels PHD3 and OGDH, representing Siah2 substrates (Figure 3A). In agreement, re-expression of ATF4 in *Atf4^−/−^* cells that were maintained under hypoxic conditions increased expression levels of HIF1α (PHD3 substrate regulated by Siah2) while reducing the expression of a Siah2 substrate AKAP121 (Figure 3B), consistent with increased Siah2 availability (Figure 3B). This finding supports a role for the UPR-induced transcription factor ATF4 in the regulation of Siah2 ubiquitin ligase activity.

**Figure 3:**
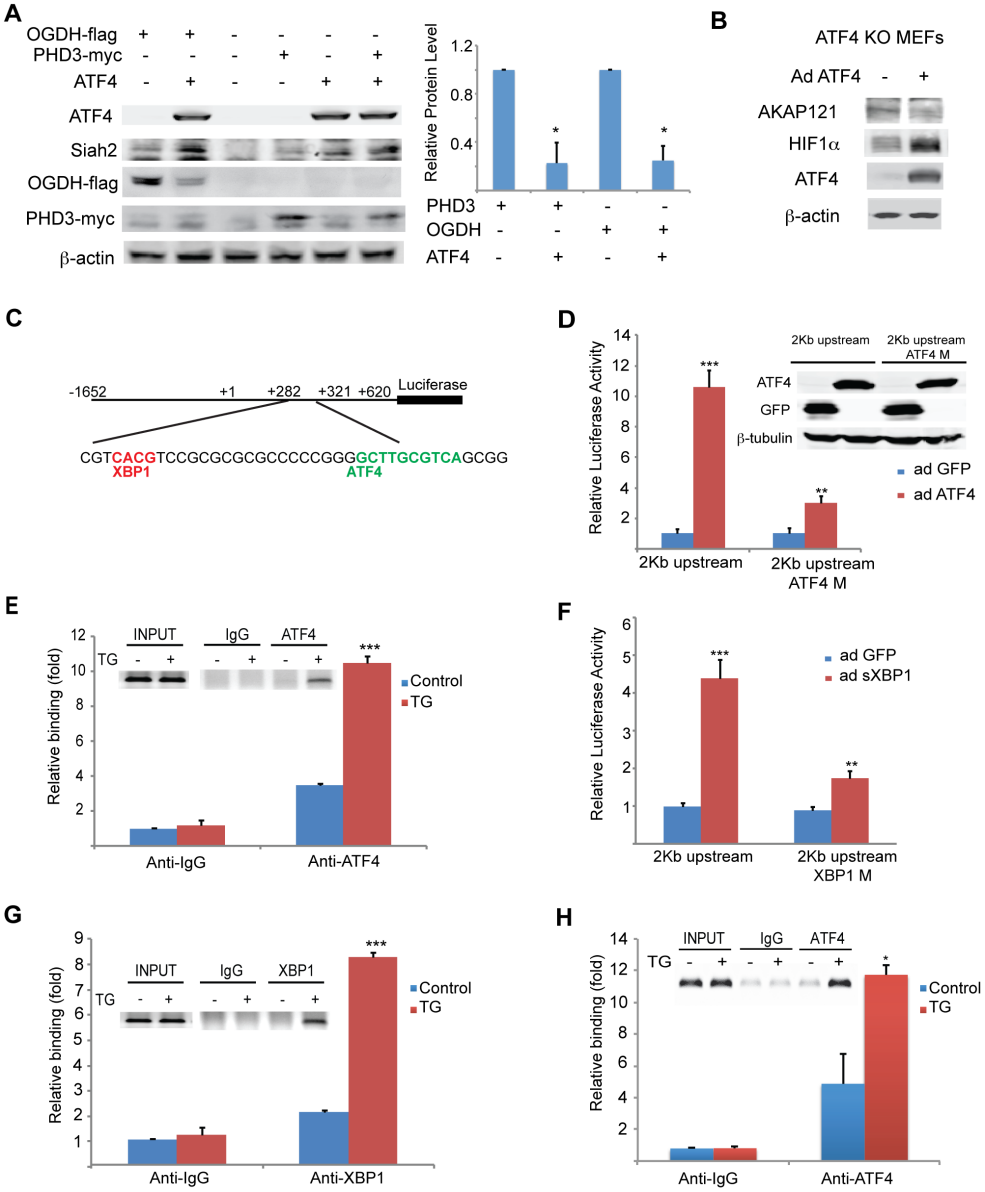
Mapping ATF4 and sXBP1 response elements on Siah1a/2 regulatory regions. (A) Overexpression of ATF4 decreases ectopic PHD3 and OGDH protein levels. 293T cells were transfected with myc-tagged PHD3 or flag-tagged OGDH, and 12 h later were infected with ATF4 virus for 24 h. Whole cell lysates were analyzed by Western blotting with the indicated antibodies. Three independent experiments were carried out and Western blot bands corresponding to PHD3 and OGDH were quantified and normalized against β-actin (graph on the right). (B) Overexpression of ATF4 decreases AKAP121 and increases HIF-1α protein level. *Atf4^−/−^* MEFs were infected with ATF4 virus for 24 h and then exposed to hypoxia (1% O_2_) for 8 h. Whole cell lysates were analyzed by Western blotting with the indicated antibodies. (C) Schematic diagram of the human Siah2 promoter, showing the sequence of ATF4 and sXBP1 response elements. The transcription start site is marked as +1. (D) Mapping ATF4 response element on Siah2 promoter. A 2 Kb fragment containing the upstream and the 5′-UTR domains were cloned into luciferase constructs, in which the putative ATF4 binding site (ATF4M; +308 bp) within the 5′-UTR region was mutated. Siah2 promoter activity was monitored in MEFs infected with either GFP or ATF4 expressing adenovirus and 24 h later cells were harvested and proteins were used to perform luciferase assays and to perform Western blotting with the indicated antibodies. (E) ChIP confirms ATF4 occupancy of corresponding Siah2 promoter site. MEFs were exposed to TG for 5 h and ChIP analysis was performed using antibodies to ATF4 or control IgG as indicated. A set of primers was used to quantify a 214 bp fragment containing the ATF4 site in position +308 using qPCR. (F) Mapping the XBP1 response element in the Siah2 promoter. A 2 Kb fragment containing the upstream and the 5′-UTR domains was cloned into luciferase constructs, in which the putative sXBP1 binding site (XBP1M; +287) within the 5′-UTR region was mutated. Siah2 promoter activity was monitored in MEFs infected with adenoviruses expressing either GFP or sXBP1. After 24 h, cells were harvested and proteins were used to perform luciferase assays. (G) ChIP confirms XBP1 occupancy of corresponding Siah2 promoter sites. MEFs were exposed to TG for 5 h and ChIP analysis was performed using antibodies to XBP1 or control IgG as indicated. A set of primers was used to quantify a 214-bp fragment containing the Xbp1 site in position +287 using qPCR. (H) Mapping the ATF4 response element in the Siah1a promoter. ChIP analysis confirms ATF4 occupancy of corresponding Siah1a intron site. MEFs were exposed to TG for 5 h and ChIP analysis was performed using antibodies to ATF4 or control IgG as indicated. A set of primers was used to quantify a 154-bp fragment containing the ATF4 site in position +4,710 using qPCR. *** p<0.0005, ** p<0.005, * p<0.05 compared to ad GFP (D, F) or to control in the same condition (student's t test). The Western blot experiments were repeated three times and the qPCR results are shown as the mean values ± S.E. of three independent experiments.

The finding that PERK/ATF4 and IRE1α/sXBP1 increase the level of Siah1/2 mRNA prompted us to search for ATF4 and sXBP1 response elements within the Siah2 promoter region. To this end, we cloned a 2 kb fragment (position −1652; +620) including a region upstream of the start site and the 5′UTR, and two intronic regions into a luciferase reporter construct (Figure 3C). The luciferase activity driven by the 2 kb promoter region containing the 5′-UTR revealed a marked (10-fold) ATF4-dependent increase in (Figure 3D). Within this region we mapped two putative ATF4 response elements (TTxCATCA; Figure 3C), which were then mutated individually. Mutation of only one of the two elements, which are conserved in human and mouse (+308 relative to the transcription start position; ATF4 M), resulted in a marked decrease in ATF4-dependent luciferase activity (Figure 3D). Chromatin immuneprecipitation (ChIP) experiments confirmed that ATF4 bound directly to the Siah2 promoter element within 308–317 following TG treatment (Figure 3E). Together, these data establish that expression of Siah2 mRNA is regulated by ATF4, and that such regulation plays an important role in upregulating Siah2 expression in response to ER stress.

The Siah2 promoter also contains two putative HIF1α response elements (HRE) that can be occupied by HIF1α, which overlaps the sXBP1 binding site (Figure 3C). To map putative sXBP1 sites, we monitored luciferase activity driven by Siah2 promoter, which was mutated on the primary putative sXBP/HRE sites. Luciferase activities identified the sXBP1 response element at position +287, but not the one at position +272, as the site responsible for the activation of Siah2 transcription (Figure 3F). Mutation of the 287 site attenuated sXBP1-dependent activation of Siah2 promoter-driven luciferase activity (Figure 3F). Finally, ChIP experiments confirmed that sXBP1 bound to Siah2 promoter following treatment of cells with TG (Figures 3C,G). These data establish the regulation of Siah2 mRNA levels by two of the three UPR signaling sensors—PERK/ATF4 and IRE1α/sXBP1. Notably, ATF4 and sXBP1 occupy distinct sites within the Siah2 promoter. Similar analysis, performed for the Siah1a promoter, identified ATF4 binding within the first intron of Siah1a (+4710, Figure 3H), consistent with previous ChIP-Seq reports [19]. These findings demonstrate the regulation of Siah1a/2 transcription by the UPR transducers ATF4 and sXBP1.

### Siah1/2-dependent gene expression analysis confirms an ER stress signature

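RNA from wild-type (WT) mouse embryonic fibroblasts (MEFs) and from MEFs lacking Siah1a and Siah2 (KO) was measured on 24 Illumina Mouse-6 arrays, whose bead-bound probes capture RNA of matching sequence. Cells of each genotype were left untreated, were deprived of oxygen (OD, 1% oxygen), of glucose (GD) or of both (OGD) for 12 h, or were treated for 6 h with 1 µM thapsigargin (TG), which empties the calcium store of the endoplasmic reticulum (ER), or with tunicamycin (TM), which blocks N-linked glycosylation in the ER. Each of the 12 groups held 2 arrays, and this number limits the precision of every value. The methods state that the cells were treated in duplicate, without further detail. The errors below rest on the spread between duplicates, pooled over all 12 groups. They are not known to hold any spread between independent cell lines or embryos of a genotype. The p-values therefore cannot separate the loss of Siah1a and Siah2 from other differences between the WT and the KO cells. The authors processed the scans in GenomeStudio. The deposited values used here are linear intensities from which no background was subtracted, and the sorted values of the 24 arrays were nearly identical, as quantile normalization leaves them. Log2 signals of duplicates correlated across probes with an r of 0.954 (WT, OGD) to 0.994 (WT, TG). The signals of unexpressed probes centred on 182, and a probe was kept when it exceeded a background level of 235 on at least 1 array. This kept 25913 probes, 57.2% of all, and the 21432 kept probes with a single gene covered 13094 genes. A gene was represented by its kept probe with the highest mean signal. All 24 log2 arrays were fitted together with limma, with 1 mean per group, and a gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the tool and thresholds that the methods name. Where both arrays of 1 group lay below background, the fold is given as a lower bound ("at least"). Standard errors (SE) are of log2 fold changes, KO minus WT unless a passage names WT responses, with n = 2 arrays per group. Each gene has the same SE in all comparisons of KO with WT, because the fit shares 1 spread per probe between the 12 groups. Duplicates differed at least 2-fold for 8.76% of kept probes in WT cells under OGD and for 0.0463% under TG. The shared SE and adjusted p can thus be too small under OGD and too large under TG. Same-numbered arrays also deviated together from their group means (median r 0.379 over 66 pairs of groups), which this fit leaves in the error. With the replicate number as a block all calls stayed and others were added, as in untreated cells, from 504 genes to 612. A gene that did not pass is therefore not shown to be unchanged. Lists of genes were tested with camera against all other measured genes, with a preset inter-gene correlation of 0.01. The narrow fit used only the arrays of the groups compared. It has far fewer residual degrees of freedom than the 12 of the fit of all arrays. A call that ended there can therefore reflect lost power rather than a smaller difference. The array labels of Fig. 4A place the untreated, GD, WT OD and WT OGD arrays on 1 pair of BeadChips and the KO OD, KO OGD, TG and TM arrays on another. The comparisons of KO with WT under OD and OGD therefore also compare chips, as do WT cells under TG or TM with untreated WT cells.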

Gene expression profiling was performed to identify Siah1/2-dependent changes in cells subjected to ER stress, hypoxia (1% O_2_), and combined glucose/oxygen deprivation. To this end, we compared gene expression profiles of WT and *Siah1a^−/−^::Siah2^−/−^* MEFs that were subjected to TM, TG, hypoxia (oxygen deprivation), glucose deprivation, or glucose+oxygen deprivation.

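The transcript of Siah1a, a RING-finger ubiquitin ligase, fell in KO cells in all 6 conditions, by 2.35 on the log2 scale in untreated cells (SE 0.16, n = 2 arrays per group, adjusted p = 1.65e-07 from limma) and at least 7.10-fold under TM. Siah2, the other targeted ligase, was lower by -1.64 (adjusted p = 0.00195) under TG and -1.95 (adjusted p = 0.000397) under TM (SE 0.29). KO cells carried more transcript of Slc2a3, a glucose transporter raised by hypoxia in many cells: at least 6.14-fold more under OD and at least 16.0-fold more under OGD. Slc2a3 was also called higher in untreated cells and under GD. Egln3, which encodes the prolyl hydroxylase PHD3, an oxygen sensor, was higher by 3.18 (SE 0.58, adjusted p = 0.00311) under OD and 3.46 (adjusted p = 0.00137) under OGD. Of 36 measured HIF1 target genes, the counts higher and lower in KO cells were, with those adjusted over the list alone in parentheses, 1 and 2 (1 and 4) in untreated cells, 2 and 4 (3 and 4) under OD, 2 and 0 (3 and 1) under GD, 3 and 2 (4 and 2) under OGD, 1 and 1 (1 and 2) under TG and 0 and 3 (0 and 4) under TM. The HIF1 list passed camera in none of the 6 conditions (adjusted p 0.118 to 0.922), and its unadjusted camera p was under 0.05 in 2 of 6. By Fisher's exact test on the calls of either direction it passed under OD (adjusted p = 0.0102) and in no other condition (next lowest adjusted p = 0.102 under OGD). Counted by the narrow fit, the members higher and lower were 0 and 0, 1 and 0, 0 and 0, 1 and 0, 3 and 4 and 2 and 6 in untreated, OD, GD, OGD, TG and TM cells. Under OD its median was -0.07, its mean 0.01 and its test direction down, and under TG its median was 0.02, its mean -0.10 and its test direction down. Among the members that fell, Ankrd37 changed by -1.83 under TG and -2.13 (SE 0.31, adjusted p = 0.000313) under TM, and Ldha, the lactate dehydrogenase subunit of glycolysis, by -1.19 (adjusted p = 2.01e-05) under TM. Ankrd37 was also called lower in untreated cells. Car9, a carbonic anhydrase of the cell surface, fell by 3.20 under OD (adjusted p = 0.107 in the narrow fit) and by 2.69 under OGD (adjusted p = 0.141 in the narrow fit). In WT cells OD raised 14 of the 36 HIF1 targets (20 adjusted over the list alone) and lowered 0 (adjusted p = 1.55e-50, and adjusted p = 0.000102 with an estimated correlation), and OGD raised 19 (20; adjusted p = 1.21e-19, and adjusted p = 0.00210 with an estimated correlation). The narrow fit by limma called 0 of these under OD and OGD (20 and 20 at an unadjusted p of at most 0.05 and 2-fold in the fit of all arrays). In these comparisons of WT cells it called no gene at all, so that result is not particular to the HIF1 targets. The 14 under OD became 5 without untreated WT replicate 1, 7 without WT OD replicate 1, 7 without untreated WT replicate 2 and 8 without WT OD replicate 2. The 19 under OGD became 12 without untreated WT replicate 1. Transcripts of Hif1a, Egln1 and Egln2 did not pass in any condition, with log2 fold changes from -1.02 to 0.37 for Hif1a, -0.55 to -0.11 for Egln1 and -0.41 to 0.14 for Egln2. The paralog Siah1b did not pass either, from -0.76 to 0.08. A second probe of Hif1a under TG and 3 of Siah1b under GD took the opposite sign and did not pass. A list of 20 measured SIAH ligases, their substrates and oxygen sensors passed in no condition (adjusted p 0.458 to 0.993; unadjusted p under 0.05 in 0 of 6); its counts higher and lower were 0 and 2 (0 and 2) in untreated cells, 1 and 1 (1 and 1) under OD, 0 and 1 (0 and 2) under GD, 1 and 1 (1 and 1) under OGD, 0 and 2 (0 and 2) under TG and 0 and 2 (0 and 2) under TM. All its lower members were the targeted ligases Siah1a and Siah2, and the 1 higher was Egln3. In untreated cells Siah2 was -1.12 (adjusted p = 0.0370), a call that ended in 4 settings (adjusted p = 0.0544 with no filter on dim probes, 0.239 in the narrow fit, 0.276 without untreated WT replicate 1 and 0.329 without untreated KO replicate 2), and under OD, GD and OGD its values were -0.40 (adjusted p = 0.619), -1.04 (adjusted p = 0.0541) and -0.65 (adjusted p = 0.212). With the replicate number as a block its value under GD was called. The call of Siah1a under OGD ended (adjusted p = 0.0552 in the narrow fit), as did both of Egln3 (0.0952 and 0.322, and 0.0640 under OD without WT OD replicate 2). The other kept probe of Egln3, at 0.51 under OD and 0.70 under OGD, stayed below the 2-fold threshold.

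**Figure D1:**
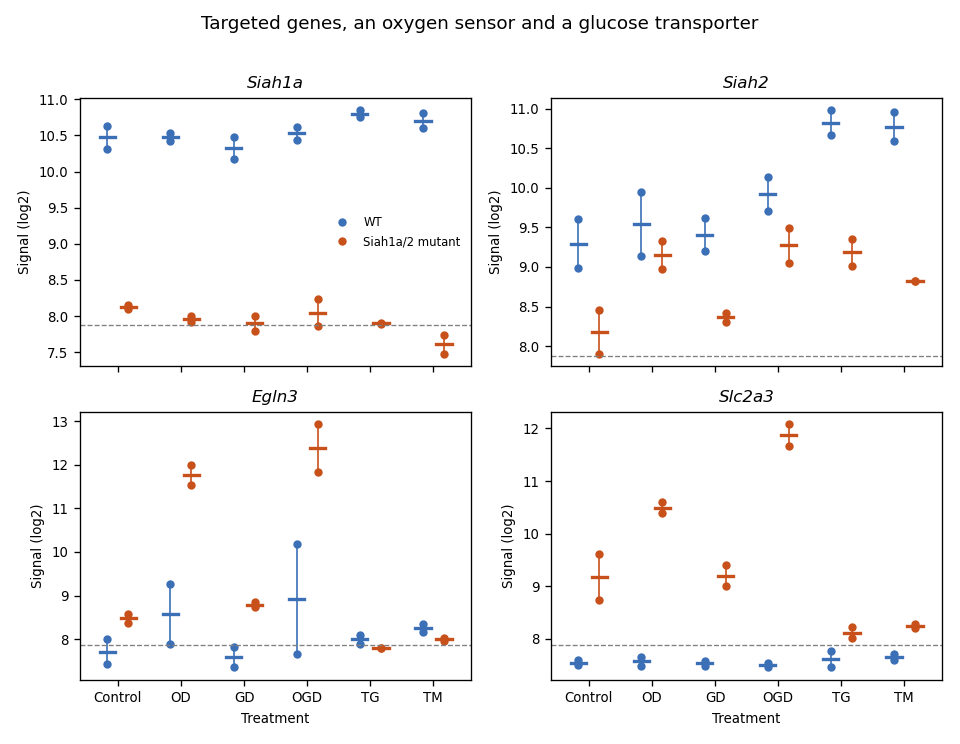
Log2 signal of Siah1a, Siah2, Egln3 and Slc2a3 (vertical axes) in the 6 treatments (horizontal axes). Each point is 1 array's log2 signal, a thin line joins the 2 arrays of a group, a thick bar is their mean, blue is WT, orange is KO, and the dashed line at 7.88 is the background level. Siah1a lies lower in KO than in WT under every treatment, and Slc2a3 is highest in KO cells under OGD.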

When comparing all six experimental conditions using Ingenuity Pathway Analysis (IPA; canonical pathway analysis), the most significant changes in gene expression between WT and *Siah1a^−/−^::Siah2^−/−^* expressing cells were in the HIF1α/hypoxia signaling pathway (Figure 4A), consistent with our earlier studies showing that Siah2 affects this pathway through its regulation of PHD1/3 stability [33]. 

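Of 30 measured genes that fold proteins in the ER or degrade them, 3 were lower in KO than in WT cells under OGD (3 adjusted over the list alone) and the list was lower by camera (adjusted p = 4.68e-05, but adjusted p = 0.106 with an estimated correlation). Under TM 1 was lower, Hspa5, with 0 and 1 higher and lower when adjusted over the list alone (adjusted p = 0.00428, but adjusted p = 0.262 with an estimated correlation). The list did not pass in untreated cells or under OD, GD or TG (adjusted p 0.458 to 0.987), where 0 members were called by limma. Hspa5, the ER chaperone BiP, fell by 1.27 on the log2 scale under OGD (SE 0.24, n = 2 arrays per group, adjusted p = 0.00302 from limma) and by 1.09 under TM (adjusted p = 0.00793), and its value under TG was 0.07 (adjusted p = 0.936). Dnajb9, a co-chaperone of BiP, fell by 1.33 under OGD (adjusted p = 0.00263), and Sdf2l1, a partner of ER co-chaperones, by 1.36 (adjusted p = 0.00777). Fgf21, a metabolic hormone that ATF4 induces under stress, fell by 2.33 under OGD (SE 0.31, adjusted p = 0.000162). Of 34 measured genes of the PERK/ATF4 response, which restore amino acids and redox balance, 4 were lower under OGD (4 adjusted over the list alone; adjusted p = 0.00458 from camera, but adjusted p = 0.313 with an estimated correlation), and this list call ended without KO OGD replicate 1 (adjusted p = 0.205) and without WT OGD replicate 2 (adjusted p = 0.118). In the other 5 conditions the PERK/ATF4 list did not pass (adjusted p 0.0574 to 0.946); its counts higher and lower were, with those adjusted over the list alone in parentheses, 0 and 1 (0 and 1) in untreated cells, 0 and 0 (0 and 0) under OD, 0 and 2 (0 and 3) under GD, 0 and 1 (0 and 0) under TG and 0 and 2 (0 and 2) under TM. The narrow fit by limma called 0 members of either list lower under OGD (3 and 6 at an unadjusted p of at most 0.05 and 2-fold in the fit of all arrays), and under TM 2 chaperones. The 4 PERK/ATF4 genes under OGD became 8 without WT OGD replicate 1, 2 without KO OGD replicate 1 and 2 without WT OGD replicate 2. The cationic amino acid transporter Slc7a3 was lower at least 9.10-fold under OGD (adjusted p = 0.232 in the narrow fit), while its other kept probe changed by -0.33. In the narrow fit the calls under OGD ended for Hspa5 (adjusted p = 0.285), Dnajb9 (0.190), Sdf2l1 (0.0971) and Fgf21 (0.250). Leaving out 1 array ended those of Hspa5 under OGD (log2 fold change -0.88 without WT OGD replicate 2) and TM (adjusted p = 0.0868 without WT TM replicate 1, 0.0711 without KO TM replicate 1) and of Sdf2l1 (0.0578 without KO OGD replicate 1).

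**Figure D2:**
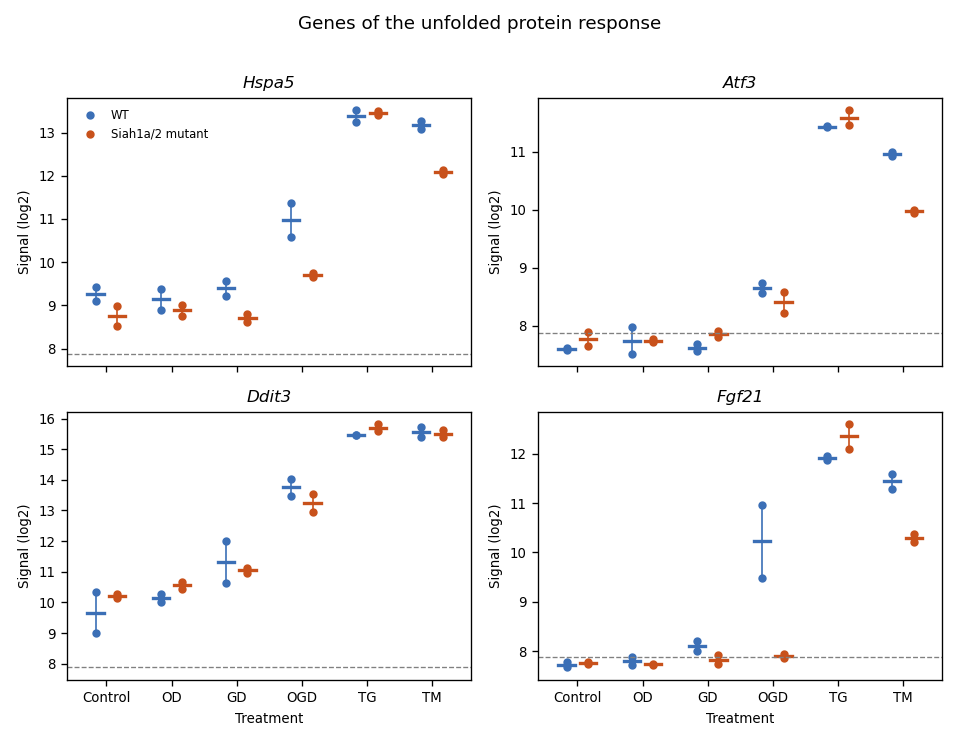
Log2 signal of Hspa5, Atf3, Ddit3 and Fgf21 (vertical axes) in the 6 treatments (horizontal axes). Each point is 1 array's log2 signal, a thin line joins the 2 arrays of a group, a thick bar is their mean, blue is WT, orange is KO, and the dashed line at 7.88 is the background level. Hspa5 and Fgf21 lie lower in KO than in WT cells under OGD, and all 4 genes are at their highest under TG or TM.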

Significantly, this analysis also supports the role of Siah1/2 in the regulation of genes implicated in the ER stress response. 

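The gene with the largest rise in KO cells was Igf2, which encodes insulin-like growth factor 2: its log2 fold change lay between 7.44 (TG) and 7.91 (GD) over the 6 conditions (SE 0.15, n = 2 arrays per group). Igfbp6, which binds this growth factor, was at least 26.9-fold to at least 38.4-fold higher in 5 conditions and higher by 4.96 (SE 0.15, adjusted p = 8.8e-12) under TM. Fah, the last enzyme of tyrosine breakdown, was lower in all 6, by -3.56 to -4.02 (SE 0.25, adjusted p = 3.67e-08). Pik3r3, a regulatory subunit of the insulin-responsive PI3 kinase, was higher by 1.78 (adjusted p = 0.000258) in untreated cells, 1.65 under OD, 1.46 under GD, 2.38 under TG and 2.44 under TM, and under OGD its value was 0.83 (adjusted p = 0.0487), below the 2-fold threshold. Genes of glutathione metabolism moved both ways. The glutathione transferase Mgst1 was higher in every condition, from 2.53 (adjusted p = 2.19e-07) under OD to 3.70 (adjusted p = 2.63e-09) under TM, and Gstt3 was higher by 1.79 under OD to 2.23 under TM (SE 0.25). Gpx7, a peroxidase of the ER, was lower at least 4.85-fold (TG) to at least 6.95-fold (untreated). Of 39 measured genes of glutathione and peroxide metabolism, the counts higher and lower were, with those adjusted over the list alone in parentheses, 5 and 2 (6 and 2) in untreated cells, 4 and 2 (4 and 2) under OD, 5 and 2 (6 and 2) under GD, 4 and 2 (4 and 2) under OGD, 2 and 4 (2 and 4) under TG and 3 and 1 (3 and 1) under TM. The list passed camera in no condition (adjusted p 0.0574 to 0.840; unadjusted p under 0.05 in 1 of 6). By Fisher's exact test on the calls of either direction it passed in untreated cells (adjusted p = 0.00288), OD (0.0139), GD (0.00242), OGD (0.0411) and TG (0.0393), and not under TM (0.428). Its counts higher and lower by the narrow fit were 3 and 1, 2 and 1, 3 and 1, 1 and 1, 3 and 4 and 4 and 1 in untreated, OD, GD, OGD, TG and TM cells. Its median and mean were -0.02 and 0.15 under OD and -0.02 and 0.18 under OGD, with a test direction of up in both, and -0.16 and 0.01 under TG with a test direction of down. Of 18 measured genes of cholesterol synthesis, 2 were higher under TG (2 adjusted over the list alone; adjusted p = 0.00556, but adjusted p = 0.572 with an estimated correlation): Ebp, a sterol isomerase, by 1.04 and Hsd17b7 by 1.17, whose other kept probe changed by -0.07. In the other 5 conditions this list did not pass (adjusted p 0.534 to 0.984), with 0 members called. The call of Ebp ended without KO TG replicate 1 or WT TG replicate 2 (adjusted p = 0.0996 without KO TG replicate 1 and 0.0542 without WT TG replicate 2) and that of Hsd17b7 without WT TG replicate 1 or KO TG replicate 2 (adjusted p = 0.0625 without WT TG replicate 1 and 0.0695 without KO TG replicate 2). In the narrow fit the calls of Gstt3 under OD and OGD and of Pik3r3 under OD ended (adjusted p from 0.0552 to 0.128).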

As shown in the general heat map, major clusters identified to be Siah1/2-dependent included diabetes and metabolism, in addition to hypoxia signaling. Notably, clusters associated with pathogen infection, which were previously associated with the ER stress response [50]–[52], were also identified (Figure 4A; Table 1). 

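Of 21 measured genes of class I antigen presentation, which displays peptides of intracellular pathogens to T cells, the counts higher and lower in KO cells were, with those adjusted over the list alone in parentheses, 0 and 12 (0 and 12) in untreated cells, 0 and 8 (0 and 11) under OD, 0 and 9 (0 and 11) under GD, 0 and 9 (0 and 10) under OGD, 0 and 0 (0 and 0) under TG and 2 and 0 (3 and 0) under TM. The list was lower by camera in untreated cells (adjusted p = 4.49e-11, but adjusted p = 0.166 with an estimated correlation), under OD (adjusted p = 6.54e-09, but adjusted p = 0.203 with an estimated correlation), under GD (adjusted p = 2.03e-10, but adjusted p = 0.168 with an estimated correlation) and under OGD (adjusted p = 4.46e-10, but adjusted p = 0.179 with an estimated correlation). By the narrow fit the counts of the class I list were 0 and 0, 0 and 0, 0 and 3, 0 and 1, 1 and 0 and 4 and 0 in untreated, OD, GD, OGD, TG and TM cells. Its 12 lower genes in untreated cells became 7 without untreated KO replicate 1 and 7 without untreated WT replicate 2, and the 8 under OD 5 without WT OD replicate 2. Psmb9, a peptide-cutting subunit of the immunoproteasome, fell by 2.49 on the log2 scale in untreated cells (SE 0.39, n = 2 arrays per group, adjusted p = 0.000768 from limma) and by 3.42 under OGD. H2-D1, a class I heavy chain, fell by 2.84 under OGD to 3.07 under OD, and Tap1, which pumps peptides into the ER, at least 2.28-fold under OD and at least 2.78-fold under GD. Under TG and TM the 3 genes did not pass, with values of 0.25 and 0.31 for Psmb9, -0.72 and -0.32 for H2-D1 and -0.04 and 0.08 for Tap1. The class I list did not pass under TG (adjusted p = 0.686), and under TM it was higher (adjusted p = 0.0412, but adjusted p = 0.812 with an estimated correlation), with H2-Q5 and the editing factor Tapbpl called. That call under TM ended with no filter on dim probes (adjusted p = 0.0662), a filter on both arrays of a group (0.0647), the mean of all kept probes of a gene (0.0535) and without WT OGD replicate 1 (0.0587), KO TM replicate 1 (0.142), WT OGD replicate 2 (0.0555) or WT TM replicate 2 (0.0932). In WT cells, the class I list fell under TG (adjusted p = 4.92e-07, but adjusted p = 0.385 with an estimated correlation; 7 members lower, 8 adjusted over the list alone) and TM (adjusted p = 8.44e-12, but adjusted p = 0.165 with an estimated correlation; 8 lower, 10). Of these, 3 and 1 were lower by the narrow fit. The 7 under TG became 4 without WT TG replicate 1, 3 without untreated WT replicate 2 and 2 without WT TG replicate 2, and the 8 under TM 3 without WT TM replicate 1, 3 without untreated WT replicate 2 and 3 without WT TM replicate 2. Of 33 measured interferon-stimulated genes, which restrict viruses, the counts were 1 and 12 (1 and 16) in untreated cells, 1 and 8 (1 and 12) under OD, 1 and 6 (1 and 9) under GD, 2 and 4 (2 and 8) under OGD, 2 and 7 (2 and 8) under TG and 4 and 2 (4 and 2) under TM. Those by the narrow fit were 1 and 2, 0 and 0, 0 and 1, 0 and 0, 2 and 9 and 4 and 4. Leaving out 1 array, the 12 lower in untreated cells became 5 without untreated WT replicate 1 and 5 without untreated KO replicate 1, the 8 under OD 5 without WT OD replicate 1 and 4 without KO OD replicate 1. The 6 under GD became 3 without WT GD replicate 1, 3 without KO GD replicate 1, 14 without WT GD replicate 2 and 3 without KO GD replicate 2. The 4 under OGD became 1 without KO OGD replicate 1, and the 7 under TG 4 without each of its 4 arrays in turn. This list was lower in untreated cells (adjusted p = 3.66e-11, but adjusted p = 0.101 with an estimated correlation), under OD (adjusted p = 3.45e-07, but adjusted p = 0.198 with an estimated correlation), GD (adjusted p = 3.45e-07, but adjusted p = 0.198 with an estimated correlation), OGD (adjusted p = 0.00144, but adjusted p = 0.533 with an estimated correlation) and TG (adjusted p = 0.000154, but adjusted p = 0.365 with an estimated correlation), and did not pass under TM (adjusted p = 0.840). Under TM Fisher's exact test on its calls, 4 higher and 2 lower, passed (adjusted p = 0.0333). Its member Ccl5, a chemokine, was lower in all 6, by -2.87 under OD and -2.07 under TG, and under TM by -1.57, a call that ended without each of its 4 arrays in turn (adjusted p = 0.180 without WT TM replicate 1, 0.0628 without KO TM replicate 1, 0.0813 without WT TM replicate 2 and 0.189 without KO TM replicate 2). Irf1, an interferon-induced transcription factor, was higher by 2.39 (adjusted p = 0.000266) under TG and 2.26 (adjusted p = 0.000423) under TM by its brightest probe while others of its probes did not pass, and Ptx3, a soluble pattern-recognition protein, was higher by 3.27 (OGD) to 4.20 (TM). Of the 21 genes of Table 1, which the study chose on these samples, 20 were measured, and all 120 of their values were called, so they are not independent evidence of direction. In the narrow fit the calls of H2-D1, Tap1, Psmb9 and Ccl5 in the first 4 conditions ended (adjusted p from 0.0517 to 0.161), apart from Psmb9 and Ccl5 under GD, as did those of Ptx3 (from 0.0616 to 0.104). Of the 4 kept probes of H2-D1, 1 did not pass, with values near 0.

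**Figure D3:**
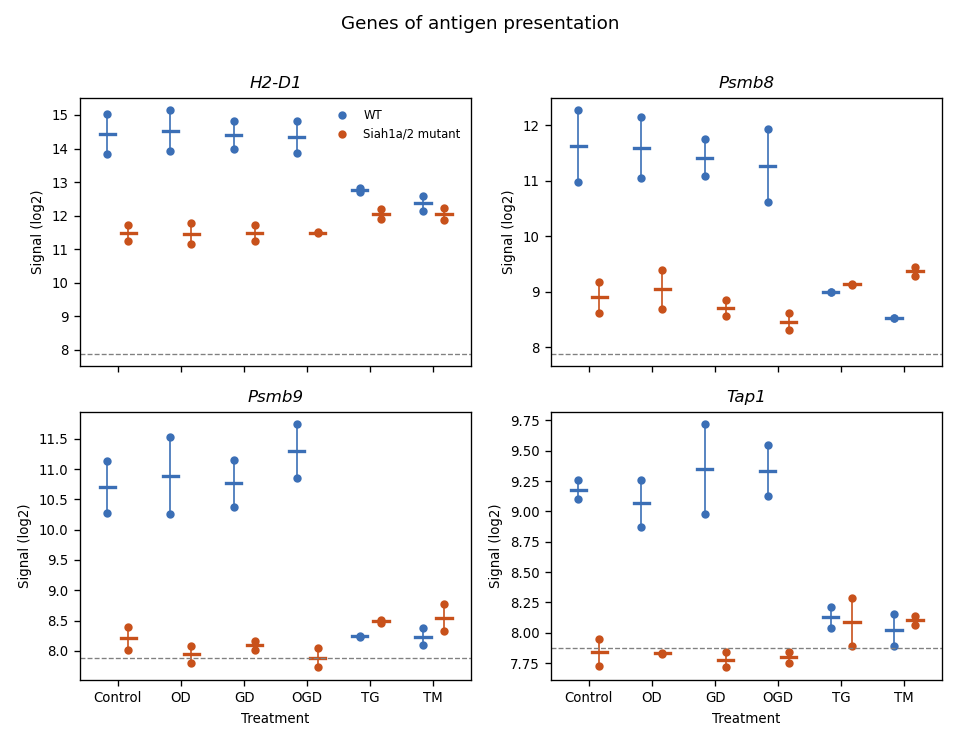
Log2 signal of H2-D1, Psmb8, Psmb9 and Tap1 (vertical axes) in the 6 treatments (horizontal axes). Each point is 1 array's log2 signal, a thin line joins the 2 arrays of a group, a thick bar is their mean, blue is WT, orange is KO, and the dashed line at 7.88 is the background level. WT lies above KO in untreated, OD, GD and OGD cells, and the genotypes lie closer together under TG and TM.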

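KO cells differed from WT cells by 483 (GD) to 757 (TM) genes in a condition, and 197 genes were called in the same direction in all 6, of which 130 were higher and 67 lower. Among those at least 10-fold higher throughout were the imprinted genes Igf2, Grb10 and Mest, the prolactin-family genes Prl2c2, Prl2c3 and Prl2c4, and Eif2s3y, a gene of the Y chromosome. Among those at least 5-fold lower throughout were Siah1a, the thrombin receptor gene Thbd, the neuronal growth protein gene Gap43 and Xist, the RNA that silences 1 X chromosome in female cells, which was lower by -3.04 (untreated) to -3.61 (OGD) on the log2 scale. Eif2s3y was higher at least 11.3-fold under OD and at least 17.9-fold under TG, though another kept probe of it did not pass, so that sex-linked transcripts differed between the genotypes beside all other gene groups described here. The counts of genes higher and lower in KO cells were 308 and 196 in untreated cells, 295 and 223 under OD, 280 and 203 under GD, 406 and 266 under OGD, 418 and 244 under TG and 481 and 276 under TM. In the sets of Fig. 4B, 206 genes were higher and 117 lower under GD, OD and OGD alike, and 155 were higher and 109 lower under OGD without being called under GD or OD. In the sets of Fig. 4C, 172 genes were higher and 90 lower in untreated, TG-treated and TM-treated cells alike, 163 were higher and 86 lower under both TG and TM without being called in untreated cells, and 100 were higher and 79 lower in untreated cells without being called under TG or TM. A gene called in 1 set and missed in another is not shown to differ between them. Of 1380 genes called in any condition, 7 were called in opposite directions in different conditions. The total of 672 genes under OGD became 1297 without WT OGD replicate 1. In the narrow fit the totals were 164 of 504 in untreated cells, 116 of 518 under OD, 133 of 483 under GD, 53 of 672 under OGD and 37 of 197 in all 6, but 852 against 662 under TG and 973 against 757 under TM.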

The Venn diagram (Figures 4B,C) represents the overlaps of significantly down- (green), and up- (red) regulated genes (listed in Tables 2–3) involved in the functional groups as indicated in the heatmap. 

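Genotype set the first principal component of the 24 arrays, and the second set TG and TM apart from the other treatments. Every array lay closest to an array of its own genotype. The first principal component held 31.3% of the variance, and 97.2% of its variation lay between WT and KO cells. The second held 21.4%, of which 89.6% lay between the 6 treatments. On it the TG and TM arrays lay at 28.1 or above and all others at -5.98 or below. The TG and TM arrays shared 1 pair of BeadChips, and 39.6% of this component, a share that overlaps with that of treatment, lay between the pairs. The third held 12.4%, of which 51% lay between the arrays numbered 1 and those numbered 2 within their groups. On the first 3 components the mean silhouette, which is positive where arrays lie nearer to their own group than to others, was 0.437 for genotype, -0.206 for treatment and -0.248 for the 12 groups of genotype and treatment. It was 0.159 for the pair of BeadChips and 0.0952 for the replicate number. The nearest array was the duplicate for 5 of 24 arrays and had the same genotype for 24 of 24. The components were computed on the log2 signals of the 25913 kept probes, centred and not scaled, and the share of the first was 16.4% when each probe was scaled to unit variance and 50.5% over the 1000 most variable probes.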

A principal component analysis (PCA) for the microarray data set confirmed the clustering of the individual arrays based on their treatment groups (Figure 4D).

**Figure 4:**
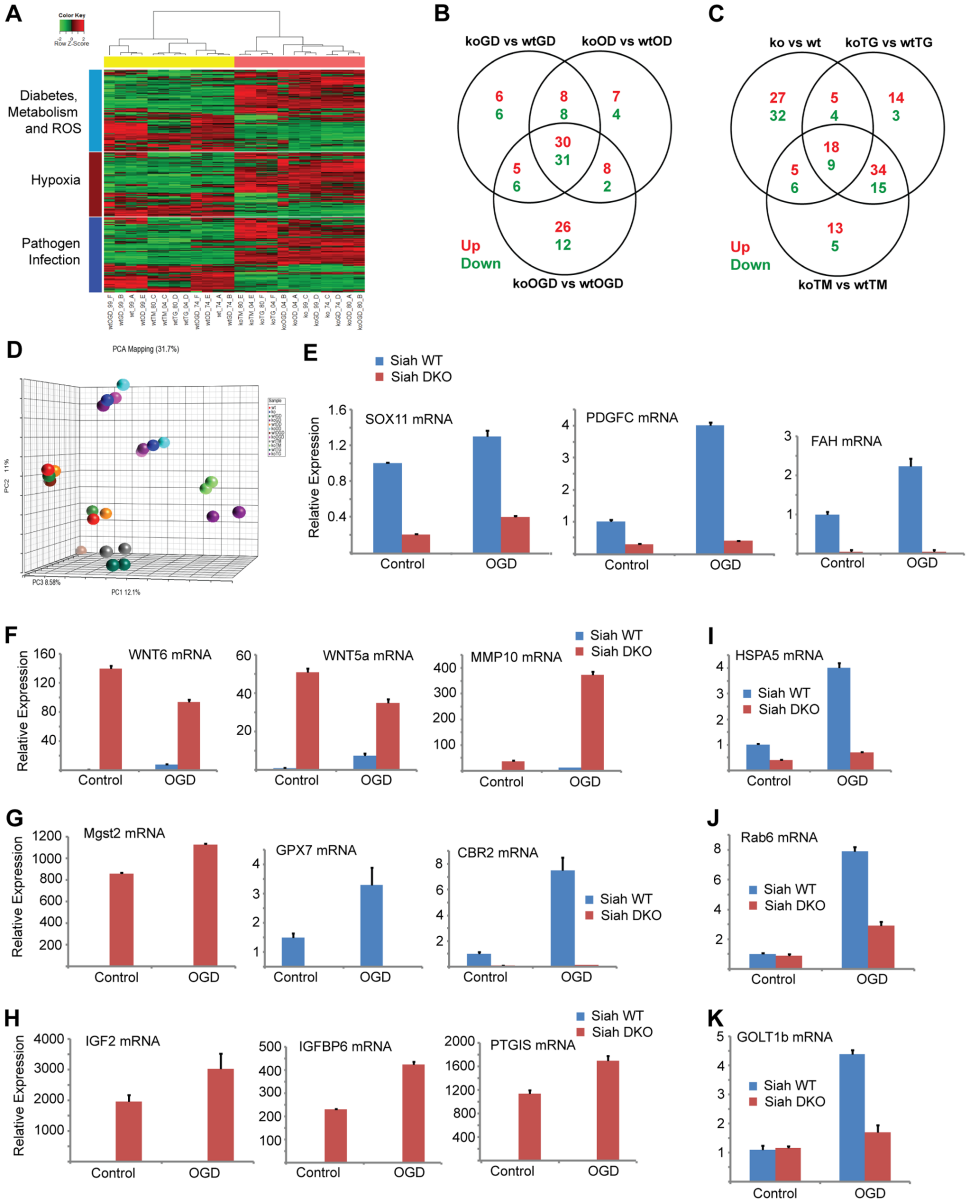
Siah1/2-dependent gene expression analysis confirms an ER stress signature. (A) Heat map showing genes involved in diabetes, metabolism and ROS functions (light blue bar), hypoxia and related signaling (brown bar), and pathogen infection and related signaling (blue bar). Each bar represents a block of significant genes, which is involved in the same functional group. The selected genes have p-values less than or equal to 0.05 and fold-changes are greater than or equal to 2 (both directions). In the heatmap, the normalized expression signals are shown from green to red (lower signal to higher signal). The bars on the left of the heatmap indicate the functional groups. Each bar represents a block of significant genes, which involved in the same functional group. (B–C) Venn diagram representing the overlaps of significantly down- (green), and up- (red) expressed genes involved in the functional groups as indicated in the heatmap. Panel B shows genes from pairwise comparisons: knock out glucose deprivation (koGD) versus wtGD, ko oxygen deprivation (koOD) versus wtOD and ko oxygen and glucose deprivation (koOGD) versus wtOGD. Panel c shows genes from pairwise comparisons: ko versus wt, koTG versus wtTG and koTM versus wtTM. (D) Principal component analysis (PCA) 3D plot for the microarray data set. Each spot represents an individual array, and is colored based on treatment group. (E–H) Validation of representative genes from each of the main pathways identified to be Siah1/2-dependent. Siah WT and *Siah1a^+/−^::Siah2^−/−^* (double knock out; DKO) MEF cells were subjected to OGD for 12 h. The relative transcription level was determined by qPCR. Shown are representative genes of the hypoxia (panel E and F), and diabetes/metabolism (panel G and H) pathways found to exhibit increase or decrease expression upon KO of Siah1a/2. The results are shown as the mean values ± S.E. of three independent experiments. (I–K) RNA prepared from Siah1a/2 WT and Siah DKO MEF cells was used for qPCR analysis. The expression of the transcripts from HSPA5 (I), Rab6 (J), GOLT1b (K) were validated by real time qPCR analysis. The results are shown as the mean values ± S.E. of three independent experiments.

**Table 1:** List of top up-regulated (at least 10-fold change, 10 genes) and down-regulated (at least 5-fold change, 11 genes) across all comparisons.

Symbol	Gene Name	KO vs WT	koOD vs wtOD	koGD vs wtGD	koOGD vs wtOGD	koTG vs wtTG	koTM vs wtTM
*Gpr149*	G protein-coupled receptor 149	−38.08	−39.84	−33.06	−17.30	−8.31	−8.38
*Fah*	fumarylacetoacetate hydrolase (fumarylacetoacetase)	−13.75	−15.92	−11.80	−12.20	−14.00	−16.27
*Slc35g2*	solute carrier family 35, member G2	−13.14	−11.61	−10.46	−17.33	−13.03	−13.25
*Foxs1*	forkhead box S1	−13.13	−12.96	−9.95	−8.98	−5.41	−10.27
*Cldn1*	claudin 1	−12.48	−12.17	−17.28	−5.27	−6.93	−8.40
*Thbd*	thrombomodulin	−9.65	−10.18	−10.87	−27.78	−13.74	−7.84
*Gpx7*	glutathione peroxidase 7	−8.09	−7.44	−8.11	−7.76	−6.31	−6.76
*Xlr4a*	X-linked lymphocyte-regulated 4A	−6.93	−6.97	−7.99	−8.65	−26.12	−20.75
*Fam110c*	family with sequence similarity 110, member C	−6.04	−7.48	−6.59	−10.37	−19.78	−17.99
*Gap43*	growth associated protein 43	−5.81	−6.46	−5.63	−10.34	−12.15	−14.59
*Siah1a*	siah E3 ubiquitin protein ligase 1	−5.08	−5.68	−5.39	−5.58	−7.47	−8.54
*Stxbp2*	syntaxin binding protein 2	10.55	11.19	11.58	13.73	12.13	10.83
*Prss53*	protease, serine, 53	13.72	14.89	15.33	16.99	10.00	17.73
*Gas7*	growth arrest specific 7	17.74	20.68	19.16	17.84	11.82	24.30
*Igfbp6*	insulin-like growth factor binding protein 6	36.66	37.87	47.60	33.41	28.42	31.10
*Prl2c2*	prolactin family 2, subfamily c, member 2	51.80	76.06	50.25	42.81	42.64	38.11
*Prl2c3*	prolactin family 2, subfamily c, member 3	59.47	79.07	57.08	48.44	52.93	39.07
*H19*	H19, imprinted maternally expressed transcript (non-protein coding)	63.91	67.84	71.70	68.69	116.89	206.50
*Prl2c4*	prolactin family 2, subfamily c, member 4	65.30	96.14	57.96	42.19	40.42	39.18
*Ptgis*	prostaglandin I2 (prostacyclin) synthase	116.48	95.67	113.69	124.07	75.85	91.20
*Igf2*	insulin-like growth factor 2 (somatomedin A)	224.57	239.35	241.19	191.34	173.65	230.40

**Table 2:** List of common significant differential expression genes among KO versus WT, koTG versus wtTG, and koTM versus wtTM (Figure 4b Venn diagram).

Gene Symbol	KO vs WT	koTG vs wtTG	koTM vs wtTM	Functional Group
*Sema7a*	−7.54	−3.03	−5.03	hypoxia
*Ccl5*	−7.09	−4.21	−2.97	diabetes, metabolism, ROS and pathogen infection
*Siah1a*	−5.08	−7.47	−8.54	pathogen infection
*Sox11*	−4.94	−4.11	−5.55	hypoxia
*Sox2*	−3.35	−3.08	−2.8	hypoxia
*H2-DMb1*	−3.12	−2.29	−2.39	diabetes, metabolism, ROS and pathogen infection
*Ccnd2*	−2.58	−2.94	−3.77	diabetes, metabolism, ROS and hypoxia
*Hspb2*	−2.5	−4.32	−3.45	hypoxia
*Rhoc*	−2.26	−3.29	−2.37	pathogen infection
*Fzd1*	2.03	3.69	6.11	hypoxia, and pathogen infection
*Fzd6*	2.05	2.83	2.37	hypoxia, and pathogen infection
*Tgm2*	2.46	3.81	7.32	hypoxia
*Aldh3b1*	2.51	4.12	3.36	diabetes, metabolism, ROS, hypoxia, and pathogen infection
*Wnt6*	2.55	4.68	4.77	hypoxia, and pathogen infection
*Col3a1*	2.85	3.38	5.08	diabetes, metabolism, and ROS
*Ednra*	3.04	2.5	4.86	diabetes, metabolism, and ROS
*Pik3r3*	3.06	4.56	4.62	diabetes, metabolism, ROS, hypoxia, and pathogen infection
*Pdgfra*	3.34	8.43	24.71	diabetes, metabolism, and ROS
*Cxcl12*	3.51	10.77	21.3	hypoxia, and pathogen infection
*Ror2*	3.75	3.11	2.9	pathogen infection
*Col1a1*	3.93	3.82	5.2	diabetes, metabolism, ROS and pathogen infection
*Mapk12*	4.49	4.36	3.73	hypoxia
*Wnt5a*	5.41	3.76	3.89	hypoxia, and pathogen infection
*Sox12*	5.47	4.76	6.16	hypoxia
*Tnfrsf11b*	5.71	4.88	2.77	diabetes, metabolism, ROS and pathogen infection
*Mmp3*	5.86	2.7	4.96	hypoxia, and pathogen infection
*Cdh3*	6.13	5.76	5.67	hypoxia

**Table 3:** List of common significant differential expression genes among KO versus WT, koOD versus wtOD, and koOGD versus wtOGD (Figure 4c Venn diagram).

Gene Symbol	KO vs WT	koOD vs wtOD	koOGD vs wtOGD	Functional Group
*Thbd*	−9.65	−10.18	−27.78	diabetes, metabolism, ROS
*H2-D1*	−8.11	−7.82	−7.62	diabetes, metabolism, ROS and pathogen infection
*Gpx7*	−8.09	−7.44	−7.76	diabetes, metabolism, ROS
*Sema7a*	−7.54	−7.3	−4	hypoxia
*Ccl5*	−7.09	−7.32	−7.14	diabetes, metabolism, ROS and pathogen infection
*H2-Q2*	−6.67	−4.69	−5.5	diabetes, metabolism, ROS and pathogen infection
*Cbr2*	−5.65	−8.21	−10.4	diabetes, metabolism, ROS
*Psmb9*	−5.61	−7.75	−10.68	pathogen infection
*Psmb8*	−5.34	−4.68	−5.13	diabetes, metabolism, ROS and pathogen infection
*Gm8909*	−5.29	−5.55	−5.25	diabetes, metabolism, ROS and pathogen infection
*H2-D1*	−5.13	−6.73	−7.21	diabetes, metabolism, ROS and pathogen infection
*Siah1a*	−5.08	−5.68	−5.58	pathogen infection
*Sox11*	−4.94	−5.93	−3.79	hypoxia
*Cyp2c55*	−4.35	−4.16	−6.94	diabetes, metabolism, ROS
*Traf1*	−3.93	−3.74	−3.04	pathogen infection
*Efna1*	−3.82	−4.84	−7.09	hypoxia
*Oas1g*	−3.68	−3.13	−2.63	diabetes, metabolism, ROS and pathogen infection
*Igfbp2*	−3.6	−2.81	−8.22	diabetes, metabolism, ROS
*Tlr2*	−3.4	−3.01	−3.61	diabetes, metabolism, ROS and pathogen infection
*Sox2*	−3.35	−3.56	−3.52	hypoxia
*H2-T10*	−3.27	−2.74	−3.11	diabetes, metabolism, ROS and pathogen infection
*H2-DMb1*	−3.12	−2.95	−2.63	diabetes, metabolism, ROS and pathogen infection
*Ifngr2*	−3.11	−2.3	−2.42	diabetes, metabolism, ROS and pathogen infection
*Tap1*	−2.53	−2.35	−2.91	diabetes, metabolism, ROS and pathogen infection
*Sema4f*	−2.5	−3.42	−2.65	hypoxia
*Mmp16*	−2.36	−2.25	−2.83	hypoxia
*Ptges*	−2.35	−5.08	−6.49	diabetes, metabolism, ROS
*Prkca*	−2.32	−2.11	−2.72	diabetes, metabolism, ROS, hypoxia and pathogen infection
*Tap2*	−2.21	−2.01	−3.01	pathogen infection
*Pdgfc*	−2.15	−2.25	−2.11	diabetes, metabolism, ROS, hypoxia and pathogen infection
*Gstm5*	−2.1	−2.21	−2.36	diabetes, metabolism, ROS, hypoxia and pathogen infection
*Nfkbia*	−2.02	−2.48	−2.83	diabetes, metabolism, ROS and pathogen infection
*Fzd1*	2.03	2.81	2.38	hypoxia and pathogen infection
*Srgap3*	2.1	2.17	2.66	hypoxia
*Chst15*	2.21	2.2	2.19	pathogen infection
*Wnt7b*	2.25	3.58	3.24	hypoxia and pathogen infection
*Adam23*	2.31	2.16	2.79	hypoxia
*Ccl7*	2.4	2.2	3.59	pathogen infection
*Aldh3b1*	2.51	2.73	2.1	diabetes, metabolism, ROS, hypoxia and pathogen infection
*Plcg2*	2.52	2.09	2.36	pathogen infection
*Smox*	2.59	2.72	2.76	diabetes, metabolism, ROS and pathogen infection
*Myl7*	2.72	2.27	5.34	diabetes, metabolism, ROS and hypoxia
*Socs2*	2.88	2.12	4.8	diabetes, metabolism, ROS
*Slc2a3*	3.08	7.59	20.75	hypoxia
*Pla2g7*	3.19	4.26	3.08	diabetes, metabolism, ROS and pathogen infection
*Gstk1*	3.2	2.95	2.83	diabetes, metabolism, ROS, hypoxia and pathogen infection
*Gsto2*	3.21	3.18	6.84	diabetes, metabolism, ROS, hypoxia and pathogen infection
*Dkk3*	3.42	3.24	4.28	hypoxia and pathogen infection
*Mgst2*	3.44	3.07	3.81	diabetes, metabolism, ROS, hypoxia and pathogen infection
*Cxcl12*	3.51	2.94	3.72	hypoxia and pathogen infection
*Ror2*	3.75	3.59	3.47	pathogen infection
*Gstt3*	3.85	3.47	4.01	diabetes, metabolism, ROS
*Mapk12*	4.49	3.6	3.32	hypoxia
*Adam23*	4.82	3.79	3.25	hypoxia
*Wnt5a*	5.41	5.25	4.53	hypoxia and pathogen infection
*Sox12*	5.47	5.64	3.47	hypoxia
*Tnfrsf11b*	5.71	4.22	5.88	diabetes, metabolism, ROS and pathogen infection
*Mmp3*	5.86	5.49	8.16	hypoxia and pathogen infection
*Cdh3*	6.13	5.15	5.85	hypoxia
*Hs3st1*	7.92	9.27	7.1	pathogen infection
*Mmp10*	8.65	7.95	15.42	hypoxia
*Ptx3*	10.76	11.96	8.42	pathogen infection
*Grb10*	19.95	25.65	16.47	diabetes, metabolism, ROS
*Igfbp6*	36.66	37.87	33.41	diabetes, metabolism, ROS
*Ptgis*	116.48	95.67	124.07	diabetes, metabolism, ROS

Approximately 35 genes were up- or down-regulated between the hypoxia (OD), hypoxia and glucose deprivation (OGD) and control groups, among the WT and *Siah1a^−/−^::Siah2^−/−^* cells. Those genes were primarily clustered within the hypoxia and diabetes signaling pathways. 

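In KO cells 213 genes were higher and 117 lower in untreated, OD and OGD conditions alike. The largest rises included Ptgis, the prostacyclin synthase, which was at least 85.3-fold higher in untreated cells, at least 76.7-fold under OD and at least 84.8-fold under OGD. Prl2c4, which encodes a secreted prolactin-family hormone, was higher by 6.03 (SE 0.40, adjusted p = 1.06e-07), 6.59 and 5.40 in the same order (n = 2 arrays per group, limma). Stxbp2, a regulator of vesicle fusion, was at least 8.73-fold, at least 8.98-fold and at least 10.5-fold higher. Pla2g7, a phospholipase that clears platelet-activating factor, was at least 2.50-fold and at least 3.34-fold higher in untreated and OD cells and higher by 1.62 under OGD. Among the genes that fell, Thbd, the endothelial receptor thrombomodulin, fell by 3.27 in untreated cells, 3.35 under OD and 4.80 under OGD (SE 0.55, adjusted p = 3.76e-05). Gap43 fell by 2.54, 2.69 and 3.37, and Slc35g2, a solute carrier, was lower at least 9.97-fold, at least 9.82-fold and at least 11.8-fold. The total of 330 was 39 in the narrow fit, where the calls of Thbd in untreated and OD cells, Pla2g7 under OGD and Gap43 under OD and OGD ended (adjusted p from 0.0673 to 0.181).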

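Igfbp3, which binds insulin-like growth factors, was at least 20.5-fold higher in KO than in WT cells under OD and at least 18.0-fold under OGD, and Cck, the hormone cholecystokinin, at least 14.9-fold and at least 15.2-fold. Hs3st1, which sulfates heparan chains, was at least 6.81-fold higher in untreated cells, at least 7.88-fold under OD and at least 6.13-fold under OGD. Mapk12, a p38 stress kinase, was at least 4.81-fold, at least 3.72-fold and at least 3.79-fold higher, with another probe at 0.97 under OGD, under the 2-fold threshold. Igfbp2 was at least 6.43-fold lower under OGD. Cyp2c55, which oxidizes fatty acids, fell by 2.12 in untreated cells, 2.06 under OD and 2.79 under OGD (SE 0.29, n = 2 arrays per group, adjusted p = 1.3e-05 from limma), and Ptges, a prostaglandin E synthase, by 2.75 under OD and 2.38 under OGD. Of the genes of Table 3, 62 were measured, in 64 rows of the table; 55 of the 64 values were called in untreated cells, 56 under OD and 62 under OGD, and all lay on the table's side of no change. The study chose that table on these samples, so these counts are not independent evidence of direction. In the narrow fit the calls of Mapk12 and Igfbp2 under OGD and of Cyp2c55 and Ptges under OD and OGD ended (Igfbp2 adjusted p = 0.0615; the others from 0.0568 to 0.161).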

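Cxcl12, a chemokine that attracts migrating cells, was higher in KO than in WT cells by 4.33 (SE 0.66, adjusted p = 0.000484) under TG and 5.14 (adjusted p = 8.74e-05) under TM (n = 2 arrays per group, log2 scale, limma). Dcn, the matrix proteoglycan decorin, was higher by 4.86 (adjusted p = 3.7e-08) and 5.09 (adjusted p = 1.67e-08), Tgm2, which cross-links matrix proteins, by 2.40 and 3.42, and Mmp9, a matrix protease, by 4.19 and 4.03. Pdgfra, a growth factor receptor of fibroblasts, was higher by 5.27 (adjusted p = 0.000256) under TM, while its other kept probe changed by -0.29. Rhoc, a GTPase of cell motility, fell by 1.77 under TG and 1.23 under TM (SE 0.21). Of 35 measured genes of the fibroblast matrix, the counts higher and lower were, with those adjusted over the list alone in parentheses, 6 and 2 (10 and 2) in untreated cells, 6 and 2 (11 and 2) under OD, 5 and 2 (8 and 2) under GD, 6 and 1 (9 and 2) under OGD, 8 and 3 (12 and 3) under TG and 13 and 2 (13 and 2) under TM. Narrow-fit counts of this list were 3 and 1, 2 and 1, 3 and 0, 0 and 0, 12 and 4 and 13 and 3. The 8 higher under TG became 4 without WT TG replicate 1, and the 13 under TM 7 without WT TM replicate 1 and 8 without KO TM replicate 2. The matrix list was higher by camera in untreated cells (adjusted p = 0.000245, and adjusted p = 0.0380 with an estimated correlation), under OD (adjusted p = 0.000245, and adjusted p = 0.0380 with an estimated correlation) and under TM (adjusted p = 0.000100, and adjusted p = 0.0346 with an estimated correlation). Under GD (adjusted p = 0.00145, but adjusted p = 0.0684 with an estimated correlation), OGD (adjusted p = 0.00106, but adjusted p = 0.0597 with an estimated correlation) and TG (adjusted p = 0.00519, but adjusted p = 0.103 with an estimated correlation) it was higher with the preset correlation alone, and the call under TG ended without KO TG replicate 2 (adjusted p = 0.0693). Of 35 measured genes of Wnt signalling, which directs development, the counts were 7 and 0 (8 and 0) in untreated cells, 7 and 0 (8 and 0) under OD, 5 and 0 (6 and 0) under GD, 8 and 0 (9 and 0) under OGD, 8 and 0 (10 and 0) under TG and 7 and 1 (9 and 1) under TM. Narrow-fit counts of Wnt genes were 2 and 0, 0 and 0, 1 and 0, 1 and 0, 11 and 0 and 11 and 1. Without 1 array, the 7 higher in untreated cells became 4 without untreated WT replicate 2 and 4 without untreated KO replicate 2, the 7 under OD 4 without WT OD replicate 2 and 4 without KO OD replicate 2. The 5 under GD became 3 without WT GD replicate 2 and 3 without KO GD replicate 2 and the 8 under OGD 5 without WT OGD replicate 2 and 4 without KO OGD replicate 2. Wnt6 was at least 4.50-fold higher under TG and at least 5.19-fold under TM, the receptor Fzd1 by 1.88 and 2.61, and Wnt5a by 2.71 and 2.56. Another kept probe of Wnt6 and another of Wnt5a did not pass. The Wnt list was higher under OD (adjusted p = 0.00161, and adjusted p = 0.0380 with an estimated correlation), GD (adjusted p = 0.00126, and adjusted p = 0.0380 with an estimated correlation), TG (adjusted p = 9.39e-06, and adjusted p = 0.0206 with an estimated correlation) and TM (adjusted p = 0.000402, and adjusted p = 0.0342 with an estimated correlation). In untreated cells (adjusted p = 0.00430, but adjusted p = 0.0570 with an estimated correlation) its call ended without KO replicate 2 (adjusted p = 0.0603), and under OGD (adjusted p = 0.0122, but adjusted p = 0.0901 with an estimated correlation) without WT OGD replicate 1 (0.0758) or KO OGD replicate 2 (0.0878). Of the 26 measured genes of Table 2, chosen by the study on these samples and so not independent evidence of direction, 20 were called in untreated cells, 23 under TG and 25 under TM. The narrow fit called 131 genes in untreated, TG-treated and TM-treated cells alike, against 262 in the fit of all arrays, and 1 other kept probe of Cxcl12 changed by 2.09 under TG.

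**Figure D4:**
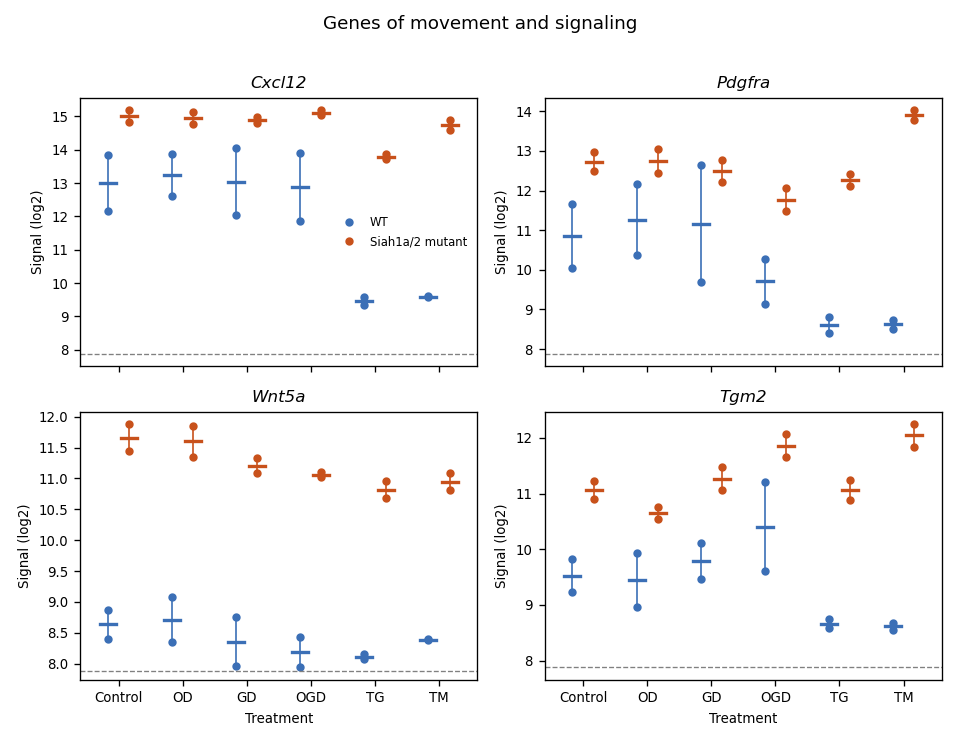
Log2 signal of Cxcl12, Pdgfra, Wnt5a and Tgm2 (vertical axes) in the 6 treatments (horizontal axes). Each point is 1 array's log2 signal, a thin line joins the 2 arrays of a group, a thick bar is their mean, blue is WT, orange is KO, and the dashed line at 7.88 is the background level. Under TG and TM, KO lies above WT for all 4 genes.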

Somewhat similarly, the comparison among the WT and *Siah1a^−/−^::Siah2^−/−^* groups subjected to TG or TM versus control identified 27 up-regulated and 13 down-regulated genes, which primarily clustered within the cellular movement and development functional groups. qPCR analysis of representative genes from each of the major three clusters, confirmed the changes predicted by the expression array (Figures 4E–H).

We next compared the expression of genes that were significantly altered in a Siah2- dependent manner with previously reported datasets for ATF4-, PERK-, and HIF1α-dependent gene expression. 

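Few of the genes that carry cargo from the ER to the Golgi differed between KO and WT cells. A lipid carrier and a growth factor listed in Table 4 were lower. Stard5, which binds cholesterol and is induced by ER stress, fell by 1.52 on the log2 scale under TM (SE 0.12, n = 2 arrays per group, adjusted p = 6.13e-07 from limma) and by 1.29 under OGD, and was lower by -1.23 in untreated cells, -1.26 under OD, where its other probe was -0.79 and did not pass, and -1.54 under GD. Under TG it was -1.00 (adjusted p = 5.93e-05), just under the 2-fold threshold. Btc, which encodes betacellulin, a growth factor of the EGF family, fell by 1.49 under TM (adjusted p = 0.00130) and by 1.63 under OGD (adjusted p = 0.000726). Of 46 measured genes listed for ER-Golgi transport, Arf6, a GTPase of membrane traffic, was lower under OGD, by -1.33 (SE 0.25, adjusted p = 0.00294). Arf6 was the only call of the list in the 6 conditions by the fit without a block (adjusted over the list alone, 1 under OGD). The list passed camera in no condition (adjusted p 0.383 to 0.972; unadjusted p under 0.05 in 0 of 6). Sec22b, a SNARE of vesicles leaving the ER, was -0.87 (adjusted p = 0.00148) under OD and -0.69 (adjusted p = 0.00752) under OGD, below the 2-fold threshold, with another probe at 0.26 under OGD. Golt1b was -0.58 (adjusted p = 0.283) under OGD and -0.62 (adjusted p = 0.268) under TM, and Rab6a, a GTPase of Golgi traffic, -1.65 (adjusted p = 0.194) and -0.83 (adjusted p = 0.637), with another probe at 0.06 under OGD. With the replicate number as a block Rab6a was called lower under OGD (adjusted p = 0.00413) and Pdia6 under TM (adjusted p = 0.0266), and the narrow fit also called Pdia6 under TM (adjusted p = 0.000496). The ER disulfide isomerase Pdia6 was -0.96 (adjusted p = 0.203) and -1.27 (adjusted p = 0.0846) by its brightest probe, while another probe of it passed in both, at -1.09 (adjusted p = 0.0316) and -1.01 (adjusted p = 0.0466). Of the genes of Table 4, 17 were measured, and 9 of 18 values were called under OGD and 8 of 19 under TM. Stard5 stands in several identical rows of that table and counts once for each. The study chose these genes on these samples, so the counts are not independent evidence of direction. In the narrow fit the calls of Stard5 in untreated, OD and OGD cells (adjusted p from 0.0602 to 0.105), Btc under OGD (0.274) and Arf6 (0.380) ended, and that of Arf6 also without KO OGD replicate 1 (adjusted p = 0.0543) or WT OGD replicate 2 (log2 fold change -0.85).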

Gene Set Enrichment Analyses (GSEA) confirmed the effect of Siah1/2 on expression of genes associated with ER stress, metabolic signaling and ER-Golgi transport (Table 4). Representative genes from each of these clusters were confirmed by qPCR (Figures 4I–K). 

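In WT cells TG and TM set off a strong ER stress response. Under these drugs the transcripts of its main regulators did not differ between genotypes by the thresholds. Ddit3, the pro-apoptotic factor CHOP, rose by 5.80 (SE 0.40, adjusted p = 7.91e-07) under TG and 5.90 under TM in WT cells (log2 scale, n = 2 arrays per group, limma), and Hspa5 by 4.12 and 3.92. Atf3, a stress-induced repressor, rose at least 11.8-fold under TG and at least 8.48-fold under TM, Trib3, an ATF4 target, by 4.64 and 4.42, Xbp1, whose spliced form is a transcription factor of the response, by 1.88 and 1.78, and Atf4 itself by 1.24 and 1.12. The probes do not tell spliced from unspliced Xbp1. Of 34 genes of the PERK/ATF4 response, 22 rose under TG (23 adjusted over the list alone; adjusted p = 6e-33, and adjusted p = 0.000480 with an estimated correlation), 23 under TM (26; adjusted p = 1.05e-37, and adjusted p = 0.000325 with an estimated correlation) and 18 under OGD (19; adjusted p = 2.24e-19, and adjusted p = 0.00336 with an estimated correlation). Of 30 ER chaperones and ER-associated degradation genes, 17 rose under TG (20 adjusted over the list alone; adjusted p = 5.88e-28, and adjusted p = 0.000480 with an estimated correlation), 16 under TM (18; adjusted p = 5.5e-34, and adjusted p = 0.000325 with an estimated correlation) and 5 under OGD (6; adjusted p = 4.92e-08, and adjusted p = 0.0409 with an estimated correlation). Under OGD the narrow fit by limma called 0 of the 18 and 0 of the 5 (19 and 6 at an unadjusted p of at most 0.05 and 2-fold in the fit of all arrays), and under TM 12 of the 23 PERK/ATF4 genes. For OGD in WT cells it called no gene at all. The 18 became 10 without untreated WT replicate 2, the 22 under TG 14 without untreated WT replicate 2, and the 23 under TM 15 without WT TM replicate 1, 12 without untreated WT replicate 2 and 12 without WT TM replicate 2. Siah2 rose by 1.53 (adjusted p = 0.00485) under TG and 1.48 (adjusted p = 0.00894) under TM in WT cells, and Siah1a was 0.33 (adjusted p = 0.322) and 0.23 (adjusted p = 0.632). Between KO and WT cells under TM, Atf3 was -0.99 (adjusted p = 0.000640), below the 2-fold threshold, Atf4 0.12 (adjusted p = 0.795), Xbp1 0.13 (adjusted p = 0.888) and Ddit3 -0.06 (adjusted p = 0.974). Under TG the 4 lay between 0.15 and 0.36. Vegfa, which the paper follows as an ATF4 target, was higher in KO cells by 1.27 under TG. Under OGD the PERK/ATF4 genes called lower in KO cells were Cebpg, Chac1, Fgf21 and Slc7a3, and not Atf3 or Ddit3. A gene not called is not shown to be unchanged. The WT OGD duplicates were the least alike of all groups (8.76% of kept probes at least 2-fold apart), and KO and WT OGD arrays lay on different chips. By qPCR the paper reports a weaker rise in KO cells of ATF3 under TM (Fig. 5G) and of ATF3, CHOP and VEGFA under OGD (Fig. 8A to C). Tested as the difference between the KO and the WT response, 65 genes differed under TG and 83 under TM; Atf3 was among the latter, by -1.17 (adjusted p = 0.0279), and the values for Hspa5 were 0.58 (adjusted p = 0.923) under TG and -0.59 (adjusted p = 0.845) under TM. The difference in Atf3 ended in the narrow fit (adjusted p = 0.0678), with normexp background correction (0.235) and without each of the 8 arrays of that contrast in turn (from 0.0778 to 0.142), and the 2 counts ranged from 21 to 52 and from 14 to 67 without 1 array. They were 7 and 35 in the narrow fit, 156 and 181 with the replicate number as a block, and, in settings chosen after seeing the data, 227 and 278 with that block within chip pairs and 29 and 41 with normexp. The rise of Siah2 ended under TG without WT TG replicate 1 or untreated WT replicate 2 (adjusted p = 0.0733 without WT TG replicate 1 and 0.0811 without untreated WT replicate 2) and under TM in 3 settings (adjusted p = 0.0870 in the narrow fit, 0.141 without WT TM replicate 1 and 0.137 without untreated WT replicate 2), and that of Atf4 under TM in 2 (adjusted p = 0.0781 in the narrow fit and 0.0129 and log2 fold change 0.93 without untreated WT replicate 2). The paper found changes in genes of ER stress, metabolism and ER-Golgi transport between WT and KO cells by gene set enrichment. It added a comparison with published sets of ATF4-, PERK- and HIF1α-dependent genes and qPCR of HSPA5, Rab6 and GOLT1b (Fig. 4I to K). From these it concludes that Siah1/2 coordinate ER stress through the ATF4 and sXbp1 pathways.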

Taken together, this analysis confirmed changes associated with ER stress that had not previously been associated with Siah1/2 signaling, substantiating Siah1/2 as important coordinator of ER stress through the ATF4 and sXbp1 pathways.

**Table 4:** Representative of ER stress genes deregulated in both the microarray from Siah1a/2 KO MEF cells and the published microarray performed on ATF4 KO MEF cells or PERK KO liver after TM treatment.

Gene Symbol	Gene description	KO vs WT TM	KO vs WT OGD
HSPA5	heat shock protein 5 (GRP78)	−2	−2.5
GDF15	growth differentiation factor 15	−3.8	−2.4
STARD5	StAR-related lipid transfer	−2.8	−2.4
CHAC1	ChaC, cation transport regulator-like 1	−1	−2.2
PDIA6	protein disulfide isomerase associated 6	−2.4	−1.95
STARD5	StAR-related lipid transfer	−2.8	−2.4
GJB2	gap junction protein, beta 2	−4.7	−4
BTC	betacellulin, epidermal growth factor family member	−2.8	−3
ARF6	ADP-ribosylation factor 6	−1.85	−1.3
FGF21	fibroblast growth factor 21	−2.2	−5
DGAT2	diacylglycerol O-acyltransferase 2	−2.2	−1.2
PRKG2	protein kinase, cGMP-dependent, type II	−2	-
RASSF5	Ras association (RalGDS/AF-6) domain family 5	−2.1	−1.4
AREG	amphiregulin	−6.5	-
PHGDH	3-phosphoglycerate dehydrogenase	−1.8	−1
PTPN2	protein tyrosine phosphatase, non-receptor type 2	−1.3	−2
GDF15	growth differentiation factor 15	−3.8	−5
STARD5	StAR-related lipid transfer	−2.8	−2.4
IGF2	insulin-like growth factor 2	230	191
GOLT1b	Golgi transport 1 homolog B	−1.5	−1.5
sec22b	SEC22 vesicle trafficking protein homolog B	−1	−1.6
rab6	member RAS oncogene family	−1.6	−2

### Siah1/2 activation by the UPR augments ATF4 expression through inactivation of PHD1/3

Independent studies demonstrated that the prolyl hydroxylases PHD1 and 3 negatively regulate the protein level and transcriptional activity of ATF4 [45], [53], [54]. We thus tested whether the regulation of Siah1/2 transcription by ATF4 constitutes a feed-forward loop in which Siah2 degradation of PHD1/3 directly increases the availability and transcriptional activity of ATF4. Given the greater effect of the UPR on Siah2 transcription, ATF4 protein and transcript levels were measured in cells transfected with Siah2. We found that ATF4 protein levels were increased in cells expressing ectopic Siah2 (Figure 5A), with minor changes in ATF4 transcript levels (Figure 5B). Notably, the UPR-induced increase in ATF4 protein levels was attenuated in *Siah1a^−/−^::Siah2^−/−^* MEFs and in primary keratinocytes from *Siah1a^+/−^::Siah2^−/−^* mice (Figure 5C), suggesting that Siah1/2 increases ATF4 protein expression in response to UPR. Ectopic expression of Siah2 (Figure 5D) also increased the transcription of the ATF4 target genes CHOP and VEGFA in an ATF4-dependent manner, as the Siah2 effect was largely abolished in *Atf4^−/−^* cells (Figures 5E,F). Whereas hypoxia did not induce a notable increase in the levels of CHOP mRNA, it induced VEGF mRNA, to a similar degree as observed upon Siah2 expression alone (Figures 5E,F), suggesting that the Siah2-ATF4 axis also contributes to the increase in VEGFA mRNA levels under hypoxia. Moreover, the elevated ATF3 mRNA levels following TM treatment were attenuated in *Siah1a^−/−^::Siah2^−/−^* MEFs compared with WT MEFs (Figure 5G). These data point to the contribution of Siah2 to ATF4-dependent transcription in the UPR, thereby constituting a feed forward mechanism for the UPR.

**Figure 5:**
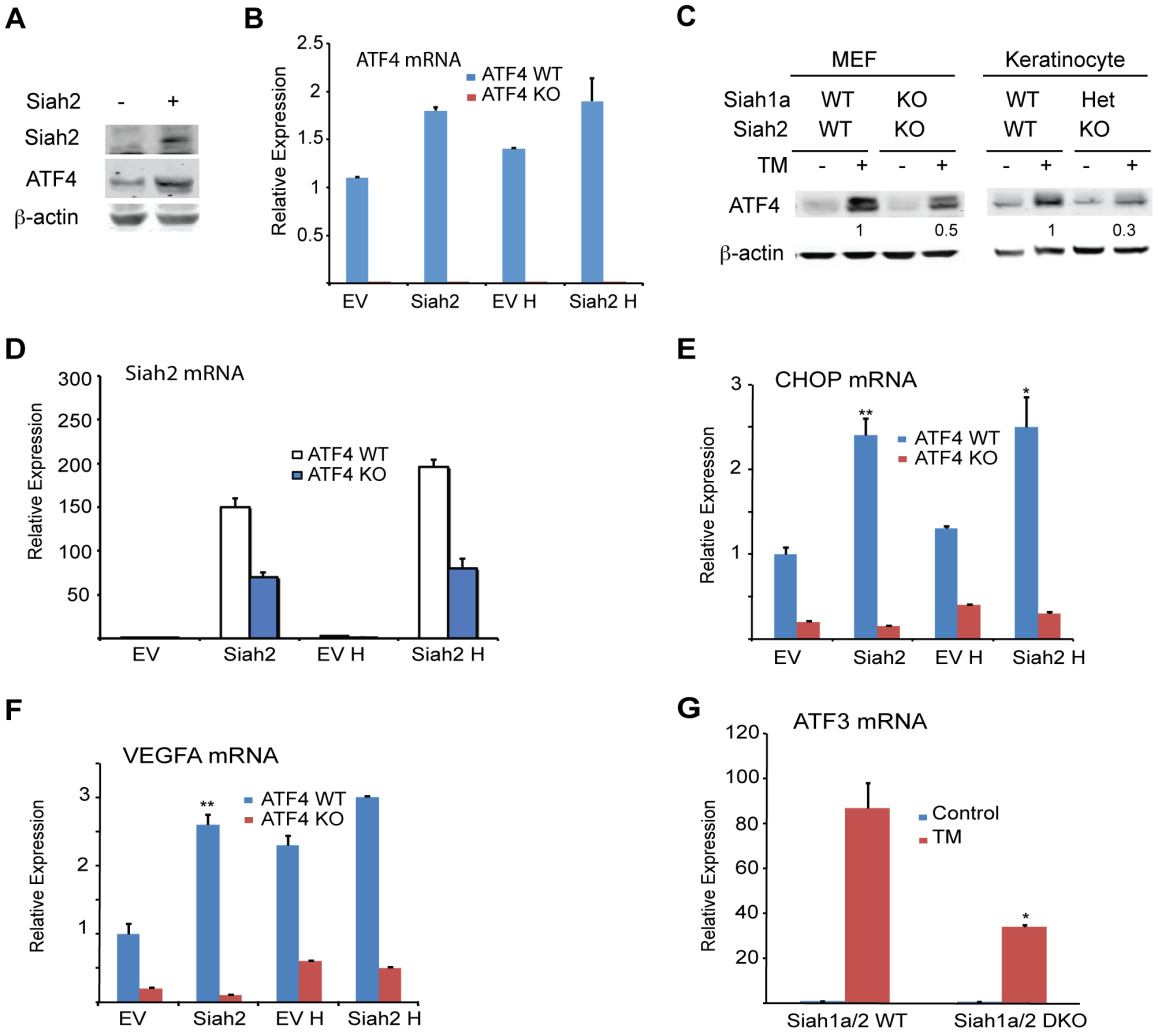
ATF4 transcriptional activities during UPR are Siah1/2-dependent. (A) Siah2 expression augments ATF4 protein levels. WT MEFs were transfected either with control or Siah2 expression vectors, and 24 h later the cells were collected. Harvested proteins were analyzed for ATF4, Siah2 and β-actin. (B) WT and *Atf4^−/−^* MEFs were transfected either with control or Siah2-expressing vectors and after 24 h were subjected to hypoxia (H; 1% O_2_; 6 h). Expression of ATF4 mRNA was analyzed by qPCR. p<0.05 when Siah2 expressing vector is compared to empty vector (EV). (C) Siah1a/2 is required for ATF4 protein expression. WT and *Siah1a^−/−^::Siah2^−/−^* MEFs and primary keratinocytes from WT and *Siah1a^+/−^::Siah2^−/−^* mice were treated with TM for 6 h (1 µg/ml). Cell lysates were prepared and the level of ATF4 protein was detected by immunoblots with the indicated antibodies. β-Actin served as the loading control. p<0.05 when Siah2 expressing vector is compared to EV. (D) Level of Siah2 transcripts was monitored following infection of either EV or Siah2 transcripts to WT or KO ATF4 MEFs maintained for 24 h under normoxic and hypoxic (H) conditions. (E–F) Siah2 expression increases ATF4 transcriptional activity. WT and *Atf4^−/−^* MEFs were transfected either with empty- or Siah2- expressing vector and 24 h later were subjected to hypoxia (1% O_2_; 6 h). Expression of CHOP mRNA (E) and VEGFA mRNA (F) was analyzed by qPCR. (G) ATF4 transcriptional activity is attenuated in *Siah1a^−/−^::Siah2^−/−^* cells. WT and *Siah1a^−/−^::Siah2^−/−^* MEFs were treated with TM (2 µg/ml) for 6 h and ATF3 mRNA was analyzed by qPCR. ** p<0.005, * p<0.05 compared to EV (D–F) in the same condition or to Siah1a/2 WT in the same condition (student's t test). The Western blot experiments were repeated three times and the qPCR results are shown as the mean values ± S.E. of three independent experiments.

Because PHD3 reduces ATF4 transcriptional activity [45], [53], [54], we next assessed whether the effect Siah2 elicited on ATF4 activity is PHD3-dependent. Therefore, we monitored changes in the levels of ATF4 target genes in *Siah1a^−/−^::Siah2^−/−^* MEFs transfected with PHD1 and PHD3 shRNA either alone or in combination. Expression of PHD1/3 shRNA in Siah1/2 DKO cells reduced PHD1/3 mRNA level by >50% (Figures 6A,B) while increasing the expression of CHOP mRNA following TM (Figure 6C) or hypoxia treatment (Figure 6D). Consistent with earlier reports [33], PHD3 protein levels increased in *Siah1a^−/−^::Siah2^−/−^* MEFs (Figure 6E). These findings confirm the role of Siah2, via its regulation of PHD3 stability, in the feed-forward regulation of ATF4.

**Figure 6:**
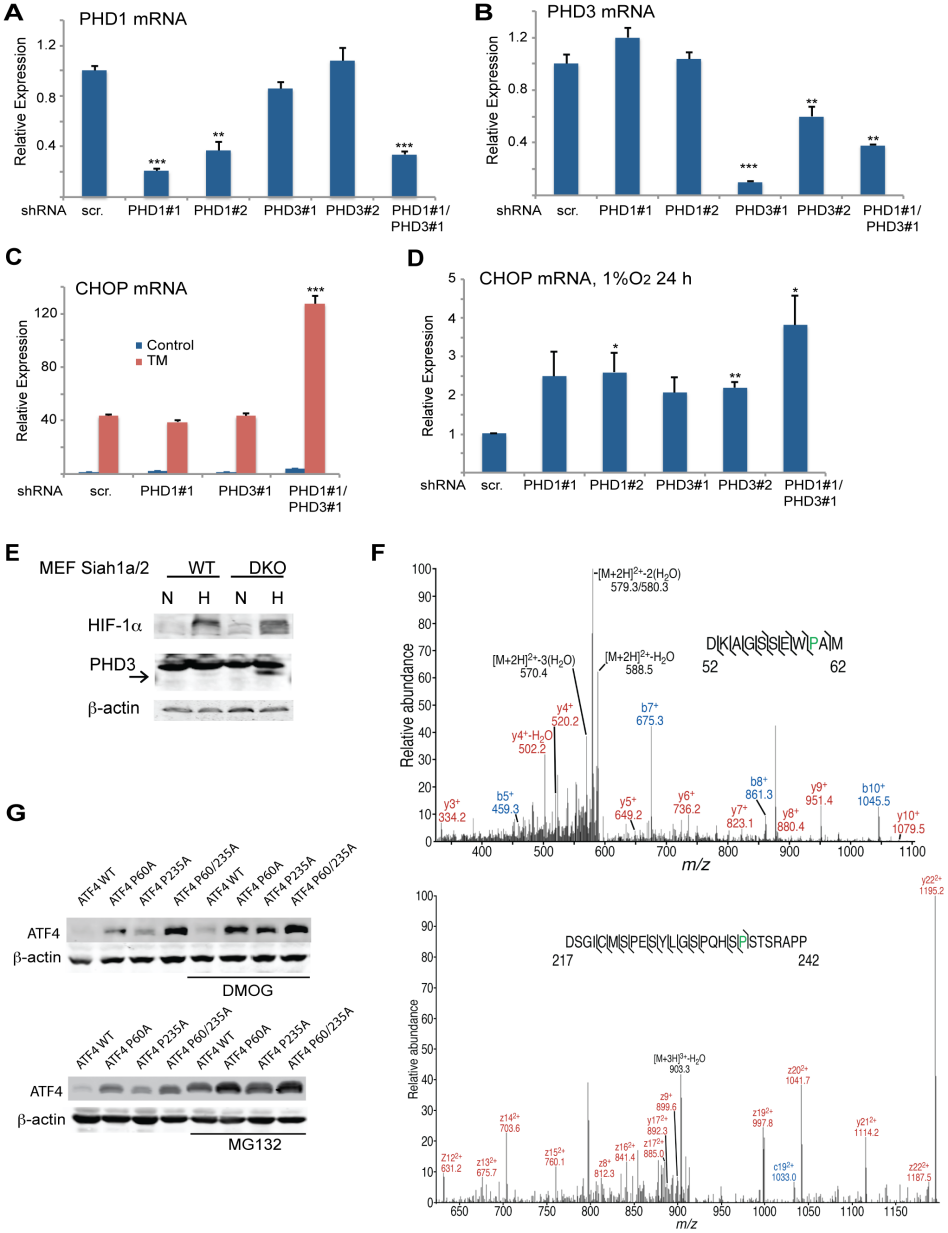
Prolyl hydroxylation of ATF4 on aa 60 and 235 by PHD1/3 limits ATF4 availability. (A–B) Specificity of shRNA used to KD PHD1/3. *Siah1a^−/−^::Siah2^−/−^* MEFs were infected with scrambled control or PHD1 shRNA and PHD3 shRNA alone or in combination, and treated with TM (1 µg/ml) for 6 h. The relative mRNA levels of PHD1 (A) and PHD3 (B) were determined by qPCR. The results are shown as the mean values ± S.E. of three independent experiments. Three independent shRNA were used to confirm the changes shown. (C) PHD1 and PHD3 cooperation is required and mediate the effect of Siah1a/2 on TM-induced CHOP transcription. *Siah1a^−/−^::Siah2^−/−^* MEFs were infected with different PHD1 shRNA or PHD3 shRNA, or their combination, or scrambled shRNA. Cells were treated with TM (1 µg/ml) and collected 6 h later. The relative transcription levels of CHOP were determined by qPCR. (D) PHD1 and PHD3 mediate the effect of Siah1a/2 on hypoxia-induced CHOP transcription. *Siah1a^−/−^::Siah2^−/−^* MEFs were infected with PHD1 shRNA and PHD3 shRNA alone or in combination, or control vector and exposed to 1% O_2_ for 6 h. The relative mRNA level of CHOP was determined by qPCR. (E) PHD3 protein is induced in *Siah1a^−/−^::Siah2^−/−^* cells. WT and *Siah1a^−/−^::Siah2^−/−^* MEFs were exposed to 1% O_2_ for 24 h prior to the analysis for the expression of HIF-1α, PHD3 and β-actin by Western blotting. The arrow points to the position of the endogenous PHD3 protein. (F) Annotated MS/MS spectra resulting in the identification of proline hydroxylation sites at P60 and P235. Identified fragment ions are shown, as are the detected sites of peptide backbone cleavage; *m*/*z*, mass to charge ratio. Note that site determining fragment ions resulted in localization of both sites of proline hydroxylation. (G) Mutations of the two identified proline hydroxylation sites at P235 and P60 to alanine stabilize ATF4 protein. 293T cells were transfected either with Flag-ATF4 or Flag-ATF4 presenting either a mutation at P60, P235, or both. After 24 h from transfection cells were treated overnight with vehicle, DMOG (0.5 mM; upper panel), or MG132 (5 µM; lower panel) followed by cell harvest and immunoblot analysis of ATF4 and β-actin. *** p<0.0005, ** p<0.005, * p<0.05 compared to ad shRNA scr. (A–D) in the same condition (student's t-test). The Western blot experiments were repeated three times and the qPCR results are shown as the mean values ± S.E. of three independent experiments.

We next determined whether PHD1/3 affects ATF4 by prolyl hydroxylation, similar to its control of HIF1α stability. ATF4, which enriched by immunoprecipitation from HEK293T cells that were transfected with both Flag-ATF4 and Myc-PHD3, was subjected to liquid chromatography tandem mass spectrometry (LC-MS/MS). This analysis identified two proline hydroxylation sites at P235 and P60 (Figure 6F), of which the P235 site is conserved among species (data not shown). ATF4 with proline mutated to alanine at each individual or both sites was assessed for altered expression level. Notably, mutation of either P60 or P235 increased the steady state levels of ATF4, with the double mutant revealing a more pronounced increase (Figure 6G). Further, inactivation of PHD (DMOG) or proteasomes (MG132) further increased the expression levels of ATF4, suggesting that additional factors may contribute to its overall expression (both transcriptionally and post translationally).

### ATF4-Siah2 is required for cellular response to severe ER stress

To determine the significance of Siah activation by- and its augmentation of- the UPR we monitored the changes in Siah activation and its possible contribution to different forms of ER stress. Oxidative and ER stresses both effectively induced Siah2 mRNA levels, with TG and histidinol eliciting the greatest and the least effects, respectively (Figure 7A). To determine the conditions required for Siah activation by the UPR, we monitored the degree of its transcriptional activation following different levels of ER stress. Relatively mild levels of ER stress, which are elicited upon the inducible expression of coagulation factor VII [55] (Figure 7B), increased the transcript levels of CHOP (Figure 7C) and ATF3 (not shown), but not of Siah1 (Figure 7D) or Siah2 transcripts (Figure 7E). Similarly, the treatment with increasing doses of TM revealed that only concentrations in excess of 0.25 µg/ml resulted in notable activation of Siah1/2 transcription (Figure 7F). These observations suggest that low levels of ER stress do not engage Siah1/2 in the ER stress response. Conversely, exposure to severe ER stress conditions resulted in marked increase of Siah1/2 transcription.

**Figure 7:**
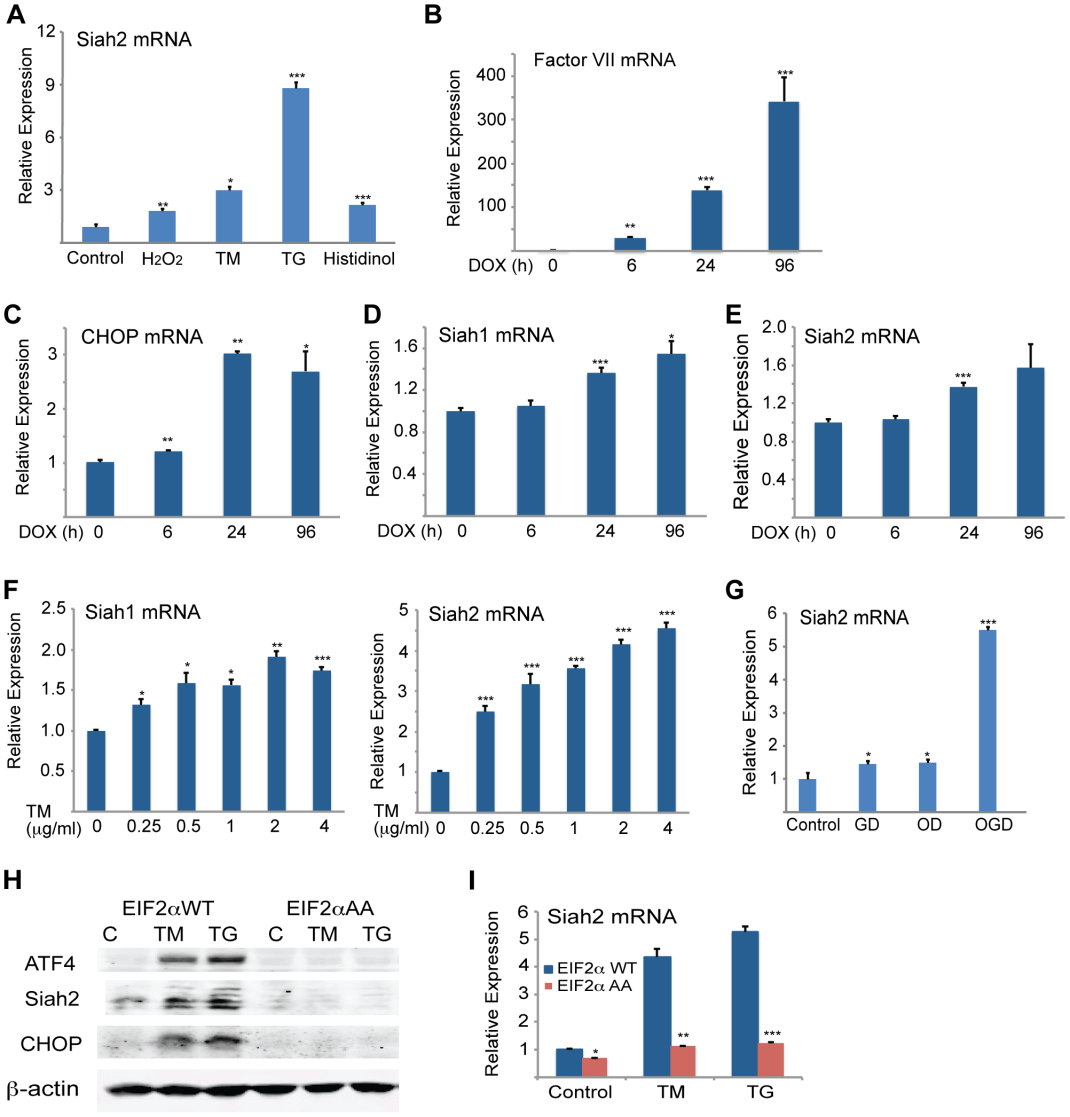
Severe ER stress conditions are required to induce Siah1/2 transcription by UPR. (A) Various forms of stress increase Siah2 mRNA levels. MEFs were treated with H_2_O_2_ (50 µM), TM (1 µg/ml), TG (1 µM) or histidinol (2 µM) for 8 h and Siah2 mRNA was analyzed by qPCR. Relative expression shown represents Siah2 transcript level. (B–E) CHO cells were treated with doxycycline (100 ng/ml) (83) and cells were collected after 0, 6, 24, and 96 h. The relative mRNA level of Factor VII (B), CHOP (C), Siah1 (D) and Siah2 (E) were determined by qPCR. The results are shown as the means ± S.E. of three independent experiments. (F) MEF cells were treated with increasing amount of TM and after 3 h the relative mRNA levels of Siah1 and Siah2 were determined by qPCR. (G) Siah2 is induced upon oxygen and glucose deprivation. WT or *Siah1a^−/−^::Siah2^−/−^* MEFs were subjected to glucose derivation (GD), oxygen deprivation (1%O_2_; OD) or their combination (OGD) for 12 h followed by cell harvest and RNA analysis using qPCR for levels of Siah2 transcripts. (H–I) ER-stress induction of Siah2 protein and mRNA levels is attenuated in eIF2α AA MEFs. Littermate-matched MEFs of the indicated genotypes were subjected to treatment with TM (1 µg/ml) or TG (1 µM). Cell lysates were prepared 8 h later and levels of ATF4, Siah2 and CHOP proteins were detected by immunoblots. β-actin served as the loading control (H). RNA was prepared 6 h after treatment with TM or TG and was used for qPCR to quantify the levels of Siah2 transcript, relative to levels of H3.3A mRNA (I). *** p<0.0005, ** p<0.005, * p<0.05 compared to control (panels A–G) * p<0.08 compared to WT (panels H–I) (student's t-test). The Western blot experiments were repeated three times and the qPCR results are shown as the mean values ± S.E. of at least three independent experiments.

Severe ER stress is often seen under conditions of glucose and oxygen deprivation, as occurs in cachexia, ischemia, or tumorigenesis [56]–[62]. Therefore, we examined the effects of oxygen and glucose deprivation on Siah2 and ATF4 expression. While there was limited change in Siah2 or ATF4 mRNA levels in cells deprived of glucose alone, deprivation of both glucose and oxygen resulted in a marked increase (6-fold) in Siah2 mRNA levels (Figure 7G).

To further substantiate the link between Siah and the UPR we assessed possible changes in Siah2 activation in cells with homozygous Ser51Ala knock-in mutation at the phosphorylation site in eIF2α, a key component in the PERK–ATF4 pathway. Phosphorylation mutant of eIF2α abolishes ATF4 synthesis, while causing severe ER stress due the inability to attenuate protein synthesis and the lack of compensatory mechanisms activated by ATF4. Thus, we assessed whether activation of Siah2 following UPR would mirror that of ATF4 and whether this activation is dependent on the phosphorylation of eIF2α. Strikingly, Siah2 expression at both the Siah2 protein (Figure 7H) and RNA levels (Figure 7I) phenocopied that of ATF4, as it was no longer observed following ER stress in the phosphomutant eIF2α cells. These findings further substantiate the integral role of eIF2α phosphorylation-dependent ATF4 synthesis with a concomitant effect on Siah2 transcription and contribution to the UPR.

The induction of Siah2 by glucose/oxygen deprivation prompted us to determine the effects of these conditions on ATF4 target gene expression. Notably, the mRNA levels of ATF3, CHOP, and VEGFA were markedly increased under conditions of glucose and oxygen deprivation (4- to 6-fold). Significantly, this effect was Siah1/2-dependent because the increase was essentially abrogated in *Siah1/2* DKO cells (Figures 8A–C), consistent with attenuated expression of ATF4 protein (Figure 9A). The contribution of Siah2 (Figure 8D) was more pronounced as compared with that of Siah1 (Figure 8E), consistent with our earlier experiments. There were marginal differences in ATF4 mRNA expression under the same experimental conditions between *Siah1a^+/+^:Siah2^+/+^* and *Siah1a^−/−^:Siah2^−/−^* cells (Figure 8F).

**Figure 8:**
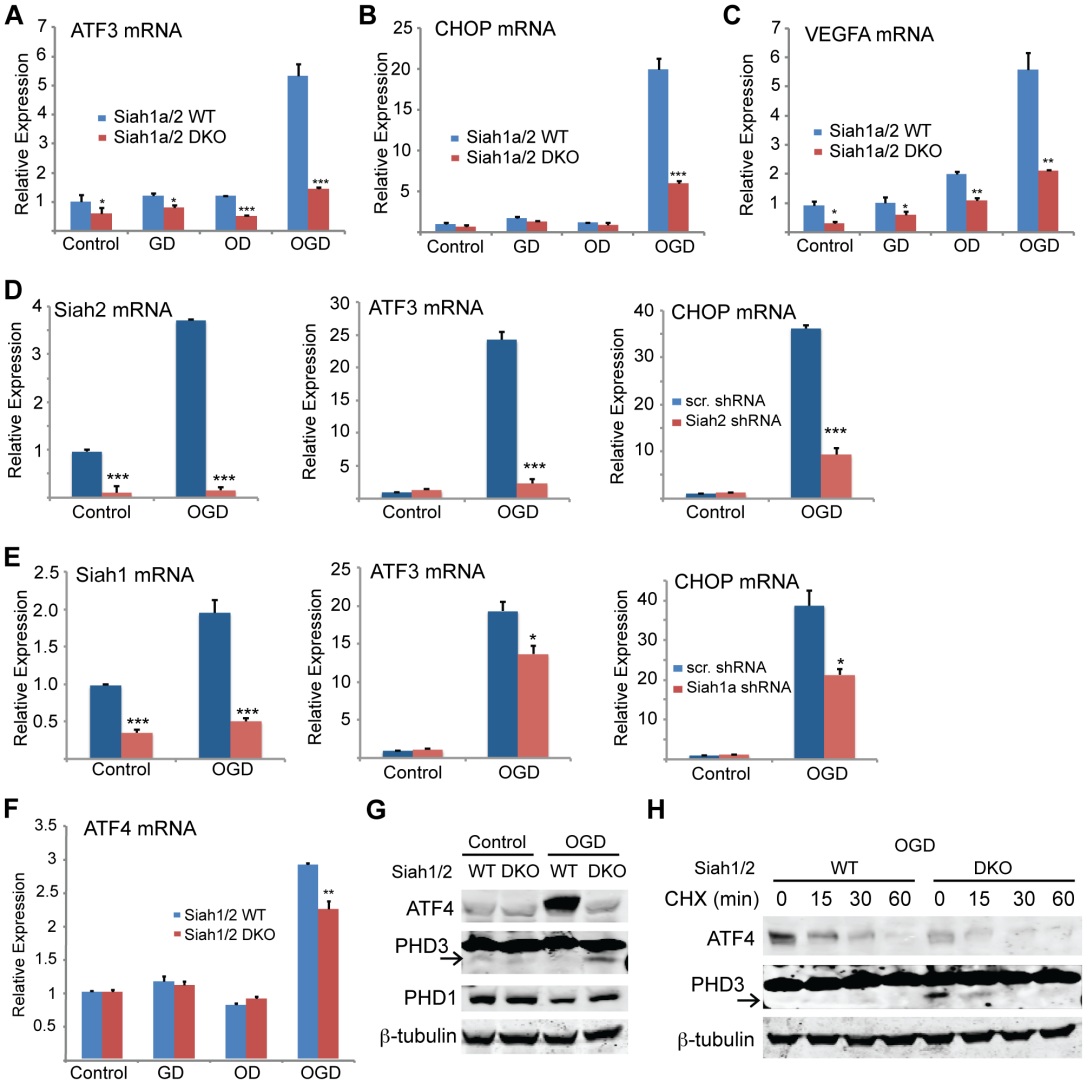
ATF4 transcriptional activity following oxygen glucose deprivation is Siah1/2 dependent. (A–C) ATF4 transcriptional activity under oxygen and glucose deprivation is Siah2 dependent. WT or *Siah1a^−/−^::Siah2^−/−^* MEFs were subjected to glucose deprivation (GD) oxygen deprivation (1% O_2_; OD) or their combination (OGD) for 12 h followed by cell harvest and RNA analyses. qPCR analysis was performed for ATF3 (A), CHOP (B) and VEGFA (C) using qPCR. (D–E) MEF cells were either infected with scramble shRNA, Siah2 shRNA (D) or Siah1 shRNA (E) and subjected to glucose deprivation and 1% O_2_ (OGD) for 12 h followed by cell harvest and RNA analysis using qPCR to determine mRNA levels Siah2, ATF3, and CHOP. (F) WT or *Siah1a^−/−^::Siah2^−/−^* MEF were subjected to glucose deprivation (GD), oxygen deprivation (1% O_2_; OD) or their combination (OGD) for 12 h followed by cell harvest and RNA analysis using qPCR for ATF4 mRNA levels. (G) WT and *Siah1a^−/−^::Siah2^−/−^* MEFs were exposed to glucose deprivation and 1% O_2_ (OGD) for 12 h prior to the analysis for the expression of ATF4, PHD1, PHD3 and β-tubulin by Western blotting. Arrow points to the position of the endogenous PHD3 protein. (H) WT and *Siah1a^−/−^::Siah2^−/−^* MEFs were subjected to glucose deprivation and 1% O_2_ (OGD) for 12 h prior to the treatment with the protein synthesis inhibitor cycloheximide (40 µg/ml) for 15, 30, and 60 minutes. Cell lysates were subjected to Western blotting using ATF4 and PHD3 antibodies. β-tubulin served as the loading control. Arrow points to the position of the endogenous PHD3 protein. *** p<0.0005, ** p<0.005, * p<0.05 compared to Siah1a/2 WT (A–C, F) or scr. shRNA (D–E) in the same condition (student's t-test). The Western blot experiments were repeated three times and the qPCR results are shown as the mean values ± S.E. of three independent experiments.

**Figure 9:**
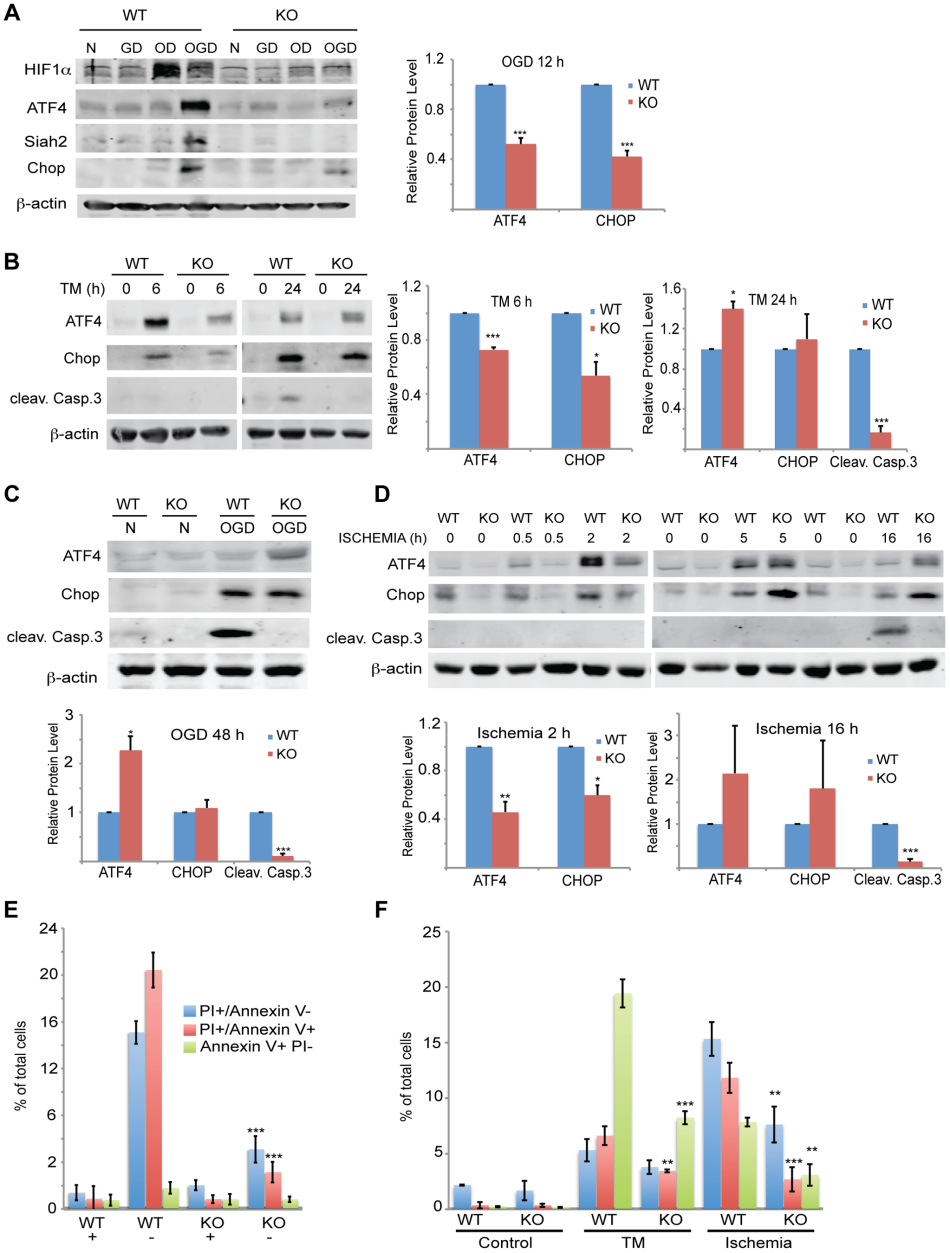
Siah1/2 activation following severe ER stress is required for UPR-induced cell death program. (A) Siah2 is required for ATF4 protein expression under oxygen and glucose deprivation. WT and *Siah1a^−/−^::Siah2^−/−^* MEFs were subjected to normoxia in rich media (N), glucose deprivation (GD), oxygen deprivation (OD) alone or in combination (OGD), for 12 h prior to the cell harvest and immunoblot analysis of HIF-1α, ATF4, Siah2, CHOP and β-actin. To the right is shown the quantification from three independent experiments of the normalized values. (B) WT or *Siah1a^−/−^::Siah2^−/−^* MEF were subjected to TM treatment for the indicated time periods, followed by cell harvest and Western blot analysis using the indicated antibodies. To the right is shown the quantification from three independent experiments of the normalized values. (C) WT or *Siah1a^−/−^::Siah2^−/−^* MEF were subjected to normal culture conditions (N) or oxygen+glucose deprivation (OGD) for 48 h followed by cell harvest and Western blot analysis with the indicated antibodies. Quantification of the normalized values based on three independent experiments is shown below the immunoblot. (D) WT or *Siah1a^−/−^::Siah2^−/−^* MEF were subjected to ischemia conditions (1% O_2_ without nutrients) for the indicated time periods, followed by cell harvest and immunoblot analysis with the indicated antibodies. Quantification of the normalized values based on three independent experiments is shown below the immunoblot (E) Siah1a/2 are required for OGD-induced cell death. Histogram showing the % of total cells exhibiting PI+/Annexin V-, PI+/Annexin V+, and PI+/Annexin V+ uptake as indicated by FACS analysis. The data shown represent experiments performed in triplicate (n = 10,000 cells per replicate). (F) Siah1/2 are required for TM- and ischemia-induced cell death. Experiment was performed as indicated in panel E except that MEFs were subjected to control, TM (1 µg/ml for 24 h) treatment, or ischemic (no oxygen and nutrients for 16 h) conditions. *** p<0.0005, ** p<0.005 compared to WT in the same condition (student's t test). The Western blot experiments were repeated three times and the qPCR results are shown as the mean values ± S.E. of three independent experiments.

To determine the effects of Siah1/2 on PHD1 and PHD3 protein levels during UPR, WT and *Siah1a^−/−^::Siah2^−/−^* (DKO) MEFs were subjected to glucose and oxygen deprivation. Notably, glucose and oxygen deprivation caused increase in PHD3 protein levels in *Siah1/2* DKO MEFs, but not in WT MEFs. Further, PHD1 protein level decreased in WT, but not in *Siah1/2* DKO MEFs subjected to OGD (Figure 8G). Cycloheximide chase analysis allowed us to follow changes in the half-life of the PHD3 protein in *Siah1/2* WT and DKO MEFs that were subjected to OGD. The short half-life of PHD3 was detectable in *Siah1/2* DKO MEFs (at the 15 minute time point), but not in the WT MEFs (Figure 8H). Correspondingly, ATF4 half-life was also shorter in the *Siah1/2* DKO MEFs, following ODG treatment (Figure 8H). These finding substantiate the role of Siah1/2 in determining PHD3 as well as ATF4 stability, following OGD.

Given the Siah2-dependent expression of ATF4 in response to the UPR, we monitored changes in both ATF4 protein and ATF4 target gene CHOP levels, as well as in the degree of apoptosis following different levels of ER stress. The Siah2-dependent increase in ATF4, as well as in CHOP and HIF1α protein levels was enhanced in response to glucose/oxygen deprivation (Figure 9A). This increase was notably blunted in the Siah1/2 DKO MEFs. HIF1α expression levels were reduced during OGD, compared with hypoxia alone, (Figure 9A), consistent with the inhibition of HIF1α translation during severe ER stress conditions [63], [64]. Time course analysis following TM treatment revealed that ATF4 and its target gene CHOP were upregulated to a lesser degree in the Siah2 KO MEFs (Figure 9B) at the 6 h time point. Whereas the degree of ATF4 activation was reduced 24 h after TM treatment, the level of CHOP expression was comparable, and the expression of the apoptotic marker cleaved Caspase 3 were increased. Notably, although CHOP and ATF4 expression were still observed in the Siah1/2 DKO MEFs, Caspase 3 was not activated in these cells (Figure 9B). Additionally, the expression of ATF4, and its target gene CHOP, was Siah-dependent at an early time point following exposure to ER stress stimuli of increasing severity, represented here by TM (6 h; Figure 9B), the more severe OGD (8 h; Figure 9A) or the most severe ischemia-like condition (0.5, 2 h; ODG+ lack of nutrients; Figure 9D). Moreover, at these early time points there was no evidence for Caspase 3 cleavage or the induction of apoptosis. Only at later time points, including 24 h after TM, 48 h after OGD (Figures 9B,C), or 16 h after ischemic conditions (Figure 9d), was cleaved Caspase 3 observed in the WT but not the Siah1/2 DKO cells, indicating that Siah1/2 are required for UPR-induced cell death (Figures 9B–D, respectively). Of interest, at these later time points, the level of ATF4 was increased in the Siah1/2 DKO cells, (Figures 9B–D), suggesting that ATF4 facilitates survival rather than death programs in the absence of Siah1/2. Consistent with the finding that cell death following UPR requires Siah1/2, flow cytometric analyses confirmed that Siah1/2 DKO cells were significantly more protected from early and advanced cell death, as indicated by PI or Annexin+PI staining (Figures 9E,F).

Analysis performed at a later time point (48 h) revealed that the Siah1/2 DKO cells were protected from OGD induced apoptosis, reflected by the levels of PI and Annexin V uptake (Figure 9E). Similarly, the exposure of cells to ischemic conditions resulted in a lower degree of cell death in the Siah1/2 DKO cells, at the early time points (16/24 h) (Figure 9F). These findings establish the importance of Siah2 in conferring cell commitment to apoptosis in response to severe ER stress conditions.

To further determine the role of Siah1/2 in cell death induced by severe ER stress such as ischemia, we used the middle cerebral artery occlusion model (MCAO), a surgical model of cerebral ischemia known to induce severe ER stress and cell death [65], [66]. Notably, 44% of the WT but none of the *Siah1a^+/−^::Siah2^−/−^* mice died within 24 h following permanent MCAO, indicating that WT mice are more sensitive to brain ischemia compared with the *Siah1a^+/−^::Siah2^−/−^* mice (Figure 10A). Consistently, the infarct volumes of WT mice were higher, compared to those observed in the *Siah1a^+/−^::Siah2^−/−^* mice [mean of 138.84 vs. 34.13 mm^3^] (Figure 10B). TUNEL staining of the most affected slices (slices #3 and #4 from the anterior side) revealed the presence of TUNEL-positive dead cells within the ischemic area of WT animal-derived brains (Figure 10C). Consistent with independent findings indicating that increased infarct size results in more pronounced cell death in WT brain under ischemia, ATF4 and its downstream gene, CHOP, were highly expressed in areas adjacent to the ischemic cores of brains from WT mice but not within equivalent areas of the brains of the *Siah1a^+/−^::Siah2^−/−^* that were subjected to the same procedure (Figure 10D). Our analysis was confined to the adjacent areas due to extensive cell death within the ischemic core regions; those regions have been previously reported to express reduced level of ER stress-related proteins (58). Taken together, these results establish the role of Siah in the fine-tuning of ER stress during brain ischemia, as reflected by the degree of protection from cell death seen in the *Siah1a^+/−^::Siah2^−/−^* mice.

**Figure 10:**
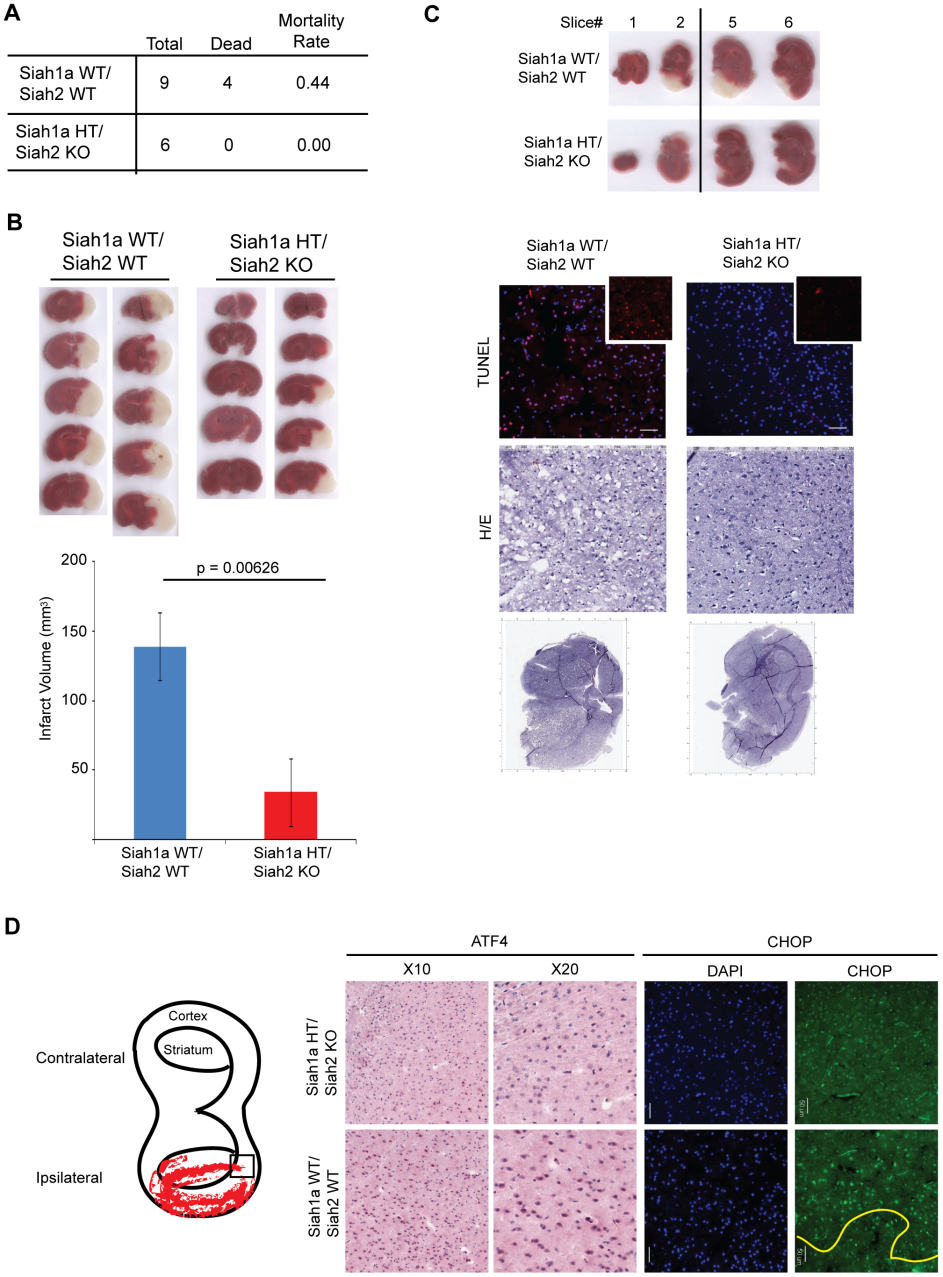
Siah1/2 mutant animals are protected from neuronal ischemia-induced cell death. (A) The mortality rate was calculated as the number of dead mice at 24 h after induction of MCAO in *Siah1a^+/+^::Siah2^+/+^* and *Siah1a^+/−^::Siah2^−/−^* mice. HT = heterozygous genotype of the Siah1a animals. (B) Brain sections from *Siah1a^+/+^::Siah2^+/+^* and *Siah1a^+/−^::Siah2^−/−^* mice were stained with Triphenyltetrazolium chloride (TTC) at 24 h after direct MCAO. The infarct volumes of brain sections were calculated as described in the Methods section. Five representative sections from two different mice of each group are shown. (C) At 24 h after MCAO, the brain sections were subjected to fixation, sectioned and further stained with H&E and ApopTag (TUNEL). Magnified TUNEL signal (red) is shown in the insets. The adjacent sections (#1, #2, #5 and #6) were stained with TTC solution. The scale bars indicate 50 µm. (D) Tissue sections adjacent to the ischemic core areas were analyzed by immunohistochemistry using the indicated antibodies. The square inset in the cartoon marks the area from which images were taken. The ischemic core was localized below the yellow line.

## Discussion

The UPR constitutes a tightly controlled signaling network that dictates the ability of a cell to cope with stress and ultimately determines its fate. This well-orchestrated network is primarily regulated by three ER-anchored sensors, IRE1α, PERK, and ATF6α, which engage in crosstalk and feedback mechanisms to drive distinct cellular response programs. In spite of our current understanding of UPR and related pathways, mechanisms underlying cell decision to undergo adaptation versus death programs, in response to UPR of differing magnitudes, has been poorly understood.

Here, we demonstrate that the Siah1/2 ubiquitin ligases are an integral part of the UPR, as they are (i) activated by UPR transducers ATF4 and sXBP1, (ii) contribute to the degree of ATF4 transcriptional activation thereby increasing the ATF4 output, and (iii) primarily mediate the severe UPR stimuli by conferring cell death programs. Our experiments suggest that Siah1/2 ubiquitin ligases constitute an obligatory fine-tuning mechanism that favor cell death under severe UPR conditions.

The role of UPR in the regulation of Siah1/2 transcription constitutes an important addition to the previously established link between DNA damage ability to activate Siah1 (but not Siah2) through p53 binding to the Siah1 promoter [39]–[42]. As p53 is also induced by UPR and the greater ER stress program [67], our findings offer important insight into the role of diverse ER stress-inducible programs, namely, ATF4, sXPB1 and p53 in the activation of Siah1/2 genes.

In this newly identified regulatory axis, Siah2 is activated by two of the three UPR signaling pathways, PERK–ATF4 and IRE1α–sXBP1, in response to a mild to severe but not low level of ER stress. Thus, a threshold mechanism exists for ATF4 or sXBP1 induction of Siah2 mRNA, potentially upon cooperation with additional transcription factors, or following select post-translational modifications occurring following more severe UPR conditions. Once activated, Siah1/2 ligases attenuate the level of PHD3-dependent prolyl-hydroxylation of ATF4, which includes proline residues 60 and 235. Indeed, ATF4, which is mutated at these residues, is more stable enabling greater activation of downstream target genes. Correspondingly, the overexpression of Siah increases, whereas the inhibition of Siah reduces, the levels of ATF4 in a PHD3-dependent manner. Thus, the activation of Siah1/2 augments the expression and activity of ATF4, thereby increasing the overall level of the UPR.

Our findings also clarify a long-standing debate underlying the mechanism of PHD1/3 regulation of ATF4 availability and activity. Whereas one report points to the importance of PHD3 catalytic activity in the control of ATF4 [45], another suggests that the catalytic activity may not be required for ATF4 regulation [53], pointing to the possible recruitment of additional factors that contribute to ATF4 stability and activity. Here, we identified two previously unknown sites on ATF4 that are subject to prolyl hydroxylation by PHD1/3 and demonstrate the role of this hydroxylation in the Siah2-dependent stabilization of ATF4. Important to note that we identified the prolyl-hydroxylation sites on ATF4 in vivo, as oppose to earlier attempts, that were carried out in vitro. The latter suggest that additional post-translational modifications may be required for PHD3-hydroxylation of ATF4. Previous reports identified the SCF complex component βTrCP as an ATF4 ubiquitin ligase. Since βTrCP requires ATF4 phosphorylation for its association and ubiquitination, it is of interest to determine the relationship between hydroxylation and phosphorylation of ATF4, particularly as the P235 site we identified is positioned within the phosphorylation sites mapped for recognition by βTrCP.

The significance of the Siah ubiquitin ligases to the overall UPR is reflected in their impact on cellular commitment to undergo death. Severe forms of ER stress, including exposure to higher levels of TM, OGD, or ischemia (where nutrients are also absent), results in cell death programs, which were markedly attenuated in the Siah1/2 KO cells. The evidence for the requirement of Siah1/2 for cell death programs was substantiated by biochemical (absence of cleaved caspase 3) and cellular (FACS analysis) read-outs, and more so, by using the genetic *Siah1^+/−^*::*Siah2^−/−^* animals. Ischemic brain injury was reported to occur in response to ER stress conditions, in an ATF4-dependent manner [65], [66]. Notably, ischemic brain injury was attenuated in the *Siah1^+/−^*::*Siah2^−/−^* animals, providing further evidence for the requirement of Siah2 in fine tuning of ER stress/ATF4-dependent cell death programs.

How does Siah contribute to cell death programs in response to ER stress? In the presence of Siah2, a higher level and activity of ATF4/CHOP induces cell death programs (PUMA, BAX). Under such conditions Siah2 also contributes to an increased rate of mitochondrial fission, as demonstrated in our earlier studies [28]. In the absence of Siah2, the expression of ATF4/CHOP is insufficient to induce the death signaling pathways, and instead promotes survival pathways (i.e., autophagy). Further, in the absence of Siah2 the rate of mitochondrial fission is reduced, contributing to protective mechanisms [28]. The latter is consistent with the finding that ATF4 is required for mitochondrial dynamics [68]. Correspondingly, Siah2 control of ATF4 expression may explain changes that underlie the switch from cell survival to death programs, under severe ER stress conditions. These findings highlight a mechanism underlying the fine-tuning of the UPR, addressing a long sought quest for mechanisms that distinguish the role of ER stress in recovery of normal homeostasis versus the activation of cell death.

Our studies also offer an initial link between UPR and hypoxia pathways. Through its common substrate, PHD3, Siah1/2 regulates key components in hypoxia (HIF1α) and UPR (ATF4). Noteworthy is that the cross talk among the different ER stress sensors may further augment the mechanism described in our studies. Namely, upregulation of Siah2 mRNA by sXbp1 points to a mechanism by which the IRE1 sensor may augment the activity of the PERK sensor. Conditions under which IRE1/sXBP1 are activated will induce Siah1/2, which in turn will augment ATF4 availability. Of interest is to note that the sXBP1 binding site on the Siah2 promoter overlaps with the hypoxia response element (HRE), raising the possibility that stress (ER or oxidative) that is sufficient to trigger either ATF4 or sXbp1 transcription may constitute the initial signal for Siah2 transcription. Subsequently, Siah1/2 stabilization of HIF1α could replace sXBP1 on Siah1/2 promoter, to sustain Siah1/2 mRNA levels. Alternatively, sXBP1 and HIF1α may cooperate on promoters where their response elements overlap, as seen for Siah1/2 promoters. Thus, Siah1/2 ligases contribute to key cellular pathways, hypoxia and the UPR, while being regulated by their primary components as part of a feed forward loop mechanism.

We showed that under conditions of glucose/oxygen deprivation, or ischemia, Siah1/2 ligases are required for ER stress/ATF4 activation of cell death programs. In agreement, the increased expression of Siah1 coincided with decreased PHD3 expression following cerebral ischemia [69]. Moreover, we expect that the role of Siah ligases in fine-tuning the UPR would be relevant to an array of pathological conditions associated with neuronal ischemia, fatty liver, and heart diseases [70]–[74].

Overall, our studies identify Siah2 as an important regulatory component of the UPR, which serves to fine-tune the degree of UPR, and in doing so, to impact the outcome of the UPR ability to initiate cell death programs.

## Materials and Methods

### Ethics statement

All animal work has been conducted according to relevant national and international guidelines in accordance with recommendations of the Weatherall report and approved. Our study protocols using *Siah1a^+/+^::Siah2^+/+^* and *Siah1a^+/−^::Siah2^−/−^* mice (129/BL6 background) were generated as previously described [75] and approved by the Institutional Animal Care and Use Committee (IACUC) of the Sanford-Burnham Medical Research Institute.

### Cell lines

HEK293T, CHO HeLa, Lu1205, and HEK 293T cells were maintained in Dulbecco's modified Eagle's medium (DMEM, Invitrogen) with 10% fetal bovine serum (FBS; Sigma) and 1% penicillin–streptomycin (Invitrogen) at 37°C. The melanoma cell line Lu1205 was a kind gift from Meenhard Herlyn. Siah1a/2 WT, Siah1a/2 KO, IRE1α WT, IRE1α KO, ATF4 WT, and ATF4 KO MEFs [10], [75], [76] were similarly maintained with the addition of 55 µM β-mercaptoethanol (Invitrogen) and 1× nonessential amino acids (Invitrogen). Cells were seeded and cultured to ∼60–80% confluency. On the day of the experiment, cells were treated with vehicle (DMSO), or 1–2 µg/ml tunicamycin (Sigma) in DMSO, or 1 µM of thapsigargin (Sigma) in DMSO, or subjected to hypoxia (1% O_2_). Glucose deprivation was performed by incubating the cells in complete DMEM or in DMEM lacking glucose (Invitrogen) and containing 10% dialyzed FBS (Invitrogen).

### Keratinocyte culture

Primary mouse keratinocytes were isolated from newborn mouse epidermis as described [77] and seeded at a density of 5×10^6^ cells per 60-mm dish (or equivalent concentrations) in a defined serum-free keratinocyte specific medium (Invitrogen). Doxycycline was purchased from Sigma.

### Antibodies and reagents

Antibodies to Siah2, GRP94, ATF4, XBP1, AKAP121, myc, β-actin, CHOP were from Santa Cruz Biotechnology. Anti-HIF-1α was a generous gift from Dr. Robert Abraham. Anti-Flag and anti-Siah1 were from Sigma, while anti-PHD1 and anti-PHD3 were from Abcam. All antibodies were used according to the suppliers' recommendations. MG132 was from Calbiochem. DMOG was from Sigma. Immunohistochemical analysis of ATF4 expression was performed using anti-ATF4 antibody from Abcam.

### LC-MS/MS

Samples were prepared from ATF4 immunoprecipitates (antibodies described above) using standard procedures. Briefly, protein samples were reduced, alkylated, trypsin-digested, desalted and dried in a speed vac. Samples were re-suspended in 0.1% formic acid/5.0% acetonitrile and analyzed using a MS2 HPLC, HTC-PAL autosampler, Captive Spray Source (Bruker-Michrom) and a LTQ Orbitrap Velos Pro mass spectrometer equipped with electron transfer dissociation (Thermo Fisher Scientific; [78]). Database searches were as described previously [78] against a mouse protein database (mouse.ipi.3.73) with the exception that proline hydroxylation (+15.99491 Daltons) was included as a differential modification. The accuracy of the proline hydroxylation site identifications was manually confirmed (Figure 6F).

### Statistical analysis

The data were analyzed by Student's -test. p<0.05 was considered statistically significant. To verify that the number of mice used in the study was sufficient to provide the statistical power we calculated the sample size using G*Power 3.1 software for power analysis, further aided by using the t-test for assuring sufficient difference between two independent groups.

### Siah2 promoter fragments

The human Siah2 promoter fragments were amplified from HeLa cell genomic DNA by PCR and cloned into the pGL3-luciferase reporter vector (Promega). All constructs were verified by DNA sequencing.

### Plasmids, cloning and mutagenesis

PHD3 tagged with myc, OGDH and Siah2 tagged with Flag were cloned as previously described [27], [33], [46], [79]–[81]. The luciferase reporter vector containing the ATF4 response element was constructed by cloning the promoter region of mouse *Trib3* gene (−2000 to +30 bp of transcription start site) into pGL3-luciferase. Mutagenesis of ATF4 and XBP1 binding site on the Siah2 promoter and mutagenesis of ATF4 on the hydroxylation sites were performed using QuickChange II XL mutagenesis kit (Invitrogen). The sites of mutation for ATF4 and XBP1 are respectively shown in small letters: 5′-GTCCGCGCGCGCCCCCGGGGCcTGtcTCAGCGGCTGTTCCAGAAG-3′ (ATF4), 5′-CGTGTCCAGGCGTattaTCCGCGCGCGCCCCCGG (XBP1). The primers used for mutagenesis on mouse ATF4 of the two proline in position 60 and 235 were the following: for the mutation of proline in position 60: 5′-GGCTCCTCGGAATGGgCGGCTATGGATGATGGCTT-3′ (in lower case is the mutated nucleotide); for the mutation of proline in position 235: 5′-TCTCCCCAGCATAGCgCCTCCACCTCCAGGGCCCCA-3′ (in lower case is the mutated nucleotide).

### Adenoviral infection

Adenoviruses expressing WT ATF4, and spliced XBP1 were previously reported [82], [83]. Adenoviruses-expressing green fluorescent protein or β-Gal were used as a control. MEFs were infected with adenoviruses at a multiplicity of infection of 20. Twenty hours after infection, the adenovirus was removed, cells were harvested and total RNA and protein were extracted for analysis.

### Gene silencing and transduction

The shRNA vectors for silencing of *Siah1a* or *Siah2* were previously described [28]. The sequences used for scramble, *Siah2* and *Siah1a* shRNA were respectively: caacaagatgaagagcaccaa (scramble), ccttggaatcaatgtcacgat (mSiah2), atttagctcaagtcgatatgc (mSiah1a). For silencing of the murine *PHD1 and PHD3* genes, shRNAs were from Sigma (TRCN0000273085, TRCN0000009744 TRCN0000009746). For transduction, viral particles were harvested after transfection of HEK293T cells with the plasmid of interest and matched packaging plasmids using Jet Prime (Polyplus Transfection). Target cells were infected with viral particles by inoculation in the presence of polybrene (4 µg/ml, Sigma). Stable clones were established by growing cells in media containing puromycin (1 µg/ml, InvivoGen). For the preparation of PHD3 shRNA #2, nucleotides corresponding to 357–375 nt of mouse *PHD3* coding sequence were synthesized and cloned into pSuper vector (pSup-PHD3) as previously described [33]. Empty pSuper vector was used as a control. RNAi expression vectors were introduced into MEFs by transfection (jetPrime,). After 48 h, cells were treated with or without hypoxia and harvested.

### Immunoprecipitation and western blotting

To extract whole cell lysate, cells were harvested using RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, 1 mM EDTA, 1 mM sodium orthovanadate, 1 mM PMSF, 10 µg/ml aprotinin, and 10 µg/ml leupeptin). Cell lysates were subjected to SDS-PAGE and proteins transferred onto a nitrocellulose membrane (Osmonics Inc.). The membrane was probed with primary antibodies (described above) followed by a secondary antibody conjugated with fluorescent dye and detected using the Odyssey detecting system (LI-COR Bioscience).

### Hypoxia treatment

Cells were exposed to hypoxia (1% O_2_) in a hypoxia workstation (In Vivo 400; Ruskinn Corp.) and then processed immediately on ice.

### Luciferase assay

Cells in 24-well plates were transfected with 100 ng of Luciferase vector containing the Siah2 promoter region or the Luciferase vector containing the ATF4 response element and 80 ng of β-Gal vector using jetPrime in triplicate. After 24 h, cells were infected either with ATF4, spliced XBP1, or GFP virus for 24 h, prior to collection of cell lysate using 60 µl of reporter lysis buffer (Promega). Cell lysates (10 µl) were loaded onto a 96-well plate and luciferase activity was measured using a Veritas Microplate Luminometer (Turner Biosystems) according to manufacturers' instructions. β-Gal assay was used to normalize transfection efficiency. For the β-Gal assay, 10 µl of cell lysate was incubated in reaction buffer (100 mM NaH_2_PO_4_ pH 7.5, 0.1% O-Nitrophenyl-β-D galactopyranoside (ONPG), 1.2 mM MgCl_2_ and 50 mM β-mercaptoethanol) at 37°C for 20 min, and the reaction was stopped by addition of 1 M Na_2_CO_3_.The OD at 420 nm measured with a spectrophotometer was used to reflect β-Gal activity. The luciferase activity of each sample was divided by the β-Gal activity to calculate the relative luciferase activity.

### Chromatin immunoprecipitation (ChIP) assay

ChIP assays were performed using a Magna CHIPTM kit (Upstate). Triplicate biological samples were processed and analyzed. Briefly, cells (1.5×10^7^) were maintained in normoxia or hypoxia (1% O_2_) for 6 h, or treated with 1 µM of TG for 5 h, and crosslinked using 1% formaldehyde for 10 min at RT. The crosslinking was stopped by 5 M glycine. Cells were lysed and sonicated to obtain 200–500 bp chromatin fragments. Chromatin was immunoprecipitated with 5 µg of antibodies (Santa Cruz) and 20 µl of protein A/G magnetic beads in a total volume of 0.5 ml overnight at 4°C. After four washes, crosslinking of protein/DNA complex was reversed, DNA was purified using spin column, and subjected to qPCR analysis. The following primers corresponding to mouse Siah2 5′-untranslated region and spanning the HRE, ATF4 and XBP1 binding sites were as follows: 5′-GCGATCGACTCATTCAAGGGCTC-3′ and 5′-GCGTTCTGGTGCGCAGAG-3′.

### Microarray analysis

WT and Siah1a/Siah2 KO MEF cells were treated with TM or TG for 6 h, or subjected for 12 h to OD, GD or OGD, in duplicate. Total RNA (500 ng) was used for synthesis of biotin-labeled cRNA using an RNA amplification kit (Ambion). The biotinylated cRNA was labeled by incubation with streptavidin-Cy3 to generate probe for hybridization with the Mouse-6 Expression BeadChip (Illumina) that contain 48 K probes corresponding to mouse gene symbols. We analyzed the BeadChips using the manufacturers BeadArray Reader and collected primary data using the supplied Scanner software. Illumina BeadArray scanned data were pre-processed and normalized by Illumina GenomeStudio software (Illumina Inc, San Diego, CA). Probesets that are absent in all the study samples were removed from further analyses. To identify differentially expressed genes, the linear modeling approach and empirical Bayes statistics as implemented in the limma package [84] were employed. The Benjamini–Hochberg method was used to correct for the multiple comparison errors [85]. Principal component analysis (PCA) was performed with Partek Genomics Suite (Partek Inc. St. Louis, MO), and hierarchical clustering and other statistical analyses were performed using R/Bioconductor [86]. Genes with at least a 2-fold change at the 95% confidence level were considered as significant. The selected statistically significant genes in each of these experimental groups were than analyzed for functional enrichments using the Ingenuity Pathway Analysis (IPA) platform (Ingenuity Systems Inc., Redwood City, CA). The Gene Set Enrichment Analysis (GSEA) approach was also applied for the functional enrichment analyses [87]. A Fisher's exact test was employed to calculate the significant value, which determined the probability that an association between the genes within the dataset and the functional pathway could be explained by chance alone. Functional groups (or pathways) with a p-value<0.05 were considered to be statistically significant. The data obtained through our gene expression analysis has been deposited in the GEO public dataset (GSE39244).

### qRT-PCR analysis

Total RNA was extracted using a total RNA miniprep kit (Sigma) and digested with DNase I. cDNA was synthesized using oligo-dT and random hexamer primers for SYBR Green qPCR analysis. 18S rRNA and H3.3A were used as internal controls. Triplicate biological samples were used for the qPCR analysis. The PCR primers were designed using Primer3 and their specificity was checked using BLAST (NCBI). The PCR products were limited to 100–200 bp. The primers used for qPCR analysis were as follows:

mouse VEGFA forward 5′-ATCTTCAAGCCGTCCTGTGT-3′ and reverse 5′-GCATTCACATCTGCTGTGCT-3.′; mSiah2 forward 5′-GCTGAGAACTTTGCCTACAG-3′, and reverse 5′-GCTATGCCCAAATAACTTCC-3′; 18S rRNA forward 5′-GAGCGAAAGCATTTGCCAAG-3′, and reverse 5′-GGCATCGTTTATGGTCGGAA-3; mCHOP forward 5′-AAGCCTGGTATGAGGATCTGC-3′, and reverse 5′-GGGGATGAGATATAGGTGCCC-3′; mATF3 forward 5′-AGAGCTGAGATTCGCCATCC-3′, and reverse 5′-TGTTGACGGTAACTGACTCCA-3′;m spliced XBP1 forward 5′-CTGAGTCCGAATCAGGTGCAG-3′ (original CAG sequence was mutated to AAT to reduce the background signal from unspliced XBP-1) and reverse 5′-GTCCATGGGAAGATGTTCTGG-3′; mSiah1a forward 5′-GCTGAAAATTTTGCATATCG-3′ and reverse 5′-CCAGGAAAGTTTTAGGTTGG-3′; mSiah1b forward 5′-GAGATGAGCCGTCAGGCTGCTA-3′ and reverse 5′-GAATAGGTGGCAACACATAG; mATF4 FORWARD 5′-CCTGAACAGCGAAGTGTTGG-3′ and reverse 5′-TGGAGAACCCATGAGGTTTCAA-3′; mPHD1 forward 5′-AGTCCTTGGAGTCTAGCCGAG-3′ and reverse 5′-TGGCAGTGGTCGTAGTAGCA-3′; mPHD3 forward 5′-TTATGTTCGCCATGTGGACAA-3′ and reverse 5′-gcgtcccaattcttattcaggta-3′; hFactor VII forward 5′-AACCCCAAGGCCGAATTGT-3′ and reverse 5′-CGCGATCAGGTTCCTCCAG -3′. mMMP10 forward 5′- GAGCCACTAGCCATCCTGG, and reverse 5′- CTGAGCAAGATCCATGCTTGG-3′; mWNT5a forward 5′- CTCCTACAGTGTGGTTGTCAGG-3′, and reverse 5′- GCGCATCCATAAAGAGTCTTGA-3′; mWNT6 forward 5′- CTCCTACAGTGTGGTTGTCAGG-3′, and reverse 5′- GCGCATCCATAAAGAGTCTTGA-3′; mSOX11 forward 5′- CGAGCCTGTACGACGAAGTG-3′, and reverse 5′- AAGCTCAGGTCGAACATGAGG-3′; mPDGFC forward 5′- GCCAAAGAACGGGGACTCG-3′, and reverse 5′- AGTGACAACTCTCTCATGCCG-3′; mNRP1 forward 5′- ACCTCACATCTCCCGGTTACC-3′, and reverse 5′- AAGGTGCAATCTTCCCACAGA-3′; mALDH1 forward 5′- TTCCCACCGTCAACCCTTC-3′, and reverse 5′- CCAATCGGTACAACAGCCG-3′; mIGFBP6 forward 5′- TGCTAATGCTGTTGTTCGCTG-3′, and reverse 5′- CACGGTTGTCCCTCTCTCCT-3′; mGRB10 forward 5′- GGACAAATCGGAAGAGTGATCG, and reverse 5′- CATCCGTGTGCTCCCGTTAC-3′; mGPX7 forward 5′- TCCGAGCAGGACTTCTACGAC-3′, and reverse 5′- TCTCCCTGTTGGTGTCTGGTT-3′; mCYP7b1 forward 5′- GGAGCCACGACCCTAGATG-3′, and reverse 5′- GCCATGCCAAGATAAGGAAGC-3′; mCBR2 forward 5′- GGGCAGGGAAAGGGATTGG-3′, and reverse 5′- CCACACACACGGGCTCTATTC-3′; mIGF2 forward 5′- GTGCTGCATCGCTGCTTAC-3′, and reverse 5′- ACGTCCCTCTCGGACTTGG-3′; mPTGIS forward 5′- GCCAGCTTCCTTACCAGGATG-3′, and reverse 5′- GAGAACAGTGACGTATCTGCC-3′; mRab6 forward 5′- GGAGACTTCGGGAATCCGC-3′, and reverse 5′- ACTGTCATACATGAATCGGGTGA-3′; mGOLT1b forward 5′- ATGATCTCCCTCACGGATACG-3′, and reverse 5′- TCGAGACCAATTACAAAAGCCAA-3′; mHSPA5 forward 5′- ACTTGGGGACCACCTATTCCT, and reverse 5′- GTTGCCCTGATCGTTGGCTA-3′.

### Cerebral ischemia and assessment of infart volume and cell death analysis

*Siah1a^+/+^::Siah2^+/+^* and *Siah1a^+/−^::Siah2^−/−^* mice (male, 8–9 weeks old with 22–25 mg body weight) were subjected to induction of focal cerebral ischemia through intraluminal MCAO. Mice were anesthetized with 2.0–2.5% isoflurane administered by mask and MCAO was performed as described [88]. Briefly, unilateral MCAO was induced by insertion of silicone rubber-coated monofilament (Doccol Corp.). The silicone suture (size 6-0, diameter 0.09–0.11 mm) introduced from the common carotid artery was advanced into the internal carotid artery (10–11 mm from the common carotid artery bifurcation site). The filament was left in place for 24 h for pMACO. The post-ischemic mice were sacrificed, the brain was collected and placed at −20°C for 12 min. Then, coronal slices with 1 mm thickness were obtained by cutting using brain matrix. Sections were stained with 2% 2,3,5-triphenyltertrazolium chloride (TTC) solution for 25 min at 37°C. The sections were fixed with 10% neutral buffered formalin solution (Sigma-Aldrich) at 4°C.

Coronal brain slices were scanned with a high-resolution scanner (HP ScanJet G4010). The healthy non-ischemic area and infarct area were measured using Image J1.44 (NIH). To avoid an edema effect, infarct area was calculated by subtracting healthy area of ipsilateral hemisphere from total area of contralateral hemisphere as described [82]. Infarct volume was calculated by adding all brain sections with 1 mm thickness.

To verify that the number of mice used in the study is sufficient to provide the statistical power we calculated the sample size using G*Power 3.1 software for power analysis, which was further aided using the t-test to assure sufficient difference between two independent groups. To have a 95% probability of detecting a difference in means of 4.3 standard deviations, a sample size of three mice in each treatment group was calculated to be necessary. Accordingly the sample size used in these experiments is sufficient to support statistically significant conclusions. Of note, we used a larger group size for the WT animals since 44% of the WT mice died within 24 h following permanent MCAO. The increased group size for the WT enabled to secure the number of mice needed for statistical power.

### TUNEL staining

Brain slices from *Siah1a^+/+^::Siah2^+/+^* and *Siah1a^+/−^::Siah2^−/−^* mice were obtained after 24 h of pMCAO. Among the slices, #3 and #4 slices were further sectioned through paraffin-embedded method and stained using ApopTag-red (Millipore) according to manufacturer's direction. Immunohistochemistry analyses of adjacent slices were performed for expression of ATF4 and CHOP.

### Histological analyses

Tissue collected from *Siah1a^+/+^::Siah2^+/+^* and *Siah1a^+/−^::Siah2^−/−^* mice were fixed in Z-fix (buffered zinc formalin fixatives, Anatech) overnight. After fixation, tissues were washed twice with PBS and processed for paraffin embedding. Brain embedded in paraffin blocks were sliced at 5 µm and stained with hematoxylin and eosin. For ATF4 and CHOP staining, all cryosections were fixed with Z-fix (buffered zinc formalin fixatives, Anatech) and followed by a blacking of non-specific binding sites (Dako/Agilent Inc.) for 30 min at room temperature. Antigen retrieval was performed in a pressure cooker (Decloaking chamber, Biocare Medical) in citrate buffer (pH 6.0) and used for CHOP and ATF4 immunostaining. Antibodies/dilutions for the following markers were used in antibody diluent (Dako) overnight at 4°C. For CHOP analysis secondary antibody labeled with Alexa Fluor 488, was placed on tissue sections for 1 h at room temperature (1∶400, Molecular Probes). Nuclei were counterstained using *SlowFade* Gold Anti-fade reagent with 4′,6-diamidino-2-phenylindole (DAPI; Vector Laboratories). For immunohistochemistry analysis of ATF4 the staining was visualized using an alkaline phosphatase technique (Vector red alkaline substrate kit I, Vector Laboratories).

### Annexin V and propidium iodide staining and flow cytometric analyses

Siah1a/2 WT and double knockout MEFs were grown under control (normoxic, high glucose), OD (1% O_2_) and OGD (1% O_2_, glucose-free for 48 h), or ischemic condition (no nutrient media for 16 h). The cells were then harvested and immediately stained with Annexin V-FITC and propidium iodide using the Biovision Annexin V-FITC Apoptosis Kit (Biovision, USA; K101-100). The cells were subjected to FACS analysis using a FACSCanto (BD Biosciences, USA) and FlowJo software (TreeStar, USA) (n = 10,000 cells per replicate). The data shown represent experiments performed in triplicate.

How the deposited data were processed for this re-analysis (not part of the article)

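The data are 24 Illumina Mouse-6 BeadChip arrays of biotin-labelled cRNA from WT and KO MEFs in 6 conditions, with 2 arrays in each of 12 groups. The conditions were untreated, OD (12 h, 1% oxygen), GD (12 h), OGD (12 h), TG (6 h, 1 µM in the culture methods) and TM (6 h; the culture methods give a range of doses, and which was used for the arrays is not named). The text gives the array cells as null for Siah1a and Siah2, and the legend of the qPCR panels gives the Siah1a genotype of its cells as heterozygous, so KO is used here as the array labels use it. The authors scanned the chips and processed them in GenomeStudio (version not given). Their deposited normalized values are linear intensities. Sorted within each array, the values of the 24 arrays differed at 1 rank by a median of 0.0816% and by at most 4.47%, as quantile normalization leaves them, and no background had been subtracted. A deposited table of un-normalized signals was not used here, because its 24 signal columns and 24 detection p columns carry names that match no sample label. Settings planned on those signals therefore could not be run, and the deposited normalized values took their place as the main setting.

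Of all probes, 34885 had 1 gene symbol, 18 had several and 10378 had none in the platform's annotation; 34807 of those with 1 gene were matched by gene ID to the mouse annotation used for chromosomes, and 0 symbols changed. The background was estimated from the values themselves, since no detection p was used. Its mode was 182 and its spread 0.157 on the log2 scale, from the values at or below the mode. The background level was the upper tail of 0.01 of that distribution, 235 (7.88 on the log2 scale), and a looser level was its upper tail of 0.05, 218. Probes above the level on at least 1 array were kept, 25913 or 57.2% of all. The kept probes with 1 gene covered 13094 genes, of which 5344 had more than 1 kept probe. A gene was represented by its kept probe with the highest mean log2 signal over all arrays. Where both arrays of a group lay below the level, the fold change is a lower bound, computed from the level.

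Log2 values were fitted in R 4.3.3 with limma 3.58.1, with 12 group means, no covariate, 12 residual degrees of freedom and 3.46 prior degrees of freedom. The comparisons were KO with WT in each of 6 conditions, each of 5 stresses with untreated cells in WT, and the difference between the KO and the WT response to each stress. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all kept probes of a comparison and a fold change of at least 2, the thresholds of the methods; the legend of Fig. 4A words its threshold as a p at most 0.05, which was run as an alternative. The comparisons of WT responses share the untreated arrays, and the 6 comparisons of KO with WT share no arrays. Lists of genes were tested with camera (preset inter-gene correlation 0.01), adjusted over 132 tests for KO against WT and over 110 each for the WT responses and for the response differences, and again with an estimated correlation, with fry and with Fisher's exact test on calls. Fisher's test counts calls of both directions, and intervals over arrays are 95% t intervals of a list's mean log2 signal in the same model. The 22 lists were written from general knowledge before the data were examined, some with the paper's themes in view. They were the PERK/ATF4 response, ER chaperones and ER-associated degradation, ER-Golgi transport, HIF1 targets, cholesterol synthesis, glutathione and peroxide metabolism, MHC class I antigen presentation, interferon-stimulated genes, imprinted genes, fibroblast matrix, Wnt signalling, apoptosis, cell cycle, p53 targets, markers of epithelial, endothelial, blood, muscle, neural and chondrocyte, bone or fat cells, sex chromosome markers, and SIAH ligases and substrates with oxygen sensors. Principal components were computed on centred log2 values of the kept probes.

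The genes named were set by a rule before the data were examined: those of Tables 1 to 4 and Fig. 4E to K with the main genes of the Siah, HIF1 and ER stress pathways (their values in the paper had been seen), the 10 highest and 10 lowest called genes of each comparison of KO with WT, up to 4 called members of each list in each comparison, and the 5 highest and 5 lowest of each other comparison. Genes of the sex chromosomes beyond these were named after their values were seen. Array duplicates correlated at an r of 0.972 (WT), 0.981 (KO), 0.972 (WT GD), 0.982 (KO GD), 0.972 (WT OD), 0.977 (KO OD), 0.954 (WT OGD), 0.973 (KO OGD), 0.992 (WT TM), 0.990 (KO TM), 0.994 (WT TG) and 0.988 (KO TG). The procedure was tested on simulated data with the observed spread: of 100 probes changed 2-fold, 66 passed the adjusted p and 43 were called with the fold threshold, of 100 changed 4-fold 90 were called, and 3 unchanged probes were called. A shift of -0.5 put on 1 list in simulated data gave an adjusted p of 8.47e-18, and 0 of 130 other list tests were called by camera. Genes and arrays were simulated as independent. These results therefore cannot show how the tests behave where genes of a list, or same-numbered arrays, vary together as they do in the real data. Alternatives were no filter, the looser level, a filter on both arrays of a group, normexp background correction (offset 16), the unadjusted p, only the arrays of the groups compared (the narrow fit), the replicate number as a block, the same block within each pair of chips, the mean of all kept probes of a gene, and each array left out in turn. H19, Ednra, Gdf15 and Areg had 0 probes under those symbols and the probe of H2-Q2 was not kept, so they are not analysed here; the qPCR, protein and other experiments of the paper are not analysed here either.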

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

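The tests of a separate batch on the interferon-stimulated and the class I genes were chosen only after their results were seen, as were the intervals over arrays, normexp and the block within chip pairs, and the other tests of this part before. Differences between the KO and the WT response to a stress were tested by limma as a difference of differences, for which 0 genes were called under OD and under GD (10 and 1 at an unadjusted p of at most 0.05 and a 2-fold difference), 3 under OGD, 65 under TG and 83 under TM.

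Pattern 1 is the 197 genes called in the same direction in all 6 comparisons of KO with WT, of which 157 are in none of Tables 1 to 4. The median over the 6 conditions was 4.53 for the imprinted gene Mest, -3.44 for Xist and 3.99 for Eif2s3y. Chromosome segments of another mouse strain kept around the targeted genes do not hold most of them: of 195 with a place on a chromosome, 5 (2.56%, exact 95% interval 0.838 to 5.88) lay among the 50 nearest measured genes on each side of Siah1a or Siah2. A smaller contribution there cannot be told apart from chance, since the share near the targets was 1.69 times that elsewhere (one-sided Fisher exact p = 0.179), with Irx3 near Siah1a and Gpr149, Ptx3, Ppm1l and Gask1b near Siah2. The sex chromosomes, with Xist and the Y-linked Eif2s3y and Kdm5d, do not hold most either, since 9 of 195 (4.62%, upper limit 8.58) lie on X or Y. Effects of such segments, or of a difference in sex between the cells, on genes elsewhere were not tested. Both causes therefore stay open for those genes. Only 200 genes count as neighbours, and 416 measured genes lie on X and 5 on Y, of 13094 measured. Neither place could readily have held most of the 197, whatever the cause, so these shares do not weigh against either cause. A single line per genotype, whose embryos or passages differ, stays open beside the loss of Siah1a and Siah2, and was not tested.

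Pattern 2 is that camera placed ER chaperones lower in KO than in WT cells under OGD (3 of 30 genes called; adjusted p = 4.68e-05, but adjusted p = 0.106 with an estimated correlation) and TM (1 of 30; adjusted p = 0.00428, but adjusted p = 0.262 with an estimated correlation), and PERK/ATF4 genes under OGD (4 of 34; adjusted p = 0.00458, but adjusted p = 0.313 with an estimated correlation) but not TM (2 of 34; adjusted p = 0.0574). The response to OGD was weaker in KO cells for ER chaperones by a median of -0.33 (adjusted p = 6.08e-06, but adjusted p = 0.275 with an estimated correlation), and that to TM by -0.29 (adjusted p = 0.0278, but adjusted p = 0.612 with an estimated correlation). For the chaperones under TM the bootstrap interval over genes left out 0 (-0.474 to -0.119; 22 of 30 genes negative), but it holds no spread between arrays, and the interval over arrays of the list's mean was -0.661 to 0.0660 (-0.679 to 0.0849 with the replicate block). A difference already present in untreated cells and a weaker response in KO cells therefore cannot be told apart, nor can they for the PERK/ATF4 list, whose median of -0.15 had intervals of -0.375 to 0.115 over 34 genes and -0.497 to 0.259 over arrays (-0.467 to 0.229). The KO OGD arrays lay on other chips than the WT OGD and untreated arrays, so the response difference under OGD (interval over arrays -0.775 to -0.0488) also compares chips.

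Pattern 3 is the genotype difference in antigen presentation and interferon-stimulated genes, which changed under TG and TM. The KO minus WT difference of the class I list rose against untreated cells by a median of 1.07 (adjusted p = 2.41e-17, but adjusted p = 0.275 with an estimated correlation) under TG and 1.24 (adjusted p = 1.31e-22, but adjusted p = 0.275 with an estimated correlation) under TM, and that of the interferon-stimulated list by 1.02 (adjusted p = 1.09e-14, but adjusted p = 0.275 with an estimated correlation) under TM, 0.30 (adjusted p = 0.0168, but adjusted p = 0.654 with an estimated correlation) under TG, 0.51 (adjusted p = 0.000223, but adjusted p = 0.612 with an estimated correlation) under OGD, 0.25 (adjusted p = 0.00360, but adjusted p = 0.612 with an estimated correlation) under GD and 0.21 (adjusted p = 0.00942, but adjusted p = 0.612 with an estimated correlation) under OD. A separate batch of cultures or chips that held the TM and TG arrays would leave the 2 drugs alike, and they differed by 0.79 for the interferon-stimulated list (interval over genes 0.521 to 0.919; 29 of 33 above 0), but adjusted p = 0.105 with an estimated correlation, adjusted p = 0.249 from fry and the interval over arrays, 0.0161 to 1.41 (0.0218 to 1.41 with the replicate block), holds values within 0.25 of 0. For the class I list they differed by 0.23 (0.0718 to 0.349; 19 of 21; over arrays -0.558 to 1.06, and -0.436 to 0.934 with the block), so for both lists such a batch and an effect of the drugs cannot be told apart. Across all genes, TM against TG gave 0 genes called by limma (58 at an unadjusted p of at most 0.05 and a 2-fold difference).

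Of the 3 genes whose response to OGD differed, Slc2a3 changed by 2.75, Hyal1 by -1.74 and Sstr2 by -2.20 on the log2 scale, KO minus WT. The count was 0 without untreated WT replicate 1, 1 without untreated KO replicate 1, 127 without WT OGD replicate 1, 0 without untreated WT replicate 2 and 6 without WT OGD replicate 2, 6 with the replicate block and 5 with it within chip pairs, and limma called 0 in the narrow fit and with normexp (115 at an unadjusted p of at most 0.05 and 2-fold in the fit of all arrays). Slc2a3 lost its call in the narrow fit, with normexp background correction, without untreated WT replicate 1 or untreated WT replicate 2 (adjusted p from 0.0510 to 1.00). Hyal1 lost its call in the narrow fit, with normexp background correction, without untreated WT replicate 1, untreated KO replicate 1, KO OGD replicate 1, untreated WT replicate 2, untreated KO replicate 2 or KO OGD replicate 2 (adjusted p from 0.0510 to 1.00). Sstr2 lost its call in the narrow fit, with normexp background correction, without untreated WT replicate 1, untreated KO replicate 1, KO OGD replicate 1, untreated WT replicate 2 or untreated KO replicate 2 (adjusted p from 0.0593 to 1.00).

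Among the 65 genes whose response to TG differed, the named ones were Serpina3n 3.28, Dcn 3.14, H2-K1 3.06, Psmb9 2.74, Elmo1 2.24, Traf1 1.90, Ramp3 -5.22, Sox10 -2.68, Scara3 -2.64, Cck -2.64, Mgll -2.38, Xlr4a -1.92 and Fam110c -1.71. The count was 25 without untreated KO replicate 1, 25 without WT TG replicate 1, 21 without KO TG replicate 1, 26 without untreated WT replicate 2, 26 without WT TG replicate 2 and 37 without KO TG replicate 2, and 7 in the narrow fit, 156 with the replicate block, 227 with it within chip pairs and 29 with normexp. No setting ended the calls of Elmo1 and Ramp3. Serpina3n lost its call without WT TG replicate 1, KO TG replicate 1, untreated WT replicate 2, untreated KO replicate 2 or WT TG replicate 2 (adjusted p from 0.0585 to 0.0948). Dcn lost its call in the narrow fit (adjusted p = 0.0639). H2-K1 lost its call in the narrow fit, without untreated KO replicate 1, WT TG replicate 1, KO TG replicate 1, untreated WT replicate 2, untreated KO replicate 2 or WT TG replicate 2 (adjusted p from 0.0752 to 0.166). Psmb9 lost its call with no filter on dim probes, in the narrow fit, without untreated KO replicate 1, WT TG replicate 1, KO TG replicate 1, untreated WT replicate 2, untreated KO replicate 2, WT TG replicate 2 or KO TG replicate 2 (adjusted p from 0.0528 to 0.201). Traf1 lost its call with no filter on dim probes, in the narrow fit, with normexp background correction, without untreated KO replicate 1, WT TG replicate 1, KO TG replicate 1, untreated WT replicate 2, untreated KO replicate 2, WT TG replicate 2 or KO TG replicate 2 (adjusted p from 0.0528 to 0.217). Sox10 lost its call in the narrow fit, without untreated WT replicate 1, untreated KO replicate 1, WT TG replicate 1, KO TG replicate 1, untreated WT replicate 2, WT TG replicate 2 or KO TG replicate 2 (adjusted p from 0.0569 to 0.199). Scara3 lost its call in the narrow fit, with normexp background correction, without WT TG replicate 1, KO TG replicate 1, untreated WT replicate 2, untreated KO replicate 2 or KO TG replicate 2 (adjusted p from 0.0614 to 0.608). Cck lost its call with normexp background correction (adjusted p = 0.105). Mgll lost its call in the narrow fit, with normexp background correction, without KO TG replicate 1 (adjusted p from 0.0513 to 0.138). Xlr4a lost its call in the narrow fit, with normexp background correction, without untreated WT replicate 1, untreated KO replicate 1, WT TG replicate 1, KO TG replicate 1, untreated WT replicate 2, WT TG replicate 2 or KO TG replicate 2 (adjusted p from 0.0614 to 0.532). Fam110c lost its call in the narrow fit, without untreated KO replicate 1, WT TG replicate 1, KO TG replicate 1 or untreated WT replicate 2 (adjusted p from 0.0551 to 0.0806).

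Among the 83 genes whose response to TM differed, the named ones were Psmb8 3.58, Dcn 3.37, Ifi27l2a 3.18, Serpina3n 3.07, H2-K1 2.96, Psmb9 2.80, Traf1 1.94, Wnt6 1.14, Dusp6 -3.59, Ramp3 -3.22, C1qtnf3 -3.19, Col7a1 -2.63, Etv4 -2.50, Fam110c -1.57, Hs3st1 -1.31 and Atf3 -1.17. The count was 18 without untreated KO replicate 1, 23 without WT TM replicate 1, 24 without KO TM replicate 1, 29 without untreated WT replicate 2, 14 without WT TM replicate 2 and 24 without KO TM replicate 2, and 35 in the narrow fit, 181 with the replicate block, 278 with it within chip pairs and 41 with normexp. The calls of Dcn and Etv4 held in every setting. Psmb8 lost its call in the narrow fit, without untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0621 to 0.133). Ifi27l2a lost its call in the narrow fit, without untreated WT replicate 1, untreated KO replicate 1, KO TM replicate 1, untreated KO replicate 2 or WT TM replicate 2 (adjusted p from 0.0549 to 0.131). Serpina3n lost its call without each of the 8 arrays in turn (adjusted p from 0.0516 to 0.111). H2-K1 lost its call in the narrow fit, without untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, untreated KO replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0583 to 0.192). Psmb9 lost its call in the narrow fit, without untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, untreated KO replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0575 to 0.194). Traf1 lost its call in the narrow fit, without untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, untreated KO replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0653 to 0.183). Wnt6 lost its call in the narrow fit, with normexp background correction, without untreated WT replicate 1, untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0757 to 0.171). Dusp6 lost its call without untreated KO replicate 1, KO TM replicate 1, untreated WT replicate 2 or WT TM replicate 2 (adjusted p from 0.0757 to 0.0934). Ramp3 lost its call in the narrow fit, with normexp background correction, without untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, untreated KO replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0583 to 0.170). C1qtnf3 lost its call in the narrow fit, without untreated WT replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, untreated KO replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0662 to 0.151). Col7a1 lost its call in the narrow fit, with normexp background correction, without untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0523 to 0.0735). Fam110c lost its call without untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0616 to 0.113). Hs3st1 lost its call in the narrow fit, with normexp background correction, without untreated WT replicate 1, untreated KO replicate 1, WT TM replicate 1, KO TM replicate 1, untreated WT replicate 2, WT TM replicate 2 or KO TM replicate 2 (adjusted p from 0.0653 to 0.180). Atf3 lost its call in the narrow fit, with normexp background correction, without each of the 8 arrays in turn (adjusted p from 0.0678 to 0.235).

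HIF1 targets differed in response by a median of 0.18 (adjusted p = 0.0187, but adjusted p = 0.612 with an estimated correlation) under OD, 0.0888 (adjusted p = 0.0187, but adjusted p = 0.612 with an estimated correlation) under GD and 0.30 (adjusted p = 0.0156, but adjusted p = 0.612 with an estimated correlation) under OGD. Cholesterol synthesis differed under TG by a median of 0.69 (adjusted p = 0.000275, but adjusted p = 0.612 with an estimated correlation).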

How the results depend on the processing

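Normexp correction, the looser level, the filter on both arrays of a group and the replicate block within chip pairs were chosen after seeing the data; the other alternatives were set before the data were examined. Limits are the 2 arrays per group and signals near background, below which a fold is only a bound. None of the named calls, and none of the lists called for KO against WT, changed sign under the settings run for them. Signs of other called genes were not followed. Of 703 named calls, 30 ended with no filter on dim probes, 308 in the narrow fit, 13 at the looser level, 29 with normexp, 12 with the replicate block within chip pairs, and 0 with the replicate block or the filter on both arrays, and of 2940 values with 1 array left out 665, belonging to 235 calls, lost the call. Counts of genes stayed within 1.5 times of the main ones with no filter, the looser level and the filter on both arrays. Where a left-out array leaves 1 in a group, that array is assumed to vary like the others. Replicate numbers deviated together from group means in all 66 pairs of groups (r from 0.137 to 0.768, median 0.379). The median was 0.424 for 30 pairs on the same chips and 0.311 for 36 on different chips. The 36 pairs share no chip and were all positive, which argues against the chip as the only source. The difference of 0.114 leaves open how much the chip added beside other sources such as the day of culture. Not run, for lack of columns tied to samples, were neqc and quantile normalization of the un-normalized signals and both detection p filters, and the chip as a random block, because single replicates are tied to no chip. The deposited values are the main setting.

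At an unadjusted p of at most 0.05 the genes called were 77 for OD in WT (main 33), 9 for GD in WT (1), and for the response differences 10 under OD (0), 1 under GD (0), 115 under OGD (3), 374 under TG (65) and 422 under TM (83), by the construction of the threshold. The narrow fit gave 164 for KO with WT untreated (504), 116 under OD (518), 133 under GD (483), 53 under OGD (672), 852 under TG (662) and 973 under TM (757), 0 for OD, GD and OGD in WT by limma (33, 1 and 607; at an unadjusted p of at most 0.05 and 2-fold in the fit of all arrays 77, 9 and 762), 160 for TM in WT (344), 0, 7 and 35 for the response differences under OGD, TG and TM, and 39, 131 and 37 for the genes shared by untreated, OD and OGD (330), by untreated, TG and TM (262) and by all 6 (197). The replicate block gave 50 for OD in WT and 6, 156 and 181 for the response differences under OGD, TG and TM, and kept all genes called without it. Within chip pairs the block gave 52 for OD and 524 for TM in WT and 5, 227 and 278 for those differences. Normexp gave 0, 29 and 41 for them. Of 132 list tests 36 were called by camera, 12 with an estimated correlation and 55 by fry, which does not compare a list with other genes. The share of the first principal component was 29.7% with no filter, 16.4% at unit variance and 50.5% over the 1000 most variable probes (31.3%). The cause was not tested beyond the construction named.

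Leaving out 1 array in turn, the ranges were 356 to 500 for KO with WT untreated, 393 to 565 under OD, 365 to 597 under GD, 514 to 1297 under OGD, 470 to 530 under TG and 544 to 580 under TM; 9 to 22, 1 to 9, 266 to 1208, 279 to 518 and 171 to 337 for OD, GD, OGD, TG and TM in WT; 0 to 1, 0 to 1, 0 to 127, 21 to 52 and 14 to 67 for the response differences in the same order; 257 to 346, 199 to 233 and 169 to 210 for the 3 shared sets; and 34 to 39 for the lists. For genes that were not called, the log2 fold change spanned 0 without 1 array: Siah1b under GD -0.24 to 0.40, Siah2 under OD -0.80 to 0.00732, Egln1 under OD -0.52 to 0.30, Hif1a under OGD -2.10 to 0.0502, Ddit3 under TM -0.23 to 0.11, Tap1 under TM -0.0486 to 0.21, Tap1 under TG -0.24 to 0.16, Hspa5 under TG -0.0608 to 0.21 and Hif1a under TG -0.26 to 1.006. Counts beyond 1.5 times of the main ones arose without 1 array for all WT responses, all response differences and KO with WT under OGD; the cause was not tested.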

Differences from the paper's values

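Of the 444 fold changes in the paper's Tables 1 to 4, 427 were compared here, for 103 genes. All 427 had the paper's sign, though its -1 for Chac1 under TM, Phgdh under OGD and Sec22b under TM is itself no change. By the probe used, 232 were within 1% of the paper's. Of the 427, 44 differed by over 1.5 times and, where the value is no bound, by more than the spread of duplicates. Values here are fold changes by the probe with the highest mean signal, negative where KO is lower, and a bound is a fold against a group below background. The settings set before the data were examined were no filter, the narrow fit, the replicate block, the mean of all kept probes of a gene (set for the lists) and each array left out; those not named for a gene leave its difference, so no filter, the narrow fit and the replicate block leave all 44. The mean linear signal of all probes of a gene, chosen after seeing the values, leaves no difference for all but Prkca and Prkg2, Arf6 under OGD and Adam23 in untreated cells and in 1 of its 2 OD values, and drops 3 of the 378 values called by the probe used.

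For Gpr149 in Table 1 the paper's fold change is -38.08 in untreated cells against -65.2, -17.3 under OGD against -32.8, -8.31 under TG against -15.4 and -8.38 under TM against -16.0 here. That difference is gone in untreated cells without untreated WT replicate 2 and under OGD without WT OGD replicate 1. The paper's fold change for Sema7a in Table 2 is -3.03 under TG against -5.51 and -5.03 under TM against -9.13 as a bound here, a difference that is gone with the mean of kept probes. In Table 2, the paper's fold change for Aldh3b1 is 4.12 under TG against 6.42 as a bound here, which no longer differs with the mean of kept probes under TG and under TG without KO TG replicate 1. Pdgfra in Table 2 has a fold change, as the paper's value, of 8.43 under TG against 12.7 and 24.71 under TM against 38.5 here. The difference is gone under TG without WT TG replicate 1 or KO TG replicate 2 and under TM without WT TM replicate 1 or KO TM replicate 2. For Cxcl12 in Table 2 the paper's fold change is 10.77 under TG against 20.1 and 21.3 under TM against 35.3 here. That difference is gone with the mean of kept probes and under TM without KO TM replicate 2. The paper's fold change for Wnt5a in Table 2 is 5.41 in untreated cells against 8.15, 3.76 under TG against 6.52 and 3.89 under TM against 5.90 here, a difference that is gone with the mean of kept probes under TG and under TM, in untreated cells without untreated WT replicate 2 or untreated KO replicate 2 and under TM without KO TM replicate 2. In Table 2, the paper's fold change for Sox12 is 5.47 in untreated cells against 15.2 as a bound, 4.76 under TG against 13.8 as a bound and 6.16 under TM against 17.1 as a bound here, which no longer differs with the mean of kept probes. Cdh3 in Table 2 has a fold change, as the paper's value, of 6.13 in untreated cells against 9.66 as a bound, 5.76 under TG against 9.56 as a bound and 5.67 under TM against 10.5 here. The difference is gone with the mean of kept probes and in untreated cells without untreated KO replicate 2.

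For Sema7a in Table 3 the paper's fold change is -7.3 under OD against -11.0 here. That difference is gone under OD without WT OD replicate 2 or KO OD replicate 2. The paper's fold change for Sox11 in Table 3 is -3.79 under OGD against -5.93 here, a difference that is gone under OGD without WT OGD replicate 1. In Table 3, the paper's fold change for Oas1g is -3.68 in untreated cells against -7.37, -3.13 under OD against -6.23 and -2.63 under OGD against -5.24 here, which no longer differs with the mean of kept probes, in untreated cells without untreated WT replicate 1 or untreated KO replicate 2, under OD without WT OD replicate 1 and under OGD without WT OGD replicate 1 or KO OGD replicate 1. Sema4f in Table 3 has a fold change, as the paper's value, of -2.5 in untreated cells against -4.11 and -3.42 under OD against -6.82 here. The difference is gone with the mean of kept probes and in untreated cells without untreated WT replicate 2 or untreated KO replicate 2. For Prkca in Table 3 the paper's fold change is -2.72 under OGD against -1.16 here, and no setting set beforehand removes the difference. The paper's fold change for Srgap3 in Table 3 is 2.1 in untreated cells against 3.75 and 2.66 under OGD against 4.86 here, a difference that is gone with the mean of kept probes and in untreated cells without untreated KO replicate 1. In Table 3, the paper's fold change for Adam23 is 2.31 in untreated cells against 7.12 as a bound, 2.16 under OD against 5.78 as a bound, 2.79 under OGD against 4.75 as a bound and 3.79 under OD against 5.78 as a bound here, which no longer differs with the mean of kept probes, under OGD without KO OGD replicate 1 and under OD without KO OD replicate 1. Wnt5a in Table 3 has a fold change, as the paper's value, of 5.41 in untreated cells against 8.15 and 4.53 under OGD against 7.34 here. The difference is gone with the mean of kept probes under OGD, in untreated cells without untreated WT replicate 2 or untreated KO replicate 2 and under OGD without WT OGD replicate 2. For Sox12 in Table 3 the paper's fold change is 5.47 in untreated cells against 15.2 as a bound, 5.64 under OD against 14.6 as a bound and 3.47 under OGD against 8.95 as a bound here. That difference is gone with the mean of kept probes. The paper's fold change for Cdh3 in Table 3 is 6.13 in untreated cells against 9.66 as a bound, 5.15 under OD against 8.10 as a bound and 5.85 under OGD against 9.08 as a bound here, a difference that is gone with the mean of kept probes, in untreated cells without untreated KO replicate 2, under OD without KO OD replicate 2 and under OGD without KO OGD replicate 1. In Table 4, the paper's fold change for Arf6 is -1.3 under OGD against -2.51 here, which no longer differs under OGD without KO OGD replicate 1 or WT OGD replicate 2. The log2 fold change of Arf6 here was -1.33, near the printed -1.3. A log2 value in that cell of the table would also remove the difference, which was not tested. Prkg2 in Table 4 has a fold change, as the paper's value, of -2 under TM against -3.88 here, and no setting set beforehand removes the difference. On the log2 scale the change here was -1.96, near the printed -2. Whether that cell of the table is a log2 value was not tested.

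Table 3 lists Adam23 and H2-D1 in 2 rows each, with different values for the same comparisons. Of 427 values, 49 were not called here. An unadjusted p calls 31 of them, the replicate block 23, the mean of kept probes 8, the narrow fit 8 and the mean linear signal 7 (chosen after seeing the values), and leaving out 1 array at most 3 (without untreated WT replicate 1).

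The paper's count of genes up- or down-regulated among untreated, OD and OGD cells is approximately 35, while its Table 3 of that set has 65 rows, and 330 were called here. Set against the approximate 35, the narrow fit, at 39, is within 1.5 times and every other setting set beforehand is not (no filter 311, unadjusted p 421, replicate block 397, and 257 to 346 without 1 array). The paper's counts among untreated, TG and TM cells are 27 up and 13 down, and 172 and 90 were called here. Every setting set beforehand leaves a difference, the nearest being 90 and 41 in the narrow fit. The paper's counts are of genes within its functional groups, and those here are of all genes at its stated thresholds. The first principal component is about 12% in Fig. 4D, read by eye, and 31.3% here, and the second is about 11% in Fig. 4D, read by eye, and 21.4% here. Scaling probes to unit variance gives 16.4% and 16.1%, which do not differ by over 1.5 times, and no filter (29.7% and 20.4%) and the 1000 most variable probes (50.5% and 21.4%) leave the difference.

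The paper states that the HIF1α and hypoxia pathway changed most between genotypes. That statement rests on canonical pathways of Ingenuity Pathway Analysis over the 6 conditions, whose gene sets were not available here. The HIF1 list used here holds target genes written from general knowledge, so the gene sets and tests are unlike. It passed camera in none of the 6 conditions, and Fisher's exact test on calls under OD alone (adjusted p = 0.0102). The lowest adjusted p of both tests were those of the class I and interferon-stimulated lists in untreated cells, but neither passed with an estimated correlation (adjusted p = 0.166 and 0.101), where the lowest, 0.0206, were those of imprinted genes and, under TG, Wnt signalling. Under OD 6 of 36 HIF1 targets were called and 5 under OGD, Slc2a3 among them. The paper states that arrays cluster by treatment group. Here the silhouette of the 12 groups was -0.248 and that of genotype 0.437. The second component lay at 89.6% between treatments and set TG and TM apart from the others. The paper's sentence on gene set enrichment names ER-Golgi transport. Here 1 of 46 genes listed for that route was called, Arf6 under OGD (Rab6a as well with the replicate block), and the list passed in no condition. The list is not the gene set of the paper. Of the 37 values of Table 4 compared, 17 were called, with Stard5 counted once for each of its repeated rows. All 37 had the table's sign. Its -1 for Chac1 under TM, Phgdh under OGD and Sec22b under TM is itself no change.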

Other observations

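The tests of how the paper's table values arise, at the end of this part, were chosen only after those values were compared. Imprinted genes, which are expressed from 1 parental copy, were higher in KO cells. Of 27 measured, the counts higher and lower, with those adjusted over the list alone in parentheses, were 5 and 0 (6 and 1) in untreated cells, 5 and 0 (6 and 1) under OD, 5 and 0 (6 and 0) under GD, 4 and 0 (4 and 0) under OGD, 5 and 0 (5 and 0) under TG, 7 and 0 (7 and 1) under TM. They included Mest, a fetal growth gene, Grb10, which binds the insulin receptor and restrains growth, and Ndn, which restrains cell division. Ndn was higher by 3.28 in untreated cells, 3.43 under OD and 3.26 under GD. By camera the list was higher in untreated cells (adjusted p = 0.000154; adjusted p = 0.0206 with an estimated correlation), OD (adjusted p = 0.000245; adjusted p = 0.0206 with an estimated correlation), GD (adjusted p = 0.00144; adjusted p = 0.0346 with an estimated correlation), TG (adjusted p = 0.000110; adjusted p = 0.0206 with an estimated correlation) and TM (adjusted p = 0.000245; adjusted p = 0.0206 with an estimated correlation). Under OGD it was higher (adjusted p = 0.0234; adjusted p = 0.0952 with an estimated correlation), but not without WT OGD replicate 1 (adjusted p = 0.136) or in the narrow fit, which uses only the arrays of the groups compared (0.0509).

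Cell cycle genes were lower in KO cells under TG (adjusted p = 0.00556; adjusted p = 0.278 with an estimated correlation) and TM (adjusted p = 0.0178; adjusted p = 0.365 with an estimated correlation). Of 31 measured, the counts higher and lower were 0 and 2 (0 and 2) under TG and 0 and 2 (0 and 3) under TM. Ccnd1, which opens the cell cycle, was lower by -1.69 (adjusted p = 0.000774) under TG and -1.98 (adjusted p = 0.000158) under TM. In the other 4 conditions the list did not pass (adjusted p 0.387 to 0.972) and 0 members were called by limma.

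The sex chromosome markers, 4 measured, had 2 higher and 1 lower in each condition. The list passed under TG (adjusted p = 0.0243; adjusted p = 0.106 with an estimated correlation) and TM (adjusted p = 0.0302; adjusted p = 0.118 with an estimated correlation). Under TG it did not in the narrow fit (0.190), with the replicate block within chip pairs (0.0956) or without KO TG replicate 2 (0.0519). Under TM it did not in the narrow fit (0.191), with the replicate block (0.0572), that block within chip pairs (0.110), the filter on both arrays of a group (0.0599), or without untreated WT replicate 1 (0.0501) or 2 (0.0501). Elsewhere its adjusted p was 0.0574 to 0.102, while Fisher's exact test on calls passed there (adjusted p 0.00151 to 0.00244).

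The other lists passed in no condition by camera, with an unadjusted p under 0.05 in 2 of 48 tests. For neural and neural crest markers, 12 measured, the adjusted p was 0.0574 to 0.477, and the counts higher and lower were 2 and 4 (3 and 5) in untreated cells, 2 and 4 (3 and 4) under OD, 2 and 4 (3 and 4) under GD, 2 and 4 (2 and 4) under OGD, 0 and 3 (0 and 4) under TG, 1 and 4 (1 and 4) under TM; the list's median was 0.03 under GD where its mean was -0.49. Fisher's exact test on its calls passed in all conditions but TG (adjusted p 3.08e-05 to 0.00197; 0.0589 under TG). Apoptosis genes, 26 measured, had an adjusted p of 0.295 to 0.987 and 0 and 2 (1 and 2) under OGD, 3 and 0 (3 and 0) under TG, 2 and 1 (2 and 1) under TM, with none called elsewhere; their median was 0.02 and their mean -0.03 under OD. The p53 targets, 23 measured, had 0.477 to 0.999 and 0 and 1 (0 and 1) in untreated cells, 0 and 2 (0 and 2) under OD, 0 and 1 (0 and 1) under GD, 0 and 3 (0 and 3) under OGD, 1 and 2 (1 and 2) under TG, 2 and 2 (3 and 2) under TM. Markers of epithelium (0.725 to 0.984; 7 measured), endothelium (0.641 to 0.987; 8), blood (0.580 to 0.993; 6), muscle (0.537 to 0.863; 8) and chondrocytes, bone or fat (0.266 to 0.993; 9) did not pass. Of these, the epithelial list had 1 lower under OD and 1 under OGD, and the last had 1 and 0 (1 and 0) in untreated cells, 1 and 0 (1 and 0) under OD, 1 and 1 (1 and 1) under TG, 1 and 0 (1 and 0) under TM. Median, mean or test differed in sign for the epithelial list in 5 conditions, blood in 3, and endothelium, muscle and chondrocytes in 1 each. Of 132 tests 36 were called by camera, 12 with an estimated correlation and 44 by Fisher's exact test on calls.

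Among WT responses, GD changed 1 gene, Txnip, a brake on glucose uptake, by -2.96 (adjusted p = 4.69e-06). That count was 9 without WT GD replicate 1, and the narrow fit of limma called 0 (9 in the fit of all arrays at an unadjusted p of at most 0.05 and 2-fold; Txnip at 1.00). OD raised 33 genes and lowered 0 by limma, OGD raised 291 and lowered 316, TG 282 and 231, and TM 208 and 136. The 33 under OD became 9 without untreated WT replicate 1, 15 without untreated WT replicate 2 and 14 without WT OD replicate 2. The 607 under OGD became 1208 without WT OGD replicate 1, 266 without untreated WT replicate 2 and 398 without WT OGD replicate 2. The 513 under TG became 279 without WT TG replicate 1, 317 without untreated WT replicate 2 and 330 without WT TG replicate 2. The 344 under TM became 171 without WT TM replicate 1, 199 without untreated WT replicate 2 and 199 without WT TM replicate 2. The narrow fit gave 0 for OD and OGD by limma (77 and 762 at an unadjusted p of at most 0.05 and 2-fold in the fit of all arrays) and TM 160. Car9, a carbonic anhydrase of the cell surface, rose by 4.38 under OD, and Ndrg1 by 3.71 under OD and 5.17 under OGD. These 3 calls ended in the narrow fit (adjusted p = 0.846, 0.801 and 0.264).

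Cell cycle genes fell in WT cells under OGD (adjusted p = 4.69e-11; adjusted p = 0.0138 with an estimated correlation), TG (adjusted p = 1.13e-10; adjusted p = 0.0146 with an estimated correlation) and TM (adjusted p = 2.14e-10; adjusted p = 0.0151 with an estimated correlation), with 0 higher and 12, 5 and 4 lower. Adjusted over the list alone, 8 were lower under TG and 6 under TM. The 12 under OGD became 3 without untreated WT replicate 2, the 5 under TG 1 without WT TG replicate 1 and 3 without untreated WT replicate 2, and the 4 under TM 0 without WT TM replicate 1, 1 without untreated WT replicate 2 and 2 without WT TM replicate 2. The narrow fit by limma called 0 under OGD and TM (12 and 6 at an unadjusted p of at most 0.05 and 2-fold in the fit of all arrays). ER-Golgi transport rose under TG (adjusted p = 2.89e-09; adjusted p = 0.00337 with an estimated correlation) and TM (adjusted p = 1.89e-09; adjusted p = 0.00336 with an estimated correlation), with 7 and 5 of 46 higher (8 and 6 adjusted over the list alone). The narrow fit called 4 and 1 of these. The 7 became 3 without WT TG replicate 1 and 3 without untreated WT replicate 2, and the 5 became 2 without WT TM replicate 1 and 2 without untreated WT replicate 2. By camera the interferon-stimulated list was lower under GD (adjusted p = 2.31e-09, but adjusted p = 0.165 with an estimated correlation), OGD (adjusted p = 3.65e-05, but adjusted p = 0.409 with an estimated correlation) and TM (adjusted p = 2.17e-08, but adjusted p = 0.187 with an estimated correlation). Its members called higher and lower were 1 and 7 under OGD (0 and 0 in the narrow fit) and 0 and 3 under TM. Under TG more rose than fell, 3 and 1. Under GD no member was called, as Txnip was the only call. Of 110 tests of WT responses 26 were called by camera, 13 with an estimated correlation and 23 by fry. Of 110 tests of response differences 13 were called by camera, 3 by Fisher's exact test and 0 by fry or with an estimated correlation.

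Of the 44 table values that differ from those here, the mean linear signal of all probes of a gene gives 35 (79.5%) within 1%, so that averaging the probes of a gene may account for most of them. Another single probe of the gene gives 1 (2.27%) and does not account for them. Over all 427 values, 371 are within 1% by that mean.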
